# Genetic diversity of Collaborative Cross mice implicates FFAR3 as a target for ILC2 anti-inflammatory reprogramming

**DOI:** 10.1038/s41467-025-67813-2

**Published:** 2026-01-03

**Authors:** Mark Rusznak, Shinji Toki, Yajing Hao, Marc J. C. Todd, Liddy Malone, Julia F. Goodhead, Catherine DuPuy, Weisong Zhou, Dominique Babin, Christian M. Warren, Masako Abney, Matthew T. Stier, Christopher M. Thomas, Jing Li, Justin Jacobse, Andrew P. Pahnke, Mark I. Petrovic, Jacqueline-Yvonne Cephus, Shelby N. Kuehnle, M. Wade Calcutt, Allison E. Norlander, Fang Yan, Jeremy A. Goettel, Darla R. Miller, Rachel M. Lynch, Daniel P. Cook, Dawn C. Newcomb, Fei Zou, R. Stokes Peebles

**Keywords:** Innate lymphoid cells, Immunogenetics, Chronic inflammation, Mucosal immunology, Asthma

## Abstract

Pulmonary group 2 innate lymphoid cells (ILC2s) are key drivers of Type 2 inflammation in diseases like asthma, yet the molecular mechanisms regulating their function are incompletely understood. Using the genetically diverse Collaborative Cross (CC) mouse panel, we mapped a quantitative trait locus (QTL) that governs ILC2 prevalence in the lung after aeroallergen exposure. This QTL induces a large population of ILC2s in the lung that are resistant to activation and have diminished Type 2 effector function. We identified free-fatty acid receptor 3 (*Ffar3*) as a gene responsible for this effect and demonstrated that FFAR3 signaling reprograms ILC2s to an anti-inflammatory state by promoting their survival, reducing Type 2 cytokine production, and enhancing IL-10 expression. This anti-inflammatory state is dependent on IL-2 signaling, is characterized by decreased ST2 expression, and is distinct from previously described IL-10-producing ILC2 phenotypes. FFAR3-dependent reprogramming is mediated by epidermal growth factor receptor (EGFR) upregulation, and FFAR3’s anti-inflammatory effect is partially conserved in human ILC2s.

## Abstract (web summary)

Pulmonary type 2 inflammation is associated with type 2 innate lymphoid cells. Here the authors use the Collaborative Cross mouse panel to show that ILC2 abundance during type 2 lung inflammation is different across the panel and identify free-fatty acid receptor 3 (Ffar3) as a gene responsible and show cytokine and ILC2 functional changes.

## Introduction

Asthma is one of the most prevalent chronic diseases in the United States. A myriad of factors including the rising rates of allergic diseases, modern Western diets and lifestyles, urbanization, and antibiotic usage all contribute to its development^1^. In addition to environmental contributors, asthma has numerous genetic determinants of susceptibility, highlighting the complexity of the immunologic mechanisms that govern disease pathogenesis^2^. Investigating the specific molecular regulators of asthma has allowed for the development of targeted biological therapeutics, which have proven effective in treating poorly-controlled and severe asthma^3–5^. The heterogeneity of the disease and the recent success of these targeted therapies demonstrates the vital importance of uncovering new molecular regulators of asthma to expand our therapeutic target repertoire.

Mouse research is commonly used to identify disease targets, but most of this research relies on a small number of traditional inbred strains. While restricting work to a few strains has practical benefits, research conducted in this manner ignores the phenotypic heterogeneity that exists within the mouse species and potentially limits the breadth of discovery. For a heterogeneous disease like asthma in the diverse human population, it is possible that the contributions of important genetic regulators are not appropriately represented in just a few mouse genotypes. We endeavored to implicate disease-relevant targets that may have been missed due to this limited sampling by harnessing the genetic diversity in the mouse species with the Collaborative Cross (CC) recombinant inbred (RI) mouse panel, one of the most ambitious mouse genetics projects undertaken in recent history.

The CC is an RI panel created from 8 founder strains, 5 classical laboratory strains (A/J, C57BL/6J, 129S1/SvImJ, NOD/LtJ, NZO/HiLtJ) and 3 wild derived strains (CAST/EiJ, PWK/PhJ, and WSB/EiJ). Owing to these diverse founder strains, the panel’s breeding architecture encompasses roughly 90% of known genetic variation in laboratory mice^6^. These founders were crossed to yield the CC RI strains. The genotype of each CC RI strain is unique and contains genetic character from each of the 8 founders. The genomes of these recombinant strains have been reconstructed as probabilistic mosaics of founder haplotypes, meaning that one can know from which of the 8 founders a specific position on the genome was inherited^7,8^. The vast genetic diversity in the population and high-marker density makes the CC an excellent tool for the high resolution of mapping complex traits^9–13^.

In this study, we performed a quantitative trait locus (QTL) mapping experiment to leverage the genetic diversity of the CC to identify disease-relevant targets not previously described. QTL mapping studies involve quantifying phenotypic differences among a large set of progeny and use the segregation of genetic markers in those progeny to identify genomic loci that associate with the measured phenotype^14^. In principle, this approach can experimentally associate genomic regions as regulators of any complex trait, provided that the phenotypic trait being observed is quantifiable and continuous (i.e. not qualitative or discrete). In addition, the success of a QTL mapping study is determined by the density of genomic markers used, the number of genetically distinct progeny, the phenotypic differences across these progeny, and the effect sizes of the genes regulating the trait^15,16^. To uncover genetic regulators of asthma pathogenesis with the QTL method in the CC, we selected a quantitative phenotype relating to group 2 innate lymphoid cells (ILC2s).

The adaptive immune system had traditionally been considered primarily responsible for the pathologic Type 2 inflammation that characterizes many variants of asthma. However, this adaptive immunity-centric view was challenged with the first descriptions of group 2 innate lymphoid cells (ILC2s) in 2010^17–19^. ILC2s are tissue resident immune cells derived from the common lymphoid progenitor that are capable of secreting large quantities of Type 2 cytokines, namely IL-5 and IL-13, which in turn act to propagate eosinophil survival and goblet cell mucin production, respectively. ILC2s do not participate in antigen recognition for activation; instead, they are activated primarily by alarmin cytokines like IL-33, thymic stromal lymphopoietin (TSLP), and IL-25 released by the airway epithelial cells in response to aeroallergens^20^. ILC2s play a pivotal role in the rapid induction of inflammation seen in allergen-exacerbated asthma^21,22^. Many key regulators of ILC2 biology, including secreted factors, cell surface receptors, and transcription factors have been extensively described and associated with asthma pathogenesis in humans^23–26^. For this reason, ILC2s represent a high yield cell type where the discovery of novel regulators has a high likelihood of identifying a target with real therapeutic potential for asthma.

In this study, we used the diversity of the CC to identify genes that are regulators of ILC2 function. To do this, we mapped a locus that associated with the prevalence of ILC2s in the lung after aeroallergen challenge, a quantitative and continuous phenotype that is a function of ILC2 activation. We demonstrate a successful attempt at mapping a QTL relating to ILC2 prevalence and effector function using the CC, allowing us to establish the role of a gene in ILC2 biology and asthma pathogenesis.

## Results

### Different strains of the CC have different ILC2 responses to aeroallergen challenge

In this study, we use the *Alternaria alternata* fungal extract (*Alt* Ex) airway challenge model to induce the Type 2 inflammation that mirrors what would occur during allergen-exacerbated asthma^27–29^. This *Alt* Ex contains the *Alt a 1* fungal protein antigen, which has been associated with asthma exacerbations^30,31^. Administration of *Alt* Ex into the lungs rapidly induces ILC2 activation^32^, and the short 4-day course precludes the involvement of the adaptive immune system. The precise quantitative phenotype that we planned to measure in the CC strains was ILC2 prevalence in the lung after 4 days of *Alt* Ex challenge. ILC2 prevalence was measured as the percentage of all live cells in the lung that were ILC2s, allowing for comparisons between strains that have differences in total lung cells (Fig. 1A).

**Fig. 1:**
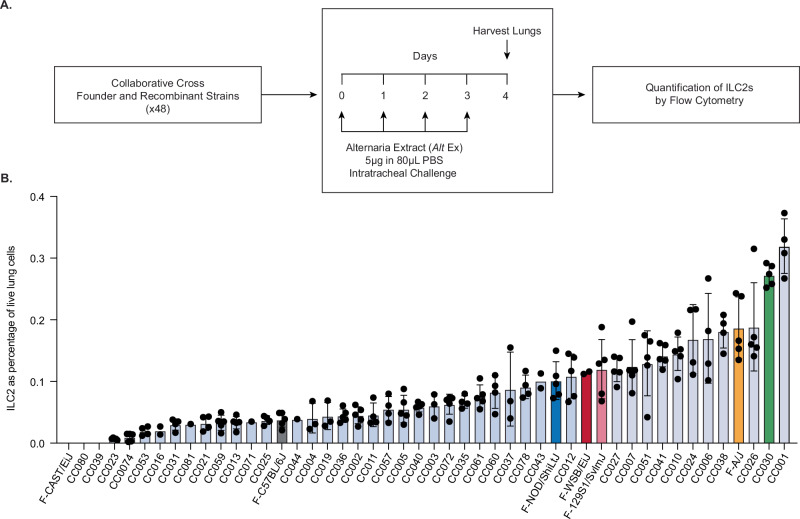
Different strains of the CC have different ILC2 responses to aeroallergen challenge. **A** Diagram of *Alternaria* extract challenge model. **B** ILC2s from different CC strains quantified as a percentage of live cells in the lung after challenge. Strains without bars indicate that all mice died during challenge. Colored bars represent founders and strains of interest. Average n for strains tested = 4.02, exact n for each strain is available in the Source Data file. Data is representative of one experiment.

We obtained 48 unique CC founder and recombinant strains and subjected each to our *Alt* Ex model. Whole lungs were harvested from the mice on day four and quantified by flow cytometry (Fig. 1B). ILC2s were identified according to the gating strategy defined in Supplementary Fig. 1. There existed a wide range of ILC2 prevalence among the strains of the CC, suggesting that QTL mapping would likely be successful. Strain differences persisted when quantifying ILC2s after challenge with total cell numbers in the lung (Supplementary Fig. 2A), and we observed comparable variability in baseline ILC2 prevalence and number in the CC mice without challenge (Supplementary Fig. 2B & C). Expansion ratios for each strain with naïve and challenged ILC2 quantification data are presented in Supplementary Table 1.The vast phenotypic differences among the tested strains confirm the broad genetic diversity within the CC panel and broadly highlight the importance of mouse strain background when considering any experimental model.

### QTL mapping with CC strains identifies a 3.43 Mb locus on mouse chromosome 7 that associates with ILC2 prevalence after aeroallergen challenge

We used the phenotypic data gathered in Fig. 1B, in conjunction with CC haplotype data from the Most Recent Common Ancestor 8-State haplotype files^33,34^, to perform the QTL mapping analysis according to previously described methods^8^. The basics of the analysis involve grouping each of the recombinant strains based on founder diplotypes at a specific marker. Whether or not a difference in the quantitative phenotype exists between the groups is then determined by an unconstrained regression. Phenotypic differences based on founder diplotype at a marker suggest that the marker influences the quantitative phenotype of interest. This process is repeated across all markers and the resultant QTL map defines loci that regulate the phenotype, with statistical significance thresholds determined by permutation test.

QTL mapping returned a significant locus on mouse chromosome 7 that regulated ILC2 prevalence after aeroallergen challenge (Fig. 2A). This QTL spanned 3.43 megabases starting from position 30.538129 and contained 72 protein coding genes, fully detailed in Table 1. It was the only peak in our analysis to reach significance, and it exceeded the 95% permutation threshold. Henceforth, this locus will be referred to in this manuscript as the Ch.7 ILC2 Locus. The Ch.7 ILC2 Locus did not appear to contain any previously described regulators of ILC2 function, suggesting that the QTL had identified an uncharacterized target. Founder haplotype effect analysis reveals that the presence of the QTL is driven almost exclusively by the CAST/EiJ founder haplotype, meaning that recombinant strains inheriting this locus from the CAST/EiJ founder have elevated ILC2 numbers after aeroallergen challenge compared to recombinant strains that inherited the locus from all other founders (Fig. 2B). In our initial phenotyping study presented in Fig. 1B, all CAST/EiJ mice died during the *Alt* Ex challenge, preventing the quantification of ILC2s in this founder strain.

**Fig. 2:**
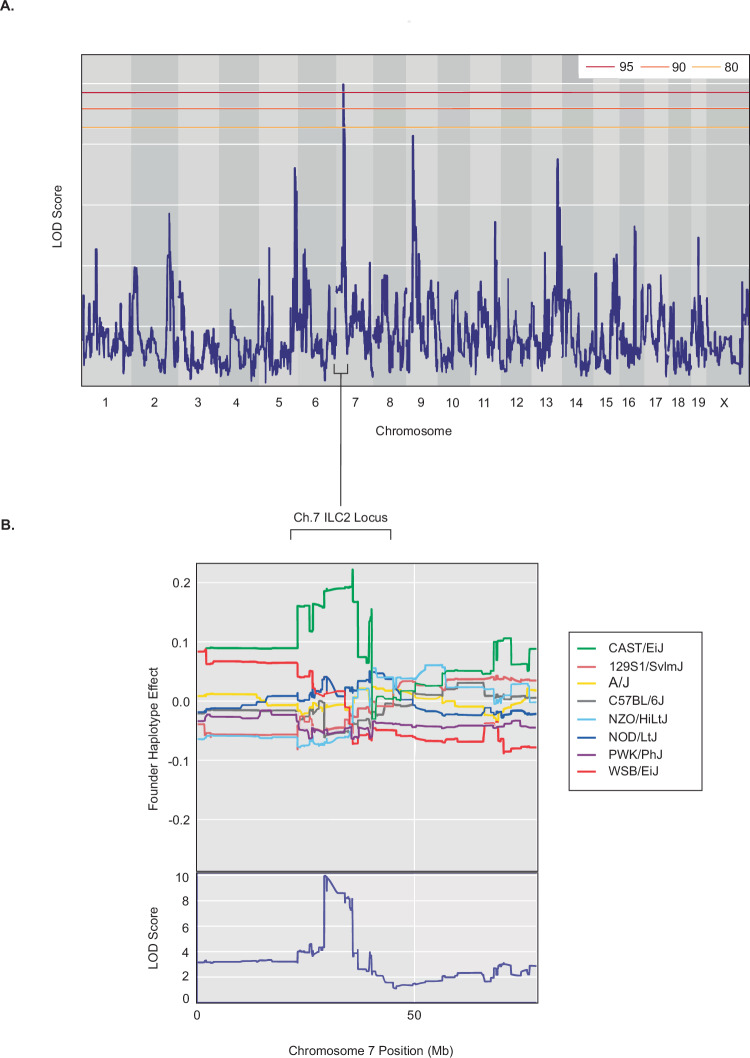
QTL mapping with CC strains identifies a 3.43 Mb locus on mouse chromosome 7 that associates with ILC2 prevalence after aeroallergen challenge. **A** QTL map of ILC2 prevalence after *Alt* Ex challenge. LOD = Logarithm of Odds. Horizontal lines represent significance thresholds determined by permutation testing (80%, 90%, and 95% from bottom to top). No peaks other than our QTL of interest reached even the lowest significance threshold. **B** The haplotype effect of each founder in generating the significant QTL described in (A), termed Ch.7 ILC2 Locus. The bottom panel represents a zoomed-in view of the Ch.7 ILC2 Locus presented in (**A**) detailing chromosomal position.

**Table 1:** List of 72 protein coding genes within the Ch.7 ILC2 Locus

Start	Stop	Strand	Name	Gene ID	Description
30.539129	30.552438	−	Proser3	MGI:2681861	proline and serine rich 3
30.552178	30.555443	+	Hspb6	MGI:2685325	heat shock protein, alpha-crystallin-related, B6
30.555441	30.559838	−	Lin37	MGI:1922910	lin-37 homolog (C. elegans)
30.561863	30.563627	−	Psenen	MGI:1913590	presenilin enhancer gamma secretase subunit
30.563301	30.565365	+	U2af1l4	MGI:2678374	U2 small nuclear RNA auxiliary factor 1-like 4
30.563344	30.56796	+	Gm49396	MGI:6121629	predicted gene, 49396
30.565427	30.567962	+	Igflr1	MGI:3655979	IGF-like family receptor 1
30.568855	30.588726	−	Kmt2b	MGI:109565	lysine (K)-specific methyltransferase 2B
30.58968	30.60282	−	Zbtb32	MGI:1891838	zinc finger and BTB domain containing 32
30.603092	30.612847	−	Upk1a	MGI:98911	uroplakin 1A
30.616861	30.626151	−	Cox6b1	MGI:107460	cytochrome c oxidase, subunit 6B1
30.633616	30.636509	−	Etv2	MGI:99253	ets variant 2
30.640995	30.650317	−	Rbm42	MGI:1915285	RNA binding motif protein 42
30.653708	30.664994	−	Haus5	MGI:1919159	HAUS augmin-like complex, subunit 5
30.670722	30.671605	−	Pmis2	MGI:1922177	PMIS2 transmembrane protein
30.698886	30.710298	+	2200002J24Rik	MGI:1916397	RIKEN cDNA 2200002J24 gene
30.712209	30.725534	+	Atp4a	MGI:88113	ATPase, H + /K+ exchanging, gastric, alpha polypeptide
30.727701	30.72954	−	Tmem147	MGI:1915011	transmembrane protein 147
30.729775	30.744791	−	Gapdhs	MGI:95653	glyceraldehyde-3-phosphate dehydrogenase, spermatogenic
30.748971	30.756134	+	Sbsn	MGI:2446326	suprabasin
30.763724	30.781066	+	Dmkn	MGI:1920962	dermokine
30.787896	30.791097	+	Krtdap	MGI:1928282	keratinocyte differentiation associated protein
30.818031	30.823775	−	Ffar2	MGI:2441731	free fatty acid receptor 2
30.85433	30.856178	−	Ffar3	MGI:2685324	free fatty acid receptor 3
30.85739	30.861564	−	Ffar1	MGI:2684079	free fatty acid receptor 1
30.865402	30.880342	−	Cd22	MGI:88322	CD22 antigen
30.899175	30.914921	−	Mag	MGI:96912	myelin-associated glycoprotein
30.922372	30.924681	−	Hamp2	MGI:2153530	hepcidin antimicrobial peptide 2
30.942368	30.944032	−	Hamp	MGI:1933533	hepcidin antimicrobial peptide
30.945248	30.957367	−	Usf2	MGI:99961	upstream transcription factor 2
30.95777	30.973469	−	Lsr	MGI:1927471	lipolysis stimulated lipoprotein receptor
30.97379	30.989726	+	Fam187b	MGI:1923665	family with sequence similarity 187, member B
31.032722	31.042481	−	Fxyd5	MGI:1201785	FXYD domain-containing ion transport regulator 5
31.042513	31.051467	−	Fxyd7	MGI:1889006	FXYD domain-containing ion transport regulator 7
31.051678	31.057199	−	Fxyd1	MGI:1889273	FXYD domain-containing ion transport regulator 1
31.058825	31.070935	+	Lgi4	MGI:2180197	leucine-rich repeat LGI family, member 4
31.068172	31.076704	−	Fxyd3	MGI:107497	FXYD domain-containing ion transport regulator 3
31.098725	31.115326	−	Hpn	MGI:1196620	hepsin
31.116524	31.127035	−	Scn1b	MGI:98247	sodium channel, voltage-gated, type I, beta
31.130127	31.155936	−	Gramd1a	MGI:105490	GRAM domain containing 1A
31.263736	31.265935	+	Scgb2b1	MGI:3782857	secretoglobin, family 2B, member 1
31.290508	31.304977	+	Scgb2b2	MGI:3042579	secretoglobin, family 2B, member 2
31.290519	31.291821	−	Scgb1b2	MGI:1930867	secretoglobin, family 1B, member 2
31.359038	31.362072	−	Scgb2b3	MGI:3782547	secretoglobin, family 2B, member 3
31.375592	31.376916	+	Scgb1b3	MGI:3644233	secretoglobin, family 1B, member 3
31.617738	31.619526	−	Scgb2b6	MGI:5011792	secretoglobin, family 2B, member 6
31.703779	31.705757	−	Scgb2b7	MGI:3782864	secretoglobin, family 2B, member 7
31.712665	31.71398	+	Scgb1b7	MGI:3643480	secretoglobin, family 1B, member 7
32.091996	32.093939	−	Scgb2b10	MGI:3643785	secretoglobin, family 2B, member 10
32.100853	32.102169	+	Scgb1b10	MGI:3782569	secretoglobin, family 1B, member 10
32.14624	32.148032	−	Scgb2b30	MGI:3646832	secretoglobin, family 2B, member 30
32.209173	32.211145	−	Scgb2b11	MGI:3782867	secretoglobin, family 2B, member 11
32.22284	32.224156	+	Scgb1b11	MGI:5581331	secretoglobin, family 1B, member 11
32.325286	32.327245	−	Scgb2b12	MGI:3645177	secretoglobin, family 2B, member 12
32.334182	32.335501	+	Scgb1b12	MGI:3645736	secretoglobin, family 1B, member 12
32.441541	32.442844	+	Scgb1b29	MGI:3644231	secretoglobin, family 1B, member 29
32.827683	32.829662	−	Scgb2b15	MGI:3644904	secretoglobin, family 2B, member 15
32.836554	32.83787	+	Scgb1b15	MGI:3782584	secretoglobin, family 1B, member 15
33.054582	33.056561	−	Scgb2b17	MGI:3647697	secretoglobin, family 2B, member 17
33.063449	33.064765	+	Scgb1b17	MGI:3809666	secretoglobin, family 1B, member 17
33.111669	33.113458	−	Scgb2b33	MGI:3643719	secretoglobin, family 2B, member 33
33.171892	33.173864	−	Scgb2b18	MGI:3782872	secretoglobin, family 2B, member 18
33.185568	33.186868	+	Scgb1b18	MGI:5578742	secretoglobin, family 1B, member 18
33.278366	33.280341	−	Scgb2b19	MGI:3648809	secretoglobin, family 2B, member 19
33.287291	33.288611	+	Scgb1b19	MGI:3646447	secretoglobin, family 1B, member 19
33.364343	33.366322	−	Scgb2b20	MGI:3514009	secretoglobin, family 2B, member 20
33.373234	33.374559	+	Scgb1b20	MGI:3779681	secretoglobin, family 1B, member 20
33.518481	33.520458	−	Scgb2b21	MGI:3648283	secretoglobin, family 2B, member 21
33.527376	33.528558	+	Scgb1b21	MGI:3782875	secretoglobin, family 1B, member 21
33.73719	33.739312	−	Scgb2b24	MGI:2655741	secretoglobin, family 2B, member 24
33.743799	33.745103	+	Scgb1b24	MGI:3649643	secretoglobin, family 1B, member 24
33.942997	33.94504	−	Scgb2b26	MGI:87864	secretoglobin, family 2B, member 26

Details regarding the genes contained within the Ch.7 ILC2 Locus that we mapped in Fig. 2. Start and stop positions indicate the base coordinates for each gene. Strand denotes the directionality of the template strand. Name and Gene ID represent Mouse Genome Informatics (MGI) symbol and code, respectively. The description column provides the MGI official full name.

We sought to identify the specific gene or set of genes within the Ch.7 ILC2 Locus that is responsible for the QTL effect, and therefore, a regulator of ILC2 biology. Our following experimental approach had two aims: 1.) fully characterize the nature of the ILC2-related phenotype that the Ch.7 ILC2 Locus regulates, and 2.) narrow the list of candidate genes in the locus to identify and validate a specific ILC2 target. The best approach to tackle both aims was a direct comparison of two CC strains with opposite phenotypic extremes from Fig. 1B. We identified a strain with high ILC2 prevalence after challenge that inherited its locus from CAST/EiJ and a strain with low ILC2 prevalence after challenge that inherited its locus from a negative contributing founder strain. We hypothesized that: 1.) the differences between the ILC2s in these high and low strains more completely describe the phenotype governed by the QTL, as it is likely that the QTL’s physiologic effects extend beyond simply the quantity of ILC2s after challenge, and 2.) a gene in the Ch.7 ILC2 Locus that influences ILC2 prevalence after challenge exhibits expression differences between a strain with very high ILC2 prevalence and a CAST/EiJ haplotype at the Ch.7 ILC2 Locus and a strain with low ILC2 prevalence and a negatively contributing founder haplotype at the Ch.7 ILC2 Locus.

### CC030/GeniUnc mice have more numerous and transcriptionally distinct ILC2s at baseline compared to C57BL/6J

The two strains that we utilized for the high and low phenotypic comparison were the CC030/GeniUnc (henceforth CC030) recombinant strain and the C57BL/6J founder strain. We selected CC030 because it presented with the second highest ILC2 prevalence after challenge of the tested strains, and it possessed 100% CAST/EiJ lineage for the entirety of the QTL. The only strain with a higher prevalence was CC001/Unc, but this strain did not have complete haplotype homogeneity for the Ch.7 ILC2 Locus^34^. We selected C57BL/6J as our low phenotype reference strain because of its low ILC2 prevalence phenotype, locus haplotype homogeneity (inherent to the strain being a founder), and negative haplotype contribution (Fig. 2B).

We first sought to more completely characterize the phenotype that is regulated by the Ch.7 ILC2 Locus. Unchallenged CC030 mice had significantly higher ILC2 prevalence and total ILC2 numbers in the lung compared to unchallenged C57BL/6J mice (Fig. 3A−C), suggesting that the ILC2 prevalence phenotype regulated by the Ch.7 ILC2 Locus is present at baseline and is not a function of increased proliferation in response to aeroallergen challenge. To assess whether this elevation in ILC2 percentage in CC030 vs. C57BL/6J was: 1.) restricted to the lung and 2.) dependent on female sex, we quantified ILC2s in the lung, bone marrow, colon, and gonadal adipose tissue from female and male CC030 and C57BL/6J mice (Supplementary Fig. 3A). ILC2 prevalence and total numbers of ILC2s were elevated in the lungs of both male and female CC030 mice compared to their respective sexes of C57BL/6J mice. This pattern of CC030 mice exhibiting elevated ILC2s compared to C57BL/6J in a sex-independent manner was not observed in the other tissues, suggesting that the quantitative phenotype mapped with the Ch.7 ILC2 Locus is unique to the lung. Despite being more numerous, CC030 ILC2s exhibit less than half the expression of ST2, the receptor for ILC2’s primary activating cytokine IL-33, compared to C57BL/6J ILC2s (Fig. 3D and E). The decrease of ST2 expression in the CC030 ILC2s suggests that they may be less capable of responding to IL-33 alarmin signals, implying decreased IL-33-mediated inflammatory potential.

**Fig. 3:**
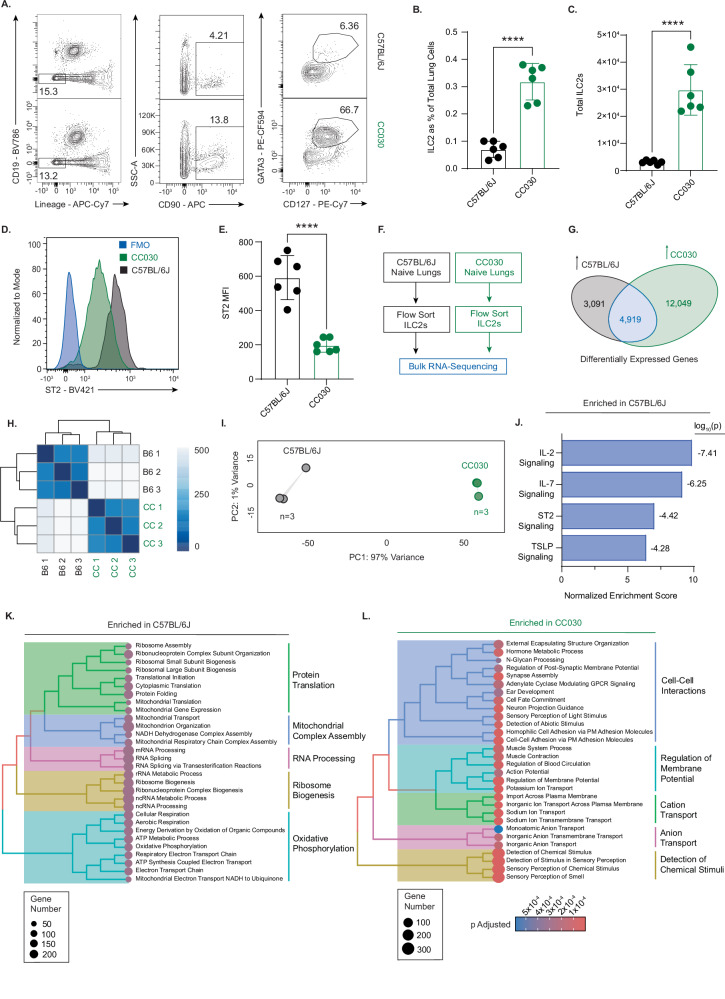
CC030/GeniUnc mice have more numerous and transcriptionally distinct ILC2s at baseline compared to C57BL/6J. **A** Gating strategy to define ILC2s in strain comparison studies (pre-gated on viable, singlet leukocytes). **B** ILC2s as percentage of live lung cells and as (**C**) total ILC2s in lungs of C57BL/6J and CC030 mice without challenge (n = 6 per strain, combined from 2 independent experiments) (Bar height = mean, error bars = SD). **D** Representative flow plots of ST2 expression on ILC2s from C57BL/6J and CC030 lungs at baseline. **E** Quantification of ST2 expression on ILC2s in C57BL/6J and CC030 lungs at baseline. MFI = mean fluorescence intensity, FMO = fluorescence minus one control (n = 6 per strain, combined from 2 independent experiments) (Bar height = mean, error bars = SD). **F** Diagram for comparison of C57BL/6J and CC030 ILC2s by bulk RNA-sequencing (n = 3 per strain). **G** Quantification of differentially expressed genes in ILC2 between C57BL/6J and CC030. **H** Sample distance matrix. 0 = perfect identity, 500 = maximum distance. B6 = C57BL/6J, CC = CC030. **I** Principal component analysis plot of ILC2s from C57BL/6J and CC030 naïve lungs. Group-wise convex hulls are included in shading. **J** Bar plot representing annotated WikiPathways gene sets enriched in C57BL/6J compared to CC030. Gene sets were selected a priori as relevant to ILC2 signaling. **K**. Tree plot showing hierarchical clustering of the 30 Gene Ontology: Biological Processes (GO: BP) gene sets most enriched in C57BL/6J compared to CC030, ranked by normalized enrichment score. All adjusted p values for gene sets enriched in C57BL/6J are below 5 × 10^−9^. **L** Tree plot showing hierarchical clustering of the 30 Gene Ontology: Biological Processes (GO: BP) gene sets most enriched in CC030 compared to C57BL/6J, ranked by normalized enrichment score. The color of the circle for each gene set denotes the p value according to the scale underneath the figure. Significance for (**B**), (**C**), and (**E**) was assessed by two-tailed unpaired Student’s t-test. ****, p < 0.0001. Significance of gene set enrichment (**J**–**L**) was determined using a permutation-based one-sided test implemented in clusterProfiler (GSEA), with multiple testing correction by the Benjamini–Hochberg method (FDR).

Inspired by the differences in ST2 expression, we endeavored to more broadly characterize the differences between the ILC2s of these strains. We performed bulk RNA-sequencing on naïve CC030 and C57BL/6J ILC2s sorted from the lungs via flow cytometry (Fig. 3F). 

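RNA was sequenced from ILC2s of the lungs of unchallenged female mice, with 3 CC030 and 3 C57BL/6J mice, each library from a different mouse. ILC2s are tissue-resident lymphocytes that lack an antigen receptor and release type 2 cytokines. C57BL/6J is the strain of the mouse reference genome, and CC030 is a recombinant inbred strain of the Collaborative Cross. The authors made the libraries with the SMART-Seq v4 kit for very low input. They aligned C57BL/6J reads to mm10 with STAR, and CC030 reads to an mm9 reference pseudogenome, after which lapels converted the alignments to mm10 coordinates. The deposited values are raw counts per gene from HTSeq, with 55401 Ensembl gene identifiers in each library. C57BL/6J libraries held 13533363 to 15234305 counts in genes, and CC030 libraries held 1324595 to 1524751. A count was present at 15946 to 16553 genes per C57BL/6J library and at 43527 to 46111 genes per CC030 library. Across genes within one strain, which are not independent replicates, the mean level correlated with exon length at Spearman's rho 0.4926 in C57BL/6J and 0.819 in CC030. Counts were normalized by TMM, on which levels are given as CPM, and compared by edgeR's quasi-likelihood test, with p adjusted over all genes tested by the Benjamini-Hochberg method at a threshold of 0.05. Genes were also grouped into lists for pathways, cell types and receptor families that were written before the data were examined, and each list was compared with all other genes by camera. Log2 fold changes are CC030 over C57BL/6J, so that negative values are higher in C57BL/6J. An exact permutation test of a single gene cannot go below p = 0.10 with 3 mice against 3.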

Although these cells were isolated using identical ILC2 markers, they were drastically different by their gene expression profiles. This difference was appreciated in the quantity of differentially expressed genes (Fig. 3G), sample distance matrix (Fig. 3H), and principal component analysis (PCA) (Fig. 3I). 

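CC030 libraries held counts at far more genes, whereas C57BL/6J libraries held far more counts under genes that leukocytes express in abundance. Here and in the later strain comparisons, higher means more normalized counts under a gene symbol. A difference in the ILC2s themselves was not separated from gene positions of another build or background from genomic DNA or unspliced RNA. As the whole source, such a difference is argued against for the abundant leukocyte transcripts below. Of 35551 genes tested, 22798 were higher in CC030 and 4324 were higher in C57BL/6J by edgeR. Of 25 abundant transcripts of all leukocytes, 24 were higher in C57BL/6J and none was higher in CC030, with 24 also passing when adjusted over the list alone. Their median log2 fold change was -8.11 (camera, adjusted p = 9.03e-29, and adjusted p = 0.00922 with an estimated correlation). Actb, which encodes beta-actin, was at 7393 ± 1250 CPM (SD, n = 3) in C57BL/6J and 12.1 ± 4.00 (SD, n = 3) in CC030, a log2 fold change of -9.25 (standard error 0.539, adjusted p = 0.000446 from edgeR). B2m, the light chain of MHC class I, was at 23080 ± 11200 (SD, n = 3) CPM in C57BL/6J and 4.22 ± 1.42 (SD, n = 3) in CC030. Tmsb4x, which encodes the actin-binding peptide thymosin beta 4, had 405338 to 981704 counts in the C57BL/6J libraries and 0 in all 3 CC030 libraries, which is at least 60040-fold lower in CC030. Fth1, the ferritin heavy chain, had a log2 fold change of -9.19, and Arhgdib one of -8.85. The median log2 fold change over all genes tested was 7.03, or 3.77 with genes at 0 in every library of one strain held at 3 counts per library, and 16181 genes were at 0 in all 3 C57BL/6J libraries. DESeq2's size factors in edgeR raised that median by 0.538, and DESeq2 itself moved it by -0.102. Camera ranks a list against these genes, so in the strain comparisons a call below other genes does not by itself show a decrease. It placed the glycolysis and T cell lists below other genes although their median log2 fold changes were 0.50 and 1.10. On variance-stabilized counts, the mean distance was 716.6 between libraries of different strains, 222.9 within C57BL/6J and 255.4 within CC030. The first principal component held 97.17% of the variance and the second 1.06%. Among the 7223 genes with at least 10 counts in every library, 1635 were higher in CC030 and 1938 were higher in C57BL/6J. Levels across genes correlated between the strains at Spearman's rho 0.487.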

The full list of differentially expressed genes is provided in Supplementary Data 1. We then performed gene set enrichment analysis (GSEA) with WikiPathways annotated gene sets to better understand the specific cellular pathways and processes that were different between the ILC2s of these strains. A host of signaling pathways relevant to ILC2 activation and Type 2 inflammatory function were significantly enriched in the C57BL/6J ILC2s. Some of the most striking differences were in TSLP signaling, IL-7 signaling, IL-2 signaling, and the ST2 Signaling/IL-1 structural pathway (Fig. 3J). 

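Receptor chains for IL-2, IL-7 and IL-33 were higher in C57BL/6J ILC2s, together with part of the signaling machinery beneath them. Of 32 genes of IL-2, IL-7 and TSLP receptor signaling, 15 were higher in C57BL/6J, 1 (Socs3, a feedback inhibitor of cytokine receptors) was higher in CC030, and 16 did not pass the test. Il7r, the receptor chain shared by IL-7 and TSLP, was at 1235 ± 73.5 CPM (SD, n = 3) in C57BL/6J and 12.1 ± 5.02 (SD, n = 3) in CC030, a log2 fold change of -6.67 (standard error 0.512, adjusted p = 0.000446 from edgeR). Il2rg, the common gamma chain, was at 2448 ± 175 CPM (SD, n = 3) in C57BL/6J and 2.85 ± 2.09 (SD, n = 3) in CC030. Il2ra, the high-affinity chain of the IL-2 receptor, had a log2 fold change of -3.73 (standard error 0.408, adjusted p = 0.00046 from edgeR). The anti-apoptotic target gene Bcl2 had one of -3.72. The same counts passed when adjusted over the list alone, and the list lay below all other genes at an adjusted p of 2.79e-12 by camera (adjusted p = 0.0488 with an estimated correlation). Since most other genes were higher in CC030, that call does not show a decrease specific to these pathways. Of 26 genes of IL-33 and IL-1 receptor family signaling, 8 were higher in C57BL/6J, 1 (Il1r1, the IL-1 receptor) was higher in CC030, and 17 did not pass. Il1rl1, which encodes ST2, the receptor for IL-33, was at 581 ± 145 CPM (SD, n = 3) in C57BL/6J and 19.6 ± 9.37 (SD, n = 3) in CC030. Nfkbia, the inhibitor of NF-κB, had a log2 fold change of -7.09, and the kinase gene Ikbkb had one of -2.93. This list also lay below other genes by camera (adjusted p = 3.19e-07, and adjusted p = 0.0407 with an estimated correlation), with 7 lower and 1 higher when adjusted over the list alone. Without C57BL/6J replicate 3, 14 genes of this list passed the test in place of 9.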

Although C57BL/6J had only one fourth of the number of upregulated genes compared to CC030, seemingly most of the traditional ILC2 inflammatory pathways were represented. 

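Type 2 effector genes were mostly higher in C57BL/6J ILC2s. Of 12 type 2 cytokines and effectors tested, 7, among them Il4, Il5, Csf2 and Areg, were higher in C57BL/6J and 2 (Il3 and the chemokine gene Ccl22) were higher in CC030. Il5, the growth factor of eosinophils, was at 453 ± 49.7 CPM (SD, n = 3) in C57BL/6J and 7.67 ± 1.92 (SD, n = 3) in CC030, a log2 fold change of -5.88 (standard error 0.419, adjusted p = 0.000446 from edgeR). Areg, which encodes the EGF receptor ligand amphiregulin, was at 699 ± 254 (SD, n = 3) and 5.47 ± 1.34 (SD, n = 3) CPM. Il13 was at 5.51 ± 4.41 (SD, n = 3) CPM in C57BL/6J and 10.7 ± 7.25 (SD, n = 3) in CC030, a log2 fold change of 0.95 that did not pass the test (adjusted p = 0.392 from edgeR). The median log2 fold change of the list was -4.11, or -0.90 with DESeq2, which tested 14 genes of the list, and the counts were the same when adjusted over the list alone. The list lay below other genes by camera at an adjusted p of 4.89e-06, a call that was lost with an estimated correlation (adjusted p = 0.167). Among protein-coding genes, a restriction chosen after the data were seen, 3435 were higher in C57BL/6J and 10152 were higher in CC030.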

To capture other differences between these cells in an unbiased manner, we performed hierarchical clustering of the top 30 Gene Ontology: Biological Processes pathways most enriched in C57BL/6J and CC030 ILC2s, ranked by normalized enrichment score (Fig. 3K). The most enriched gene sets in C57BL/6J ILC2s cluster together as pathways related to protein translation, mitochondrial complex assembly, RNA processing, ribosome biogenesis, and oxidative phosphorylation. This GSEA result emphasizes that C57BL/6J ILC2s are more transcriptionally, translationally, and metabolically active compared to CC030 ILC2s, suggesting their increased general readiness for activation and the propagation of Type 2 inflammation. In contrast, CC030 ILC2s are most transcriptionally enriched for pathways related to cell-cell interactions, cell membrane ion transport, and detection of chemical stimuli. 

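Cytosolic ribosomal protein genes and nuclear genes of respiration were mostly higher in C57BL/6J ILC2s. Of 84 cytosolic ribosomal protein genes tested, 70 were higher in C57BL/6J, 3 (Rpl3l, Rps10 and Rpl10l) were higher in CC030, and 11 did not pass, with the same counts when adjusted over the list alone. Rplp0 was at 2114 ± 18.1 CPM (SD, n = 3) in C57BL/6J and 8.77 ± 2.43 (SD, n = 3) in CC030, a log2 fold change of -7.91 (standard error 0.453). Rpl4 had a log2 fold change of -7.76. Ribosomal protein genes took 2.47 to 3.56% of the counts in genes in C57BL/6J libraries and 0.113 to 0.126% in CC030 libraries. Of 81 nuclear genes of oxidative phosphorylation, 75 were higher in C57BL/6J, 2 (Atp5g2 and the pseudogene Atp5l-ps2) were higher in CC030, and 4 did not pass (76 higher in C57BL/6J and 2 in CC030 when adjusted over the list alone). Cox4i1, a subunit of cytochrome c oxidase, was at 2169 ± 832 CPM (SD, n = 3) in C57BL/6J and 11.9 ± 2.97 (SD, n = 3) in CC030. Uqcrfs1 of complex III had a log2 fold change of -6.00 and Atp5c1 of the ATP synthase one of -7.09. The median log2 fold change was -4.66 for the ribosomal list, or -4.62 with genes at 0 held at their floor, and -5.99 for the nuclear respiratory list. Both lists lay below other genes by camera (adjusted p = 4.09e-44 and 6.62e-50), and both calls were lost with an estimated correlation (adjusted p = 0.0875 for each). Of 11 mitochondrially encoded genes tested, 3 (mt-Nd1, mt-Co1 and mt-Cytb) were higher in C57BL/6J and 1 (mt-Nd3) was higher in CC030, also when adjusted over the list alone, and mt-Co1 was at 9528 ± 2650 (SD, n = 3) against 811 ± 251 (SD, n = 3) CPM. Their median log2 fold change of -0.02 turned to 0.52 with DESeq2's size factors in edgeR and to 0.68 with DESeq2, and camera gave an adjusted p of 0.00195 (adjusted p = 0.391 with an estimated correlation). Of 24 glycolysis gene identifiers, 7 (Tpi1, Ldha, Ldhb, Aldoa, Pkm, Pgk1 and Eno1) were higher in C57BL/6J and 3 (Hk1, Pfkfb3 and a further identifier under the symbol Aldoa) were higher in CC030, with 7 and 2 when adjusted over the list alone. Ldha, lactate dehydrogenase A, was at 1421 ± 714 (SD, n = 3) against 8.69 ± 1.64 (SD, n = 3) CPM. The median of this list was 0.50 while its mean was -0.14 and camera placed it below other genes (adjusted p = 4.23e-04, and adjusted p = 0.229 with an estimated correlation).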

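Receptors for odorants and pheromones were among the genes higher in CC030 ILC2s. Of 967 olfactory receptor genes tested, 958 were higher in CC030 and 2 (Olfr1258 and Olfr77) were higher in C57BL/6J. Olfr1262 had 0 counts in all 3 C57BL/6J libraries and was at 106 ± 12.1 CPM (SD, n = 3) in CC030, at least 326-fold higher. Olfr410 was at 82.5 ± 5.78 (SD, n = 3) in CC030, at least 254-fold higher. Of 226 vomeronasal receptor genes, 222 were higher in CC030 and 1 (Vmn2r100) was higher in C57BL/6J. Vmn2r113 reached 183 ± 53.9 CPM (SD, n = 3) in CC030. Of 83 keratin and keratin-associated genes, 75 were higher in CC030 and 2 (Krt10 and Krt83) were higher in C57BL/6J. All these counts were the same when adjusted over each list alone. Krt4 was at 14.8 ± 2.08 CPM (SD, n = 3) in CC030 and at 0 in C57BL/6J, at least 45.5-fold higher, and Krt83 had a log2 fold change of -9.01. The median log2 fold changes were 8.66, 9.45 and 8.24 for the olfactory, vomeronasal and keratin lists, or 5.16, 6.35 and 4.58 with genes at 0 in C57BL/6J held at their floor. All 3 lists lay above other genes by camera (adjusted p = 1.59e-10, 5.45e-09 and 2.59e-04), and all 3 calls were lost with an estimated correlation (adjusted p = 0.116, 0.127 and 0.228). Olfactory receptor genes took 1.87 to 1.98% of the counts in genes in CC030 and 0.0125 to 0.0223% in C57BL/6J. Within CC030, the levels of olfactory and vomeronasal receptor genes correlated with their exon length at Spearman's rho 0.627, against 0.211 within C57BL/6J. The median receptor gene had 19 counts in CC030 and 0 in C57BL/6J.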

Taken together, these data highlight the myriad of differences between ILC2s of these two strains (full GSEA lists in Supplementary Data 2-4). CC030 ILC2s have a larger population size at baseline, but their gene expression profiles suggest that they have a significant downregulation of canonical ILC2 inflammatory processes. Despite these differences, we assert that this population in CC030 should still be classified as ILC2s, as they are defined by GATA3+ and show a high percentage of ST2 + , despite a lower ST2 mean fluorescence intensity (MFI) compared to C57BL/6J ILC2s (Fig. 3A, D).

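Genes that define ILC2s were mostly higher in C57BL/6J. Of 24 ILC2 identity genes tested, 17 were higher in C57BL/6J, 1 (Ptgdr2, the prostaglandin D2 receptor) was higher in CC030, and 6 did not pass, with the same counts when adjusted over the list alone. Gata3, the lineage-determining transcription factor, was at 352 ± 43.3 CPM (SD, n = 3) in C57BL/6J and 7.90 ± 4.71 (SD, n = 3) in CC030, a log2 fold change of -5.48 (standard error 0.582, adjusted p = 0.00046 from edgeR). Id2, which all ILCs require, was at 8190 ± 2810 (SD, n = 3) and 15.6 ± 5.84 (SD, n = 3) CPM. The costimulatory receptor gene Icos was at 1242 ± 221 (SD, n = 3) and 6.13 ± 1.94 (SD, n = 3). These counts are at odds with protein, since the sequenced cells of both strains were sorted as positive for ICOS. By flow cytometry the paper also reports GATA3 in CC030 ILC2s, a high share of them with ST2. Low counts under these symbols therefore do not show that CC030 ILC2s lacked the genes' products. The chemokine receptor gene Cxcr6 was at 4172 ± 493 CPM (SD, n = 3) in C57BL/6J and at 0 in all 3 CC030 libraries, at least 2987-fold lower. The median log2 fold change of the list was -4.34 (camera, adjusted p = 7.06e-17, and adjusted p = 0.00922 with an estimated correlation). Of 18 genes of an IL-10 and regulatory program, 3 (Il10, Havcr2 and Lag3) were higher in CC030 and 6 (Ebi3, Pdcd1lg2, Nr4a1, Pdcd1, Batf and Maf) were higher in C57BL/6J (3 and 5 when adjusted over the list alone). Il10 had 15, 4 and 4 counts in the CC030 libraries and 0 in each C57BL/6J library. Camera placed this list below other genes (adjusted p = 1.88e-04), a call lost with an estimated correlation (adjusted p = 0.0514). Markers of other cell types were higher in CC030 in some lists, as were most of all genes tested, and went both ways in others. Of 8 NK cell and ILC1 markers 7 were higher in CC030, as were 6 of 7 ILC3 markers, 6 of 7 eosinophil markers and 9 of 11 macrophage and neutrophil markers, with none higher in C57BL/6J and the same counts when adjusted over each list alone, but camera separated none of these 4 lists from other genes (adjusted p = 0.156, 0.561, 0.270 and 0.267). The NK cell transcription factor gene Eomes was at 21.6 ± 4.72 CPM (SD, n = 3) in CC030 and at 0 in C57BL/6J, at least 66.6-fold higher. Of 12 mast cell and basophil markers, 7 were higher in CC030 and 3 (Cpa3, Fcer1a and Kit) were higher in C57BL/6J (camera, adjusted p = 0.581). Of 12 T cell markers, 3 (Cd5, Cd6 and Cd8a) were higher in CC030 and 3 (Cd3g, Trbc1 and Trbc2) were higher in C57BL/6J (camera, adjusted p = 0.0309, and adjusted p = 0.396 with an estimated correlation). From these profiles, the paper proposes that CC030 ILC2s turn down the inflammatory processes typical of ILC2s although they are more numerous at baseline.

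**Figure D1:**
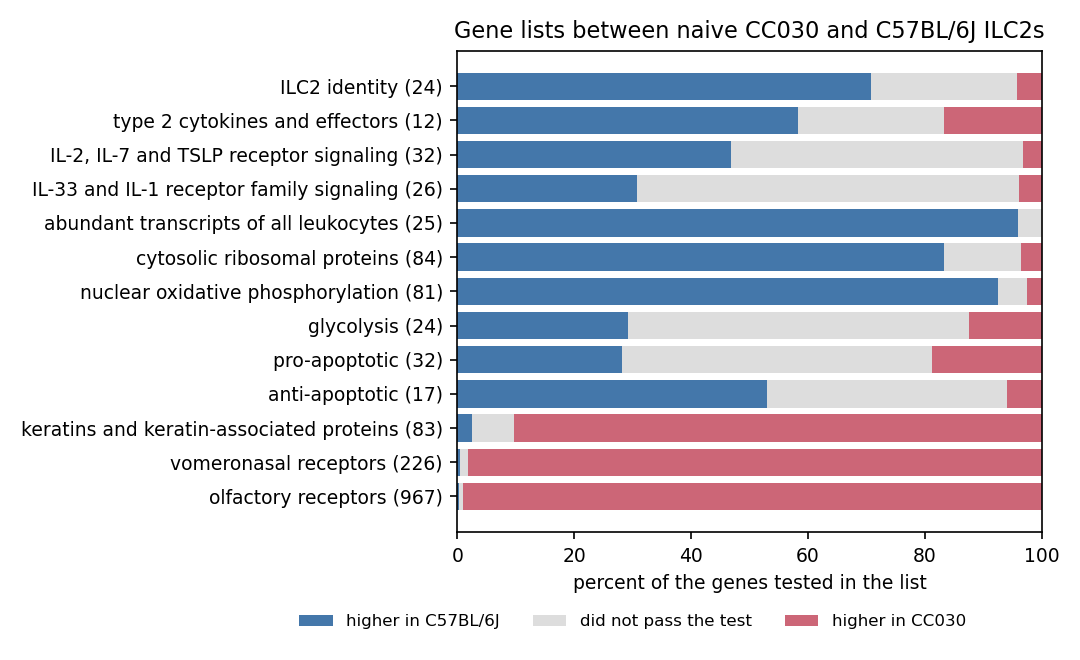
For 13 gene lists, the percent of tested genes that were higher in C57BL/6J (blue), did not pass the test (grey) or were higher in CC030 (red), with the number of genes tested in parentheses. The lists of abundant transcripts, ribosomal proteins and oxidative phosphorylation are mostly blue, and the lists of olfactory receptors, vomeronasal receptors and keratins are mostly red.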

### CC030 mice have a greater number of ILC2s that are less proliferative and less inflammatory than C57BL/6J in vitro and in vivo

We established from our initial phenotyping experiment that CC030 have a very high prevalence of lung ILC2s after *Alt* Ex challenge compared to C57BL/6J. This large ILC2 population is present at baseline in CC030 mice, and our data suggest that CC030 ILC2s have reduced Type 2 inflammatory potential. We hypothesized that despite their large cell numbers, ILC2s in CC030 have abrogated Type 2 effector function compared to C57BL/6J. To test this hypothesis, we isolated ILC2s from naïve lungs of C57BL/6J and CC030 female mice by flow cytometry according to the gating strategy defined in Supplementary Fig. 4A, and we cultured them at equal numbers from both strains with IL-33, TSLP, and IL-2. After 4 days, the number of C57BL/6J ILC2s was significantly increased compared to CC030 ILC2s (Fig. 4A). We incubated ILC2s from both strains with CFSE in an identical culture system and harvested cells after 48 h to assess proliferative differences. C57BL/6J ILC2s showed a greater degree of CFSE dilution (Fig. 4B), indicating greater proliferation (Fig. 4C) and division (Fig. 4D) compared to CC030 ILC2s. These results confirmed that C57BL/6J ILC2s have an increased ability to proliferate in response to identical cytokine stimulation compared to CC030 ILC2s, as was suggested by greater ST2 expression on ILC2s in C57BL/6J. C57BL/6J ILC2s produced more Type 2 cytokines in culture than CC030 ILC2s. We detected significantly greater IL-13 in the supernatant (Fig. 4E) and observed greater IL-13 production on a per-cell basis by intracellular cytokine staining (Fig. 4F) in C57BL/6J ILC2s compared to CC030 ILC2s. These findings are in accordance with our proliferation data, showing that C57BL/6J ILC2s have greater intrinsic inflammatory capability than CC030 ILC2s.

**Fig. 4:**
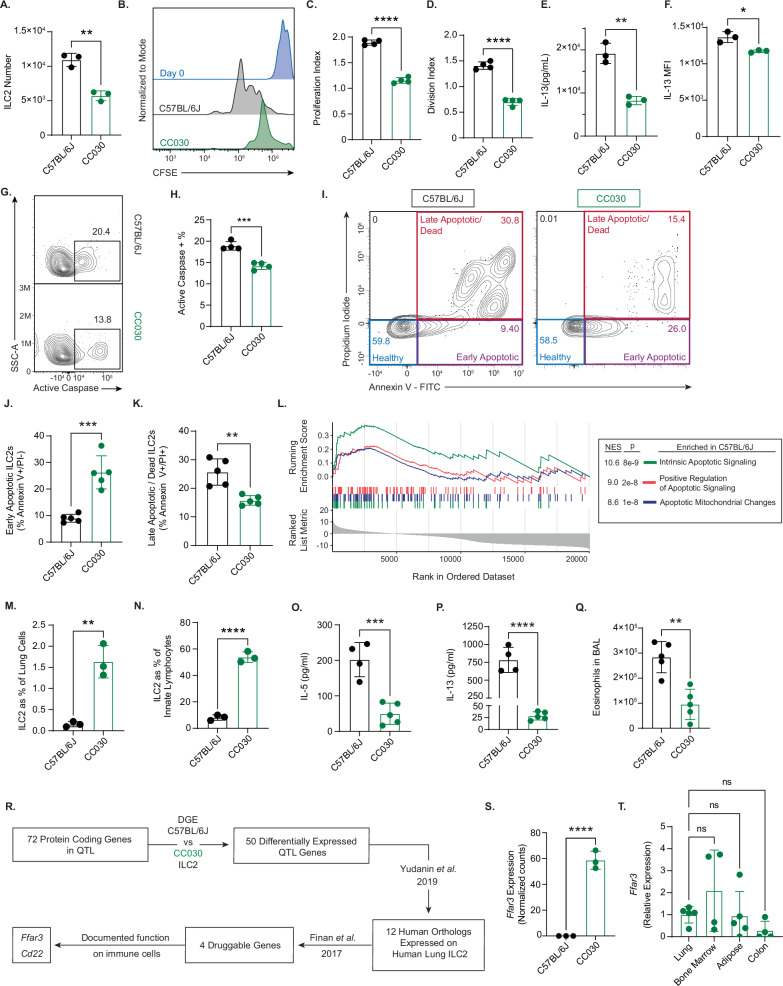
Strain-specific ILC2 phenotypes between CC030 and C57BL/6J implicate *Ffar3* as a candidate regulator. **A** ILC2s from lungs of C57BL/6J and CC030 after 4 days of culture with IL-33, TSLP, and IL-2 (n = 3 per strain) ** p = 0.0016. **B** CFSE dilution between ILC2s after 48 h of culture with IL-33, TSLP, and IL-2. **C** Proliferation index and **D** division index after 48 h culture as in (**B**) (n = 4 per strain) **** p < 0.0001. **E** IL-13 in supernatant of ILC2s cultured per (A) (n = 3 per strain) ** p = 0.0018. **F** IL-13 expression by intracellular cytokine staining. MFI = mean fluorescence intensity (n = 3 per strain) * p = 0.011. **G** Representative flow plots of active caspase+ ILC2s, pre-gated on live cells (numbers above gates = %). **H** Quantification of active caspase+ ILC2s as in (G) (n = 4 per strain) *** p = 0.0004. **I** Representative flow plot of early/late apoptosis by Annexin V and propidium iodide (PI) staining on ILC2s 6 days post culture. **J** Early and late apoptotic **K** ILC2s (n = 5 per strain) *** p = 0.0004, ** p = 0.0019. **L** Apoptotic pathways enriched in naïve C57BL/6J vs CC030 ILC2s. **M** ILC2s as % of live lung cells and **N** as % of innate lymphocytes (Lineage⁻, CD90⁺) (n = 3 per strain) ** p = 0.0027, **** p < 0.0001. **O** IL-5 and **P** IL-13 in lung homogenate after 4 days of Alt Ex challenge (n = 4 C57BL/6J, 5 CC030) *** p = 0.0006, **** p < 0.0001. **Q** Total eosinophils in bronchoalveolar lavage (BAL) fluid after 4 days of Alt Ex challenge (n = 5 per strain, also in Supplementary Fig. 4 C) ** p = 0.0027. **R** Diagram implicating candidate genes in Ch.7 ILC2 locus. **S** Ffar3 expression by normalized counts from bulk RNA-seq (DESeq2 DGE analysis, Wald test (two-tailed) with Benjamini–Hochberg correction; **** p = 1.76 × 10^−12^). **T** qPCR for Ffar3 from RNA of flow-sorted naïve CC030 ILC2s from various tissues (n = 5 mice; one sample each from bone marrow, adipose, and colon had insufficient RNA). **A**, **C**–**F**, **H**, **J**, **K**, **M**–**Q**, **S**, **T**: bar height = mean, error bars = SD. **A**, **C**–**F**, **M**–**P**, **S**–**T**: each representative of two independent experiments, **H**, **J**, **K**, **Q**, **S**, **T**: each representative of one independent experiment. Significance for (**A**), (**C**–**F**), (**H**), (**J**, **K**), (**L**–**Q**), assessed by two-tailed unpaired Student’s *t*-test; for (**T**) by one-way ANOVA with Tukey multiple comparisons (two-tailed).

The reduced proliferative capacity of the CC030 ILC2s compared to C57BL/6J prompted us to contemplate the mechanism by which the large ILC2 population exists in CC030 mice. A group previously described that NK cells deficient in Lysine-specific demethylase 6 A (UTX) had an elevated population size in the spleen but exhibited decreased cell fitness. UTX deficient NK cells had decreased apoptotic function, contributing to elevated NK cell numbers^35^. We hypothesized that the large ILC2 population size in CC030 could be attributed to decreased apoptotic activity, and we quantified the percentage of live C57BL/6J and CC030 ILC2s that were positive for activated caspases after 2 days of culture with IL-33, TSLP, and IL-2. CC030 ILC2s had a decreased percentage of active caspase positive cells compared to C57BL/6J ILC2s (Fig. 4G, H). To further compare apoptotic activity between the two strains, we performed surface staining with Annexin V and viability staining with propidium iodide (PI) to identify early apoptotic (Annexin V + /PI-) and late apoptotic/dead (Annexin V + /PI + ) ILC2s (Fig. 4I). Interestingly, CC030 ILC2s had significantly more early apoptotic cells than C57BL/6J, but they had significantly fewer late apoptotic cells and showed an overall greater viability (Fig. 4J, K). This result may suggest that CC030 mice initiate apoptosis of ILC2s, but they become arrested in the early stages of this process and do not progress through programmed cell death as completely as C57BL/6J mice. Corroborating these results, we identified multiple pro-apoptotic pathways enriched in C57BL/6J ILC2s compared to CC030 from our RNA-sequencing analysis between naïve CC030 and C57BL/6J ILC2s. 

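Anti-apoptotic genes that differed were mostly higher in C57BL/6J ILC2s, while pro-apoptotic genes went both ways. Of 32 pro-apoptotic genes tested, 9 (Bax, Bik, Bad, Bnip3, Bnip3l, Casp6, Casp8, Trp53 and Htra2) were higher in C57BL/6J, 6 (Bak1, Bok, Bmf, Hrk, Bbc3 and Fasl) were higher in CC030, and 17 did not pass (8 and 6 when adjusted over the list alone). Bax, a pore former of the mitochondrial outer membrane, was at 183 ± 48.8 CPM (SD, n = 3) in C57BL/6J and at 0 in all 3 CC030 libraries, at least 131-fold lower in CC030. Casp8, the initiator caspase of death receptors, was at 261 ± 39.2 (SD, n = 3) in C57BL/6J and 16.8 ± 4.74 (SD, n = 3) in CC030. Bnip3l, a mitophagy receptor of the BH3-only kind, had a log2 fold change of -4.18 (standard error 0.384, adjusted p = 0.00046 from edgeR). Bok, a relative of Bax, was at 0 in C57BL/6J and at 12.1 ± 2.96 CPM (SD, n = 3) in CC030, at least 37.3-fold higher. Camera placed the list below other genes (adjusted p = 8.44e-05, and adjusted p = 0.0488 with an estimated correlation). The median log2 fold change of the list was -0.09 and its mean was 0.43, and the median turned to 0.45 with DESeq2's size factors in edgeR and to 0.38 with DESeq2. A fry test of whether the genes moved on balance one way gave an adjusted p of 0.636. Of 17 anti-apoptotic genes, 9 (Bcl2, Mcl1, Bcl2a1b, Bcl2a1d, Xiap, Birc2, Birc3, Bag1 and Traf1) were higher in C57BL/6J and 1 (Bag3) was higher in CC030, also when adjusted over the list alone. Bcl2 was at 361 ± 50.6 CPM (SD, n = 3) in C57BL/6J and 27.4 ± 7.57 (SD, n = 3) in CC030, and Mcl1 had a log2 fold change of -2.69 (standard error 0.419, adjusted p = 0.00061 from edgeR). The median of the anti-apoptotic list was -1.96 (camera, adjusted p = 3.19e-07), and its call was lost with an estimated correlation (adjusted p = 0.0511).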

(Fig. 4L). These results offer an explanation as to how CC030 ILC2s are less proliferative and less responsive to inflammatory cytokines compared to C57BL/6J, yet CC030 have a significantly larger population of ILC2s at baseline. A decreased ability to complete the process of apoptosis may compromise the overall inflammatory fitness of the ILC2 population, leading to an increase in cell number with diminished Type 2 effector function.

We then assessed if this same phenotypic distinction exists between the strains in vivo. We challenged CC030 and C57BL/6J mice in our 4-day *Alt* Ex challenge model (Fig. 1A), however, we increased the *Alt* Ex dosage to 8 μg from 5 μg to elicit a more robust Type 2 response, as our initial challenge did not produce detectable IL-5 and IL-13 in the lung homogenates of C57BL/6J mice. CC030 mice had significantly increased ILC2 prevalence compared to C57BL/6J after *Alt* Ex challenge (Fig. 4M), reconfirming our initial findings. We hypothesized that the higher number of ILC2s in CC030 was specific to ILC2s and not to innate lymphoid cells in general, so we compared ILC2s (Lin-, CD90 + , CD127 + , GATA3 + ) as a percentage of Lin-, CD90+ cells, which we term ILCs (Fig. 4N). Approximately 50% of the ILCs in the lung of CC030 mice were ILC2s, while ILC2s made up less than 10% of ILCs in C57BL/6J, suggesting that the higher percentage of ILC2s in CC030 mice compared to C57BL/6J mice is not due to a broad expansion of the innate lymphoid compartment. Despite having more than 15 times as many ILC2s, CC030 mice produced 5 times less IL-5 and 30 times less IL-13 compared to C57BL/6J mice by ELISA in the lung homogenate after *Alt* Ex challenge (Fig. 4O, P). CC030 mice had significantly decreased total eosinophils in the BAL after *Alt* Ex challenge compared to C57BL/6J mice, demonstrating a functional consequence of reduced IL-5 production (Fig. 4Q).

Intrigued by the diminished ILC2-driven Type 2 response in CC030 mice, we aimed to more broadly characterize the inflammatory profile of CC030 lungs at baseline and after challenge with different allergens. We quantified neutrophils, lymphocytes, eosinophils, and macrophages in the BAL and further quantified lymphocyte subtype by flow cytometry in the lung according to the gating strategy in Supplementary Fig. 5A without challenge, with papain challenge, and with *Alternaria* challenge. At baseline, CC030 mice have significantly more total ILC2s, CD4 + T cells, Tregs, BAL macrophages, and BAL neutrophils compared to C57BL/6J, but they have decreased CD8 + T cells and show no difference in total B cells, BAL eosinophils, or BAL lymphocytes (Supplementary Fig. 5B).

We then challenged C57BL/6J and CC030 mice with *Alt* Ex (4-days, 8 μg) and papain (3-days, 10 μg) to profile each strains immune response to different protease-containing allergens (Supplementary Fig. 5C). CC030 mice had significantly more ILC2s than C57BL/6J mice after papain challenge, mirroring our *Alt* Ex results. While *Alt* Ex challenge resulted in nearly significantly lower ILC2-expansion ratio and total IL-5, and significantly lower total IL-13 for CC030 compared to C57BL/6J, papain challenge did not reveal any differences in these outcomes. The paucity of IL-5 and IL-13 with papain challenge suggests an inability of papain to elicit a robust Type 2 innate response at this dose, which was chosen as the highest dose that did not cause hemorrhage in our model. CC030 mice also had a greater number of B cells, CD8 + T cells, and CD4 + T cells with *Alt* Ex challenge but only a greater number of CD4 + T cells with papain. There was no significant difference in total Tregs with either allergen. In the BAL fluid, CC030 mice had significantly decreased eosinophilia but increased neutrophilia compared to C57BL/6J with *Alt* Ex challenge, with the neutrophilia alone being conserved in papain challenge. These results suggest that CC030 mice have a diminished innate Type 2 response to *Alternaria* that compensates with neutrophilia over eosinophilia, and some elements of this response are conserved in exposure to other protease containing antigens like papain.

### *Ffar3* is a gene candidate responsible for the QTL effect, thereby regulating ILC2 number and effector function

We leveraged the differences between CC030 and C57BL/6J mice to gain a better understanding of the phenotype that is regulated by the Ch.7 ILC2 Locus. Our next objective was to identify a specific targetable gene or subset of genes within the Ch.7 ILC2 Locus that could be responsible for the QTL effect. We developed a strategy to refine our list of 72 QTL genes from two hypotheses: 1.) a gene in the QTL that regulates ILC2 prevalence is differentially expressed between a strain with high ILC2 prevalence (CC030) and a strain with low ILC2 prevalence (C57BL/6J), and 2.) the gene in question is expressed in ILC2 and has an ILC2 intrinsic effect. Of the 72 protein coding genes, 50 were differentially expressed between ILC2s from CC030 and C57BL/6J mice. 

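Most genes of this locus that could be tested had more counts in CC030 ILC2s. Of the 72 genes, 46 passed the filter on low counts, of which 27 were higher in CC030, 5 (Tmem147, Fxyd5, Cox6b1, Psenen and Lin37) were higher in C57BL/6J, and 14 did not pass the test by edgeR. The same counts passed when adjusted over the list alone. Fxyd5, a regulator of the sodium pump, was at 4104 ± 1290 CPM (SD, n = 3) in C57BL/6J and 51.1 ± 13.4 (SD, n = 3) in CC030, a log2 fold change of -6.33 (standard error 0.507). Psenen, a subunit of gamma-secretase, was at 118 ± 58.7 (SD, n = 3) in C57BL/6J and 6.85 ± 3.67 (SD, n = 3) in CC030 (log2 fold change -4.11, standard error 0.682, adjusted p = 0.000779 from edgeR). Cox6b1, a subunit of cytochrome c oxidase, had a log2 fold change of -7.82 and Tmem147 one of -6.71. Lsr, the lipolysis-stimulated lipoprotein receptor, had 34 to 56 counts in the CC030 libraries and 0, 0 and 1 in the C57BL/6J libraries. Dmkn, which encodes the epidermal protein dermokine, had 26, 47 and 50 counts in CC030 and 1, 1 and 82 in C57BL/6J. The difference did not pass the test (adjusted p = 0.109 from edgeR). It passed with DESeq2, with DESeq2's size factors in edgeR, with a block on replicate number, and without C57BL/6J replicate 3. Of the 46 genes, 24 were at 0 in all 3 C57BL/6J libraries, and the median log2 fold change was 7.27, or 3.50 with those genes held at their floor. By limma's camera the locus was not separated from all other genes (adjusted p = 0.906). With DESeq2, 49 genes of the locus passed the threshold, and with at least 10 counts required in every library 3 did.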

We were most interested in implicating genes that are relevant to ILC2 biology in humans, so we gated our gene list to only include those genes expressed in human ILC2s^36^. This yielded 12 human orthologs. The ultimate goal of this study was to uncover regulators of ILC2-mediated allergic inflammation that could be targeted for therapeutic benefit, and we therefore narrowed our selection to only those genes that are druggable targets^37^. We evaluated the 4 remaining genes to identify those with previously documented function on immune cells, which left only 2 genes: *Cd22 and Ffar3*. A diagram of this selection process is provided in Fig. 4R, and a detailed list of genes after each selection step is provided in Supplementary Fig. 6A. We then investigated the effects of both genes in regulating ILC2 prevalence and effector function. We used knockout mice and blocking antibodies to interrogate the role of CD22 on ILC2s, and while CD22 is expressed on ILC2s, we concluded from our experiments that it does not have an appreciable impact on ILC2 numbers or effector function. These experiments are provided in Supplementary Fig. 7.

With *Cd22* eliminated from our list, we turned our attention to free fatty acid receptor 3 (*Ffar3*). FFAR3 is a 7-transmembrane domain containing, lipid-binding Class A G-protein coupled receptor^38^. The receptor is expressed on pancreatic beta cells, epithelial cells of the gut, neuroendocrine tissues, and a host of other tissues throughout the body^39–41^. Microbiome-derived short-chain fatty acids (SCFAs) (acetate (C2), propionate (C3), butyrate (C4)) act as ligands for the receptor, with propionate and butyrate having increased binding affinity compared to acetate. These same ligands activate the closely related free fatty acid receptor 2 (FFAR2), but this receptor shows increased affinity for acetate over propionate and butyrate^42,43^. While the FFAR3 receptor has been extensively studied in the context of diabetes and metabolism, more recent attention has been paid to the contribution of *Ffar3* to the regulation of inflammation^44–47^. SCFAs have a significant role in immune modification, through effects on epithelial barrier function^48,49^, macrophages^50^, B cells and plasma cells^51,52^, helper T cell effector function^53^, and regulatory T cell differentiation^54,55^. Most of the reported associations between SCFA signaling and immune regulation have implicated FFAR2 as the responsible receptor^56^. However, important studies have specifically linked the SCFA-FFAR3 axis to the regulation of Type 2 inflammation in asthma and allergic disease. Gut microbiome-derived SCFAs downregulated T helper type 2 (T_H_2) cell effector function in an FFAR3, not FFAR2, dependent manner^57^. Two groups reported that FFAR3 was highly expressed in T_H_2 cells in eosinophilic esophagitis patients compared to healthy controls and described the receptor’s critical role in regulating IL-5 and IL-13 responses^58,59^. Others have reported the effect of short chain fatty acids on influencing ILC2 biology, but they did not implicate FFAR3 as a regulating receptor of any SCFA-dependent phenomena in the lung^60–62^. One study in particular established the expression of *Ffar3* in pulmonary ILC2s in mice, but their data suggested that SCFAs modulated ILC2s primarily in a receptor-independent manner, likely through histone de-acetylase inhibition^63^. With known interaction between SCFAs and the immune system, and evidence supporting the role of FFAR3 in regulating adaptive Type 2 inflammation, we hypothesized that FFAR3 signaling influenced ILC2 function and aimed to clarify the role of this receptor on ILC2s.

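Ffar3 encodes FFAR3, a G protein-coupled receptor for short-chain fatty acids (ENSMUSG00000019429, chromosome 7 of GRCm38, 30854330 to 30856178). In naïve CC030 ILC2s, Ffar3 had 21, 25 and 30 counts in the 3 libraries, which is 11.7 ± 1.36 CPM (SD, n = 3). Normalized by DESeq2, the mean was 58.7 ± 6.96 counts (SD, n = 3). The median tested gene had 23.3 counts in CC030, and Ffar1, the neighbouring receptor for long-chain fatty acids, had 37, 65 and 35. Within 8 Mb to each side of Ffar3, the levels of the genes in naïve CC030 correlated with those at the same positions in C57BL/6J at r = 0.169 and at most at r = 0.191, at positions 39 kb higher on the chromosome. In vehicle-treated CC030 ILC2s at day 6, which are other libraries, r was 0.182 at the same positions and 0.677 at positions 785 kb lower, a match that the naïve libraries did not show.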

We first sought to confirm the expression of *Ffar3* in naïve CC030 ILC2s, which is demonstrated by the normalized read counts from our RNA-sequencing data (Fig. 4S). We isolated ILC2s from the naïve lungs of five CC030 female mice by flow cytometry sorting and extracted RNA. We confirmed the presence of *Ffar3* transcript by q-PCR in line with previous reports (Fig. 4T), and we report its expression on ILC2s from a variety of tissue sources.

### FFAR3 signaling expands ILC2 numbers and reprograms ILC2s to an anti-inflammatory effector state in vitro

C57BL/6J mice did not express FFAR3 on their ILC2s in our RNA-sequencing experiment (Fig. 4S), and we were therefore concerned that available *Ffar3*KO strains on this background would have been suboptimal in investigating the effect of this receptor on ILC2s. 

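In the C57BL/6J libraries Ffar3 had 0 counts in each of 3 mice, and every CC030 library was above every C57BL/6J library. A count of 0 allows a level of up to 3 counts, here 0.325 CPM on average, so that Ffar3 was at least 36.1-fold higher in CC030. The adjusted p was 0.00046 from edgeR, and the exact two-sided permutation test gave p = 0.10, the smallest that 3 mice against 3 allow. Ffar2, the other short-chain fatty acid receptor gene of the locus, was at 31.7 ± 6.64 CPM (SD, n = 3) in C57BL/6J and 17.4 ± 7.70 (SD, n = 3) in CC030, a log2 fold change of -0.87 that did not pass the test (standard error 0.579, adjusted p = 0.205 from edgeR). Ffar1 had 2, 0 and 1 counts in the C57BL/6J libraries. Of 10 free fatty acid and hydroxycarboxylic acid receptors and carboxylate transporters tested, 6 (Ffar1, Ffar3, Hcar1, Hcar2, Olfr78 and Slc5a8) were higher in CC030 and none was higher in C57BL/6J, also when adjusted over the list alone, and limma's camera did not separate the list from other genes (adjusted p = 0.520). Intervals and floors of this kind cover counting error only.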

As such, we were restricted to working with wild-type ILC2s and modulating FFAR3 directly in CC030 mice. To understand the effects of FFAR3 agonism on ILC2 activation and effector function, we cultured flow-sorted ILC2s from CC030 mice with the activating cytokines IL-33, TSLP, and IL-2. We added to the culture either AR420626, a highly specific FFAR3 agonist^64^, or DMSO vehicle (Fig. 5A).

**Fig. 5:**
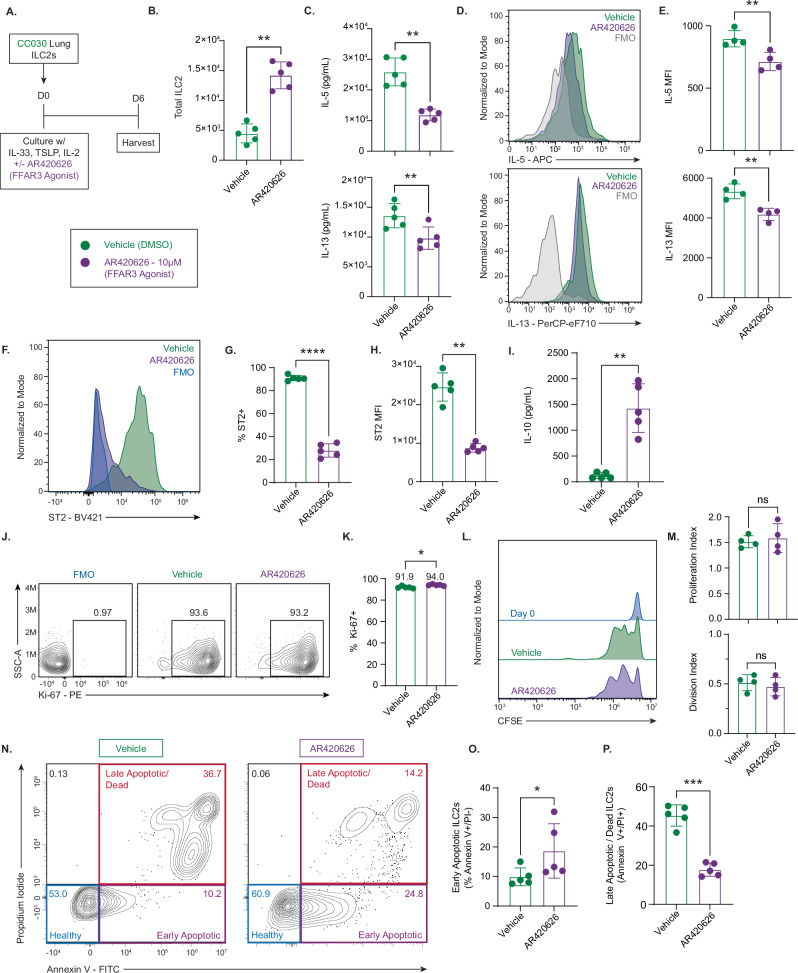
FFAR3 signaling expands ILC2 numbers and reprograms ILC2s to an anti-inflammatory effector state in vitro*.* **A** Schematic of 6-day ILC2 culture with IL-33 (10 ng/mL), TSLP (10 ng/mL), and IL-2 (100 U/mL). AR420626 concentration = 10 µM. All data shown are from Day 6 unless indicated. **B** Total ILC2 numbers after 6 days of culture (n = 5, paired biological replicates; representative of 3 independent experiments) ** p = 0.0029. **C** IL-5 (** p = 0.0014) and IL-13 (** p = 0.0084) in culture supernatant (n = 5, paired biological replicates; representative of 3 independent experiments). **D** Representative flow cytometry plots of IL-5 and IL-13 by intracellular cytokine staining. **E** Quantification of IL-5 (** p = 0.0015) and IL-13 (** p = 0.0034) expression by intracellular staining as MFI (mean fluorescence intensity) (n = 4, paired biological replicates; representative of 1 experiment for IL-5 and 2 for IL-13). **F** Representative flow cytometry of ST2 expression on cultured ILC2s (FMO = fluorescence minus one control). **G** Percentage of ST2⁺ ILC2s (n = 5, paired biological replicates; representative of 1 experiment) **** p < 0.0001. **H** Quantification of ST2 expression on ST2⁺ ILC2s by MFI (n = 5, paired biological replicates; representative of 1 experiment) ** p = 0.0012. **I** IL-10 in supernatant (n = 5, paired biological replicates; 3 samples in Vehicle group below detection limit; representative of 3 independent experiments) ** p = 0.0023. **J** Representative flow cytometry plot of Ki-67⁺ ILC2s. **K** Percentage of Ki-67⁺ ILC2s (n = 5, paired biological replicates; representative of 1 experiment) * = 0.044. **(L)** Representative CFSE dilution plot to assess proliferation after 48 h of culture. **M** Proliferation and division index quantification between groups (n = 4, paired biological replicates; representative of 2 independent experiments). **N** Representative flow cytometry of early/late apoptosis by Annexin V and propidium iodide (PI) staining after 6 days. Annexin V⁻/PI⁻ = healthy, Annexin V⁺/PI⁻ = early apoptotic, Annexin V⁺/PI⁺ = late apoptotic/dead. Numbers in quadrants = percentages. **O** Percentage of early apoptotic (Annexin V⁺/PI⁻) (* p = 0.038) and **P** late apoptotic/dead (Annexin V⁺/PI⁺) (*** p = 0.0002) cells (n = 5 per strain; representative of 1 experiment). **B**, **C**, **E**, **G**–**I**, **K**, **M**, **O**, **P** bar height = mean, error bars = SD, significance assessed by two-tailed paired Student’s *t*-test. ns not significant.

After 6 days of culture, AR42062 increased the number of ILC2s nearly 3-fold compared to vehicle controls (Fig. 5B). Despite this large increase in ILC2 numbers, AR420626 significantly decreased the ability of these ILC2 to produce IL-5 and IL-13, measured by the concentration of cytokines in the supernatant (Fig. 5C) and expression on a per-cell basis via intracellular cytokine staining (Fig. 5D, E). In addition to decreasing Type 2 cytokine production, FFAR3 agonism significantly decreased ST2 expression on ILC2s (Fig. 5F). AR420626-treated ILC2s had a greater than 3-fold decrease in the percentage of cells that were ST2+ (Fig. 5G), and the MFI of ST2 on positive cells was decreased by more than 60% (Fig. 5H). This decrease in ST2 MFI with FFAR3 agonism mirrors the observed decrease in ST2 expression in CC030 ILC2 compared to C57BL/6J. In contrast to decreased production of inflammatory cytokines, AR42062-stimulated ILC2s experienced a ~ 12-fold increase in the secretion of the anti-inflammatory cytokine IL-10 compared to vehicle controls (Fig. 5I).

We hypothesized that the FFAR3 signaling-dependent increase in cell number would not be a function of proliferation, but of resistance to apoptosis, reflecting our observations in CC030 ILC2s (FFAR3 expression) compared to C57BL/6J (no FFAR3 expression). AR420626 treated ILC2s had a similar fraction of Ki-67+ cells compared to vehicle controls (Fig. 5J). While the difference was statistically significant, the small magnitude of change (~2%) suggests that it is unlikely to be biologically meaningful (Fig. 5K). Further supporting this observation was the lack of a significant difference in proliferation or division after 48 h of culture by CFSE dilution (Fig. 5L, M).

FFAR3 agonism increased the number of ILC2s but did not meaningfully increase proliferation. From this result, we hypothesized that the difference in ILC2 number was instead due to an FFAR3-signaling dependent decrease in apoptosis progression. The persistence of less fit cells that would be otherwise eliminated through programmed cell death could explain both the elevated ILC2 population size without proliferation difference and the decreased Type 2 effector function observed in AR420626-treated ILC2s. Similar to what was observed in CC030 vs. C57BL/6J mice, AR420626-treated ILC2s had a modestly higher percentage of cells in early apoptosis but a roughly 3-fold decrease in the percentage of cells advancing to late apoptosis and cell death (Fig. 5.N, P). This considerable increase in cell viability supports the idea that FFAR3 signaling is not expanding cell number through stimulating cell proliferation, but through the maintenance of a large cell population by the inhibition of programmed cell death.

These in vitro data show that the effect of FFAR3 agonism mirrors what was observed in the differences between CC030 and C57BL/6J, highlighting an increase in ILC2 cell number with a concomitant decrease in Type 2 effector function, and even revealing an increase in the ability of FFAR3 agonist-treated ILC2s to produce the anti-inflammatory cytokine IL-10. This effect is particularly interesting, as ILC2 cell number after activation and Type 2 cytokine secretion traditionally correlate^65–67^. ILC2s increasing cell number, decreasing Type 2 cytokine secretion, and increasing secretion of IL-10 is a response that, to the best of our knowledge, has not yet been categorized and possibly represents a unique ILC2 effector state.

We observed a lack of *Ffar3* expression in C57BL/6J ILC2s in our initial sequencing experiment, and we therefore expected C57BL/6J ILC2s to have diminished or no response to FFAR3 agonism. We cultured C57BL/6J ILC2s according to our model in Fig. 5A and did not observe a decrease in IL-5 or IL-13, a difference in ILC2 number, or an effect on apoptosis. (Supplementary Fig. 8A-G). Similarly, AR420626 treatment had no effect on C57BL/6J ILC2 proliferation, measured by CFSE dilution (Supplementary Fig. 8H-J). Thio et al. demonstrated expression of *Ffar3* on ILC2s from IL-33 pre-treated *Rag2*^*−/−*^ mice, but they surprisingly did not observe any effect of AR420626 treatment (10 μM) on cytokine production from ILC2s stimulated by IL-33 in vitro^63^.

Our results suggested that differences in baseline FFAR3 signaling on ILC2s between C57BL/6J and CC030 mice were attributable to differences in receptor expression, but we aimed to investigate possible in vivo differences in SCFAs, the endogenous FFAR3 ligands, as well. We quantified acetate, propionate, and butyrate in the serum of C57BL/6J and CC030 mice at baseline via mass spectrometry, and CC030 mice had significantly lower serum concentrations of acetate compared to C57BL/6J, while there were no differences in propionate or butyrate (Supplementary Fig. 9). The lower concentration of FFAR3 ligands in the serum of CC030 mice suggested that the increased FFAR3 signaling on CC030 ILC2s is dependent on increased receptor expression, not SCFA concentration.

### FFAR3 agonism elicits a unique IL-10-producing effector state in ILC2s

We were intrigued by the anti-inflammatory cytokine secretion profile that FFAR3 agonism imparted on ILC2s, and we sought to further characterize this effector state. We investigated whether this IL-10 producing phenotype was dependent the on the specific combination of stimulatory cytokines used to activate ILC2s in our culture system. A previous report from Seehus et al. demonstrated that IL-2 was necessary for IL-10 induction in ILC2s^68^. We cultured CC030 ILC2s with AR420626 or vehicle in the presence or absence of IL-2, and we observed that IL-2 was necessary for AR420626 to increase cell number (Fig. 6A), decrease IL-5 production (Fig. 6B), and induce IL-10 production (Fig. 6C). Given that FFAR3’s anti-inflammatory effect is IL-2 dependent, we hypothesized that FFAR3 signaling may increase IL-2 signaling through upregulation of the high-affinity IL-2 receptor alpha (CD25). We confirmed our hypothesis by detecting greater CD25 expression by flow cytometry on ILC2s treated with AR420626 compared to vehicle controls (Fig. 6D, E). These data suggest that, like previously described IL-10-producing ILC2s, FFAR3 acts in an IL-2 dependent manner and may induce this state through an upregulation of CD25.

**Fig. 6:**
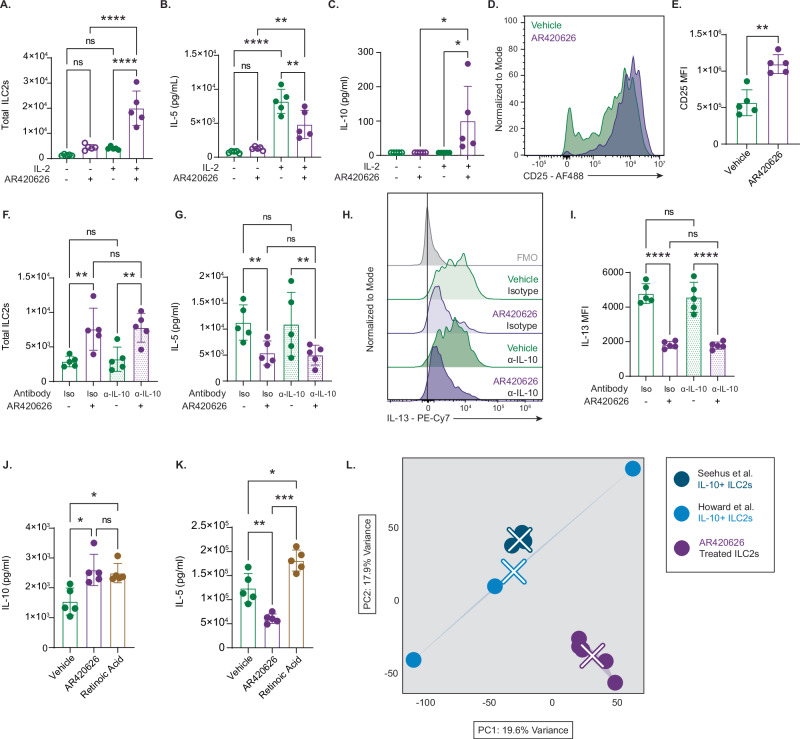
FFAR3 agonism elicits a unique IL-10-producing effector state in ILC2s. **A** Total ILC2s after 6-day culture with IL-33 and TSLP ± IL-2 and ± AR420626. All cultures use CC030 ILC2s harvested at Day 6. **** p < 0.0001. **B** IL-5 concentration in the supernatant of ILC2s activated with IL-33 and TSLP ± IL-2 and ± AR420626, groups = A-D left to right. (A–C **** p < 0.0001), (B–D ** p = 0.0034), (C-D ** p = 0.0045). **C** IL-10 concentration in the supernatant of ILC2s activated as in (B); first three groups (from left) were below the detection limit * p = 0.026. **D** Representative flow cytometry of CD25 expression on cultured ILC2s. **E** Quantification of CD25 expression by median fluorescence intensity (MFI) ** p = 0.0067. **F** Total ILC2s cultured with IL-33, TSLP, and IL-2 ± AR420626 ± α–IL-10 antibody (A-B ** p = 0.0037) (C-D ** p = 0.0045). **G** IL-5 concentration in the supernatant of ILC2s cultured as in (F) (A-B ** p = 0.0080) (C-D ** p = 0.0074). **H** Representative flow cytometry of IL-13 expression by intracellular cytokine staining in ILC2s with α–IL-10 antibody or isotype control ± AR420626 (FMO = fluorescence minus one control). **I** Quantification of IL-13 expression by MFI in ILC2s treated as in (H) **** p < 0.0001. **J** IL-10 concentration in supernatant of ILC2s activated with IL-33, TSLP, IL-2 and treated with DMSO(A), AR420626(B) (10 µM), or retinoic acid(C) (1 µM) (A-B * p = 0.013) (A–C * p = 0.020). **K** IL-5 concentration in supernatant of ILC2s cultured as in (J) (A B ** p = 0.0058), (A–C * p = 0.0242), (B-C *** p = 0.0003). **L** PCA of IL-10⁺ ILC2s from Howard et al., Seehus et al., and AR420626-treated ILC2s (see main text for references). Group-wise convex hulls indicate groups, with centroids marked by X. **A**–**C**, **E**–**G**, **I**–**K**: bar height = mean, error bars = SD, n = 5, paired biological replicates; each representative of one experiment. **A**–**C**, **F**, **G**, and **I** use two-way ANOVA with Sidak’s multiple testing correction, **J**, **K** use one-way ANOVA with Tukey’s multiple testing correction (two-tailed), and (**E**) uses a two-tailed paired Student’s *t*-test. ns not significant.

Given the concomitant production of IL-10 and decrease in Type 2 cytokines, it seemed possible that IL-10 was acting in an autocrine and or paracrine manner to inhibit IL-5 and IL-13 production in ILC2s. We used an IL-10 blocking antibody to determine if the reciprocal changes in anti-inflammatory and inflammatory cytokines were dependent or independent processes. IL-10 blockade had no effect on ILC2 number, IL-5 production, or IL-13 production (Fig. 6F–I). Our results corroborate a previous report that showed IL-10 signaling having no effect on IL-5 production by ILC2s^69^.

To understand whether this anti-inflammatory state elicited by FFAR3 agonism was unique or similar to previously described ILC2 effector states, we compared AR420626 head-to-head with known inducers of IL-10 expression like retinoic acid (RA)^68,70–72^. AR420626 induced similar IL-10 expression to RA, but interestingly, RA significantly increased IL-5 secretion compared to vehicle, while AR420626 significantly decreased IL-5 secretion compared to vehicle (Fig. 6J, K). In fact, RA-stimulated ILC2s produced roughly 3-fold more IL-5 than those treated with the FFAR3 agonist. While a benchmark IL-10 inducer like RA increases IL-10 expression with concurrent increase in IL-5, AR420626 induces IL-10 while decreasing IL-5. This opposite regulation of Type 2 cytokines, which is independent of autocrine and or paracrine IL-10 signaling, suggests that the ILC2 effector state induced by FFAR3 signaling is unique in its anti-inflammatory nature; it increases anti-inflammatory cytokine production while decreasing pro-inflammatory cytokine production.

We compared AR420626-treated ILC2s with other IL-10-producing ILC2s in an unbiased manner to further assess the apparent distinctiveness of this effector state. 

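ILC2s from the lungs of 5 CC030 mice were cultured at 3000 cells per well with IL-33 (10 ng/mL), TSLP (10 ng/mL) and IL-2 (100 U/mL), and cells of each mouse were split between vehicle and 10 µM AR420626, an agonist of FFAR3. RNA was sequenced at day 2 and at day 6, which gave 20 libraries. The deposited values are HTSeq counts per gene from the same alignment steps as for naïve CC030 ILC2s. At day 6, libraries held 1143405 to 3420893 counts in genes with vehicle and 1080761 to 1420240 with AR420626. These were 5.31 to 7.16% of the total that HTSeq reports with vehicle and 4.76 to 5.64% with AR420626, while 81.3 to 84.4% and 83.7 to 85.3% were assigned to no feature. Mitochondrial ribosomal RNA took 2.65 to 3.93% of the counts in genes with vehicle and 1.63 to 2.26% with AR420626. Effects of AR420626 at day 6 were tested on 9421 genes by edgeR with mouse as a block, as the paper used a paired design. With 5 pairs an exact sign permutation test of 1 gene cannot go below p = 0.0625. When gene levels with vehicle at day 6 were matched to naïve C57BL/6J in windows along the chromosomes, neighbouring windows shared a shift away from the genes' own positions in 17.2% of 472 pairs, against 4.84% after permutation, and for naïve CC030 in 6.0%, against 6.56%. Log2 fold changes are AR420626 over vehicle.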

We performed bulk-RNA-sequencing on AR420626 and vehicle treated ILC2s after 6 days of culture. We compared the transcriptional signatures of our FFAR3 agonist-treated ILC2s against those of other IL-10 + ILC2s from previously published sequencing experiments^68,73^. There are apparent transcriptional differences between AR4206262-treated ILC2s, IL-10 + ILC2s from Seehus et al., and IL-10 + ILC2s from Howard et al. To assess global similarity between the 3 sets of ILC2s, we performed PCA analysis on normalized read counts from each experiment using a batch correction method that retained variation associated with IL-10+ status (Fig. 6L). It is apparent from the PCA plot that the other two IL-10 + ILC2 effector states are much more similar to each other than they are to our FFAR3-dependent state, suggesting a uniqueness to our examined phenotype.

### FFAR3 reprograms ILC2s to an anti-inflammatory effector state by increasing EGFR expression

From our bulk RNA-sequencing data, we endeavored to gain further insight into the mechanism by which FFAR3 signaling reprogrammed ILC2s (Fig. 7A). Amongst all differentially expressed genes (Supplementary Data 5), *Egfr* had the greatest positive fold-change, and the second lowest p value when comparing AR420626-treated to vehicle-treated ILC2s (Fig. 7B). 

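After 6 days, AR420626-treated ILC2s had more counts under Egfr and Tigit than vehicle-treated ILC2s of the same mice. They had fewer under the eosinophil gene Ccr3 and the mast cell and basophil gene Cd200r3. The position of Egfr was not settled, so the counts alone leave open which transcript rose under that symbol. The same limit applies to other genes that passed, as the comparison by position below shows. By flow cytometry, which was not analysed here, the paper reports more EGFR on AR420626-treated ILC2s than with vehicle. Of 9421 genes tested, 311 were higher and 767 lower with AR420626. Egfr, the receptor for EGF and amphiregulin, had the largest increase among the genes that passed, a log2 fold change of 5.76 (standard error 0.364, adjusted p = 3.39e-12 from edgeR), and ranked 3 by p after 2010109I03Rik and Ccr3. Tigit, an inhibitory receptor of lymphocytes, rose from 11.8 ± 4.60 to 283 ± 119 CPM (SD, n = 5), a log2 fold change of 4.45 (standard error 0.332, adjusted p = 7.76e-11 from edgeR). Ccbe1, a secreted factor of lymphatic growth, rose from 365 ± 42.0 to 4030 ± 731 CPM (SD, n = 5). The cell adhesion genes Icam4 and Pear1 had log2 fold changes of 4.11 and 4.04. Within 4 Mb of Pear1, gene levels with vehicle matched naïve C57BL/6J best at positions 195 kb higher (r = 0.656, and 0.0574 at the same positions). Around Tigit they matched best at the same positions (r = 0.700). 2010109I03Rik, the Ly6m of Fig. 7B, fell from 253 ± 94.9 to 4.44 ± 2.21 CPM (SD, n = 5), a log2 fold change of -5.86 (standard error 0.339, adjusted p = 1.07e-12 from edgeR). Gap43, a growth-associated protein of neurons, had a log2 fold change of -5.08. Of 3 eosinophil markers, 2 were lower, namely Ccr3, the eotaxin receptor, at a log2 fold change of -4.43 (standard error 0.278) and Il5ra, the IL-5 receptor, at -1.01, while Epx was at -0.22 and did not pass. The call of Il5ra was lost without replicate 2, 4 or 5. Of 5 mast cell and basophil markers, Cd200r3 was lower (260 ± 160 to 11.1 ± 7.72 CPM, SD, n = 5). Of 7 ILC2 identity genes, Gata3 (log2 fold change -1.57) and the IL-18 receptor gene Il18r1 (-2.13) were lower and Ets1 (1.51) was higher, with 2 each way when adjusted over the list alone. The call of Ets1 was lost with DESeq2, without a filter, and with any of the 5 replicates left out. Il4 was the single type 2 gene with enough counts and was lower (-1.52, standard error 0.482, adjusted p = 0.0372 from edgeR), a call that was lost with any of the 5 replicates left out. Of 12 glycolysis genes, Pfkp (2.10) and Eno2 (1.28) were higher, the latter not without a filter. Of 13 cell cycle genes, Mki67 (-1.16) was lower and 12 did not pass, with a list median of 0.28, and with at least 10 counts in every library 1 gene of the list was higher and 1 lower. Of 8 anti-apoptotic genes, Birc2 (-1.06, a call lost without replicate 5) and Birc3 (-1.41) were lower, and none of 12 pro-apoptotic genes passed. Of 13 ribosomal protein genes 5 (Rpl24, Rpl26, Rpl27, Rpl35a and Rplp0) were lower, with 3 lower without the block on mouse or without replicate 2 or 4, and 2 without replicate 1. Of 12 mitochondrially encoded genes mt-Co3 and mt-Nd5 were lower (1 higher and 5 lower when adjusted over the list alone), with none lower without replicate 1 or 4 and 7 lower with DESeq2. The other counts given here were the same when adjusted over each list alone. By camera the eosinophil (adjusted p = 2.48e-05), mast cell (0.00629), glycolysis (0.0212), ribosomal (0.0128), mitochondrial (0.0400) and vomeronasal receptor (0.00969) lists differed from other genes, and all 6 calls were lost with an estimated correlation (adjusted p = 0.337 for the first 3 and 0.745 for the others). With DESeq2, which tests more genes with few counts and raised the median over all genes by 0.188, the median of the eosinophil list turned from -1.01 to 1.33 and that of the ribosomal list from -0.56 to 0.14. Across 1073 of the genes that passed, levels with vehicle correlated with naïve C57BL/6J at r = 0.196 at the gene's own position and at r = 0.555 at the position to which the surrounding genes point. Areg, Il5, Il10, Il13 and Il2ra had too few counts under their own symbols to be tested, which with such shifts does not show that their transcripts were rare. The number of genes that passed fell to 604 without replicate 1, and genes higher with AR420626 numbered 198 with DESeq2 (1032 lower) and 120 without a filter (653 lower). With at least 10 counts in every library, 510 were higher and 509 lower.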

*Egfr* codes for the epidermal growth factor receptor (EGFR), a known regulator of cell growth that has been implicated in a host of neoplastic disorders^74^. A prior report established the expression of EGFR on regulatory T cells (Tregs), and it demonstrated that amphiregulin (an EGFR ligand) signaling through Treg-intrinsic EGFR was critical for enhancement of Treg suppressor function, including IL-10 production^75^. ILC2 have been reported to secrete amphiregulin^76,77^, and thus, an autocrine/paracrine amphiregulin-EGFR signaling axis on our cultured ILC2s could explain the reprogramming of FFAR3-agonist treated ILC2s to an anti-inflammatory, IL-10 producing phenotype.

**Fig. 7:**
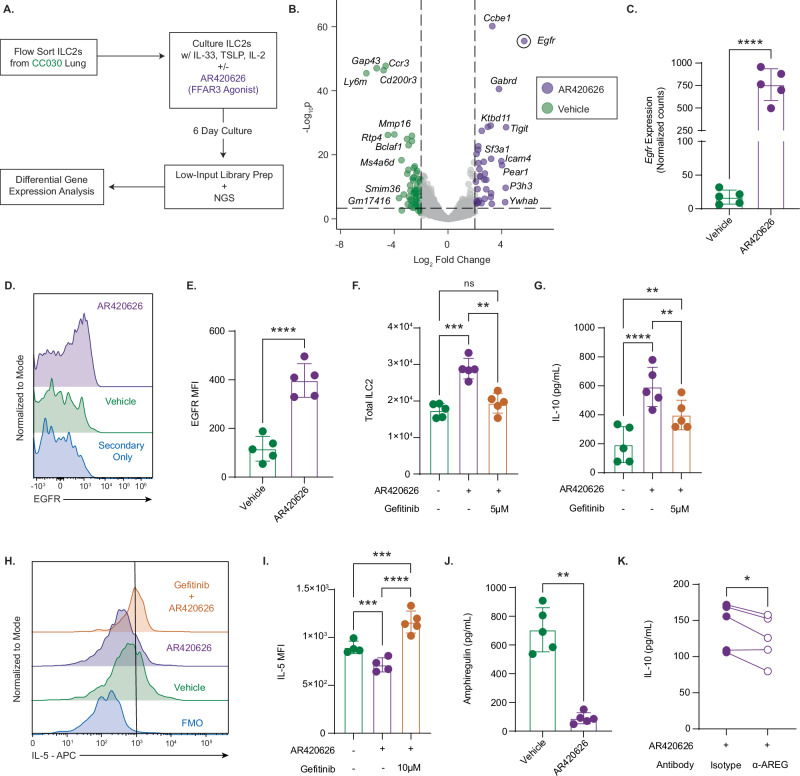
FFAR3 reprograms ILC2s to an anti-inflammatory effector state by increasing EGFR expression. **A** Schematic for vehicle- vs. AR420626 (10 µM)–treated ILC2s by bulk RNA-sequencing. **B** Volcano plot of differentially expressed genes from (**A**). Egfr encircled. Labels = 10 most positively and negatively differentially expressed genes by log2 fold change (p-value threshold = 5 × 10⁻⁴; fold change threshold = 4; n = 5 paired biological replicates, representative of one experiment for (**A**–**C**). **C** Normalized EGFR counts from RNA-seq data in vehicle vs agonist-treated cells. Significance determined for (**B**, **C**) by DESeq2 DGE analysis (Wald test (two-tailed) with Benjamini–Hochberg correction); ***p < 2×10^−52^. (Bar height = mean, error bars = SD). **D** Representative flow plots of EGFR expression on ILC2s with and without FFAR3 agonist. Secondary-only control: no α-EGFR primary antibody. **E** EGFR expression by median fluorescence intensity (MFI) (n = 5 paired biological replicates; representative of one experiment) **** p < 0.0001. **F** Total ILC2s after 6-day culture with DMSO AR420626 (10 µM) and gefitinib (5 µM), groups = A–C left to right. (A-B *** p = 0.0005) (B-C ** p = 0.0018). **G** IL-10 levels in the supernatant; two vehicle (AR420626-/gefitinib-) samples were below detection. (A-B **** p < 0.0001) (A–C ** p = 0.0070) (B-C ** p = 0.0097). (**F**, **G**): n = 5 paired biological replicates; representative of two independent experiments). **H** Representative intracellular cytokine staining of IL-5 (gefitinib = 10 µM). **I** Quantification of IL-5 MFI (n = 4 for Vehicle and AR420626 (1 sample each used as FMOs); n = 5 for AR420626 + gefitinib). IL-5 quantification for vehicle and AR420626 is shown in Fig. 5E (A-B *** p = 0.0007) (A–C *** p = 0.0002) (B-C **** p < 0.0001). **J** Amphiregulin in the supernatant of ILC2s with and without 10 µM AR420626 measured by ELISA (n = 5 paired biological replicates; representative of one experiment) ** p = 0.0012. **K** IL-10 in supernatant of ILC2s cultured with IL-33, TSLP, IL-2 + AR420626 + α-Amphiregulin antibody or isotype control (n = 5 paired biological replicates; representative of one experiment) * p = 0.033. **C**, **E**–**G**, **I**, **J** bar height = mean, error bars = SD). Significance for (**E**), (**J**), and (**K**) was assessed by two-tailed paired Student’s t-test; for (**F**), (**G**), and (**I**) by two-way ANOVA with Tukey’s multiple comparisons test. ns not significant.

AR42062-treated cells had significantly greater *Egfr* expression compared to vehicle controls by RNA-sequencing (Fig. 7C), and we confirmed this finding by flow cytometry (Fig. 7D, E). 

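Egfr (ENSMUSG00000020122, chromosome 11 of GRCm38, 16752203 to 16918158) had 5 to 29 counts in the vehicle libraries at day 6 and 402 to 1173 in the AR420626 libraries. This is 10.6 ± 6.66 CPM (SD, n = 5) with vehicle and 539 ± 128 (SD, n = 5) with AR420626. The lowest AR420626 library, at 367.9 CPM, was above the highest vehicle library, at 19.4. Egfr rose in 5 of 5 mice (exact sign permutation test, two-sided p = 0.0625, the smallest that 5 pairs allow). Areg, which encodes the receptor's ligand amphiregulin, had on average 0.4 counts with vehicle and 3.0 with AR420626, at or under the floor of 3 counts. Ffar3 had on average 2.6 counts with vehicle and 3.8 with AR420626. Of 7 genes of the EGF receptor axis tested, Egfr was higher and the ligand gene Btc was lower (log2 fold change -1.33), with 3 higher and 1 lower when adjusted over the list alone, and limma's camera did not separate the list from other genes (adjusted p = 0.195). Within 8 Mb to each side of Egfr, gene levels with vehicle at day 6 correlated with naïve C57BL/6J at r = 0.0757 at the same positions and at r = 0.444 at positions 100 kb higher, and within 4 Mb best at r = 0.483 at positions 583 kb higher, so that the position is not settled. The paper proposes that signaling of amphiregulin through EGFR could account for the reprogramming of AR420626-treated ILC2s. For this it first draws on the increase of Egfr, an earlier report on EGFR in regulatory T cells, and reports that ILC2s secrete amphiregulin. It then reports higher EGFR by flow cytometry and amphiregulin in the culture supernatant. In its cultures with AR420626, the EGFR inhibitor gefitinib lowered ILC2 numbers and IL-10 and raised IL-5. Blockade of amphiregulin modestly limited IL-10 there.

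**Figure D2:**
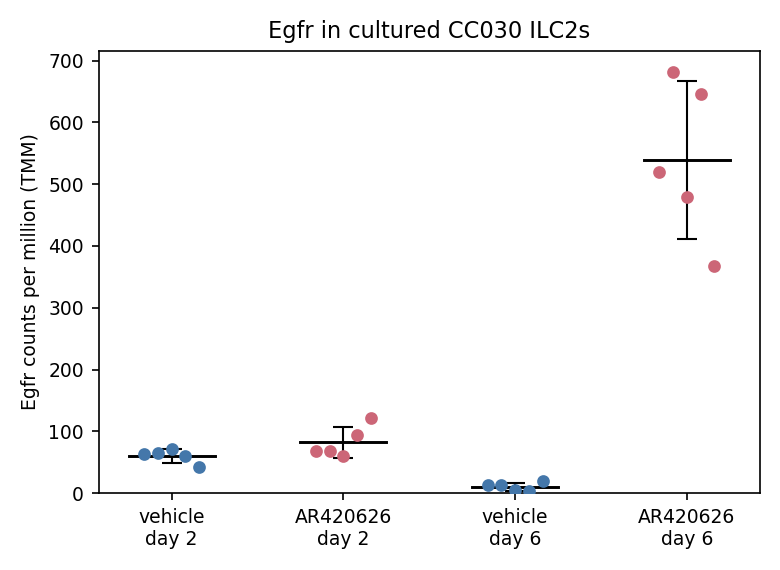
Egfr in TMM-normalized CPM in cultured CC030 ILC2s with vehicle or AR420626 at day 2 and day 6, with a point for each of 5 libraries, a line at the mean and bars of ± SD. Each day was normalized in its own fit, so levels compare within a day and not between days. At day 6 the AR420626 libraries lie between 367.9 and 681.9, all above the vehicle libraries.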

We established causality between EGFR signaling and FFAR3 signaling through a repeat of our culture experiment with the EGFR inhibitor gefitinib^78^. We observed that AR42062 expanded ILC2 numbers compared to vehicle controls, but AR42062 with the addition of gefitinib reduced ILC2 numbers back to the level of vehicle controls (Fig. 7F). Similarly, while AR42062 treatment of ILC2s increased IL-10 secretion compared to vehicle controls, AR42062 and gefitinib reduced IL-10 secretion compared to AR42062 alone (Fig. 7G). EGFR blockade negated the AR42062-dependent decrease in IL-5 production, demonstrated by the increase in IL-5 expression by intracellular cytokine staining in gefitinib and AR42062-treated ILC2s compared to only AR42062-treated ILC2s (Fig. 7H, I). We confirmed that ILC2s secrete amphiregulin in our culture system (Fig. 7J). Blockade of amphiregulin in AR420626-treated ILC2s limited IL-10 induction to a modest but statistically significant degree (Fig. 7K), suggesting that amphiregulin, and possibly other EGFR ligands, are signaling through EGFR in an autocrine and paracrine manner. Given that FFAR3 signaling upregulates EGFR on ILC2s, and that inhibition of EGFR signaling reversed many of the observed effects of FFAR3 signaling, we propose that FFAR3 is partially regulating ILC2s through an EGFR-dependent mechanism, seemingly mirroring the effect of EGFR promoting increased IL-10 secretion in Tregs.

### FFAR3 signaling partially reprograms human ILC2s towards an anti-inflammatory effector state in vitro

Our gene selection process considered expression on human ILC2s to maintain the translational potential of any discovery, and so we aimed to validate the effect of FFAR3 signaling on human ILC2s directly. Peripheral blood mononuclear cells (PBMCs) were isolated from healthy donors, and ILC2s were flow sorted as Lineage-, CD45 + , CD127 + , CRTH2+ cells (Fig. 8A). We cultured these human ILC2s with the activating cytokines IL-33, TSLP, and IL-2 with the FFAR3-specific agonist AR420626 at concentrations of 1, 5, and 10 μM or DMSO vehicle control. AR420626 had no effect on cell number at 1 μM, but 5 μM and 10 μM significantly decreased ILC2s after 6 days of culture compared to vehicle controls (Fig. 8B). Neither of the 3 concentrations of AR420626 decreased ILC2 viability, suggesting that the drug’s effects were not a function of toxicity (Fig. 8C). AR420626 treatment demonstrated a decrease in IL-5 and IL-13 production, with 10 μM decreasing both cytokines approximately 5-fold (Fig. 8D, E). Despite this marked decrease in Type 2 inflammatory cytokines, AR402626 did not induce IL-10 production at any concentration in these human ILC2s (Fig. 8F). At 5 μM, AR420626 had a more modest effect on decreasing cell number compared to decreasing IL-5 and IL-13 secretion, suggesting a potentially greater effect on cytokine secretion than cell expansion.

**Fig. 8:**
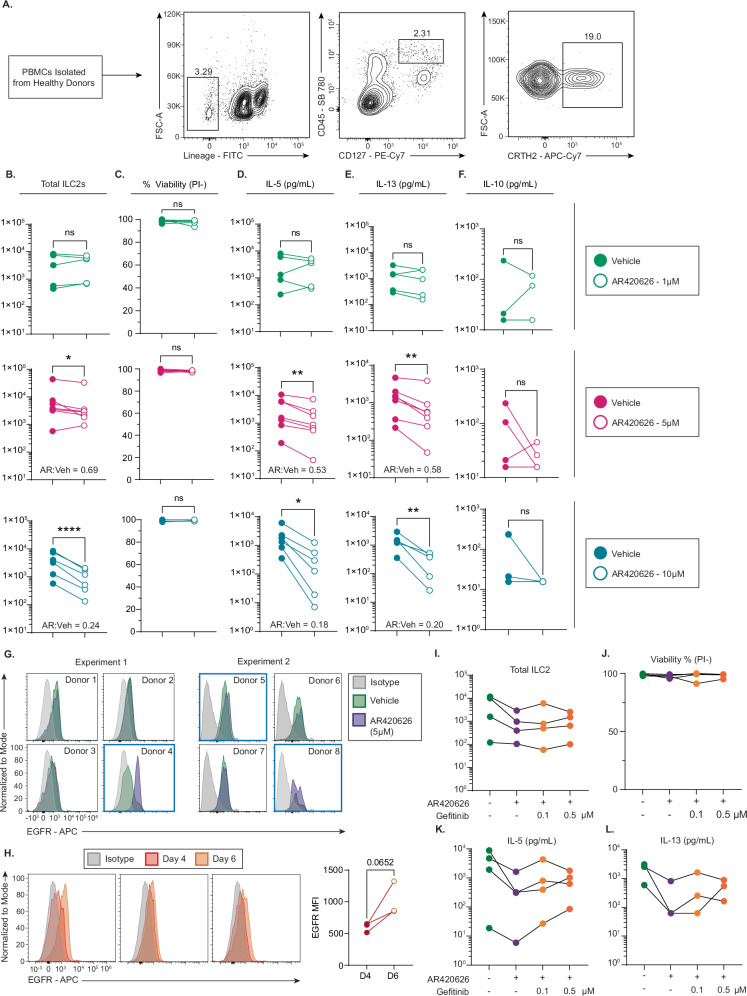
FFAR3 signaling partially reprograms human ILC2s towards an anti-inflammatory effector state in vitro. **A** Isolation of ILC2s from human PBMCs with representative gating for flow sorting (pre-gated on live, singlet lymphocytes). ILC2s from each donor evenly split between conditions (DMSO vehicle vs AR420626) and cultured with IL-33, TSLP, and IL-2 for 6 days. **B** Total ILC2s (n = 5 for 1 µM AR420626, n = 7 for 5 µM AR420626, n = 6 for 10 µM AR420626; same n for each endpoint in **B**–**F**). Values for AR:Veh = ratio of means between AR420626 and vehicle groups (5 µM: * p = 0.031, 10 µM: **** p < 0.0001). **C** Percent viability of ILC2s measured by propidium iodide (PI) negativity percentage. **D** Concentration of IL-5 (5 µM: ** p = 0.0018, 10 µM: * p = 0.031), **E** IL-13 (5 µM: ** p = 0.0033, 10 µM: ** p = 0.0080), and **F** IL-10 in the supernatant. Lowest values for IL-10 at each concentration = below the detection, multiple overlapping samples. **G** Representative flow plot of EGFR expression on human ILC2s with 5 µM AR420626 or vehicle. **H** Flow plot of EGFR expression on human ILC2s with IL-33, TSLP, and IL-2 at Days 4 and 6. **I** Total cell number and **J** viability (PI–) of human ILC2s cultured with IL-33, TSLP, IL-2 ± AR420626 and gefitinib at different doses (n = 4; gefitinib treatment showed no significant effect by binomial test). **K** IL-5 and **L** IL-13 in supernatant of human ILC2s (n = 4 IL-5; n = 3 IL-13). All IL-13 values for one donor were below detection. Statistical testing for K and L assessed whether gefitinib reversed AR420626-mediated IL-5 and IL-13 suppression. IL-5 (4/4) and IL-13 (3/3) levels were higher with at least one gefitinib dose compared to AR alone. Binomial testing yielded p = 0.0625 (IL-5) and p = 0.125 (IL-13). Shapiro–Wilk tests assessed normality of paired differences in (**B**–**F**, **H**). Normality not rejected: ratio paired Student’s t-test was used; rejected: Wilcoxon signed-rank test. Ratio two-tailed paired Student’s t-test for all analyses in (**B**–**F**, **H**) except 8.B–5 µM, 8.C–1 µM, 8.D–10 µM, and 8.F–5 µM, which used Wilcoxon signed-rank test (two-tailed). ns not significant.

We confirmed EGFR expression on human ILC2s, but we observed a significant degree of heterogeneity in the response of EGFR expression to FFAR3 signaling (Fig. 8G). Of 8 examined samples, 3 experienced increases in EGFR MFI of at least 10%, while all other remained identical between AR420626 and vehicle treated ILC2s. Interestingly, there was a trend towards an increase in EGFR expression on cells at Day 6 of culture compared to Day 4 (Fig. 8H), suggesting that EGFR expression is induced through the process of ILC2 activation. Despite the variability in FFAR3-dependent changes in EGFR expression, the EGFR inhibitor gefitinib trended towards reversing the effects of AR420626 in limiting Type 2 cytokine production. While adding gefitinib at multiple concentrations to AR420626-treated ILC2s had no appreciable effect on cell number or viability, there was a near significant reversal of IL-5 production with gefitinib treatment (p = 0.063) (Fig. 8I–L), suggesting that EGFR blockade may undo the anti-inflammatory effects imparted on ILC2s by FFAR3 signaling.

Taken together, these results demonstrate that the anti-inflammatory effect of FFAR3 signaling is partially conserved between mice and humans. AR420626 treatment significantly decreased Type 2 effector function for ILC2s of both species, but the ability of AR420626 to increase IL-10 production was not conserved in the human ILC2s that we tested. We confirm that human ILC2s express EGFR as in mouse, and we suggest that FFAR3 signaling may act in a partially-EGFR dependent manner.

## Discussion

In this study, we present an unbiased approach leveraging mouse genetic diversity to identify a regulator of ILC2 biology, FFAR3, and we demonstate the ability of this receptor to reprogram ILC2s away from a Type 2 inflammatory state into an anti-inflammatory state in mouse and human. An immunomodulatory approach such as this allows alteration of ILC2 inflammatory function without the depletion of ILC2 populations.

These findings help to clarify an important signaling axis in the body that connects the microbiome to innate lymphoid cells. Previous groups have described effects of SCFAs on ILC2s in the gut and lung^60–62^, and the report by Thio et al. demonstrated expression of *Ffar3* in ILC2s from IL-33 pre-treated *Rag2*^*−/−*^ mice^63^. While they established the expression of the gene in ILC2s, they surprisingly did not observe any effect of AR420626 treatment (10 μM) on Type 2 cytokine production from ILC2s stimulated by IL-33 in vitro. There are some notable differences in the experimental approaches that may explain this discrepancy. Thio et al. used ILC2s that have been pre-expanded in vivo with IL-33 prior to isolation, altering their baseline phenotype. Additionally, they use only IL-33 to activate their ILC2s in culture, while our culture system used IL-33, TSLP, and IL-2. Our data suggest that the anti-inflammatory action of FFAR3 signaling is dependent on IL-2, and therefore, this effect was possibly not observed in previously published experiments.

We suggest that FFAR3 on ILC2s represents a potentially important linchpin in the gut-lung axis that could explain the association between intestinal microbiome dysbiosis and asthma^79–81^. This raises the question of what may be the physiological role of a signaling axis that makes ILC2 effector states responsive to microbe-derived SCFAs. We speculate that this may be a way in which ILC2s, an integral part of the innate Type 2 inflammatory response that evolved to combat helminthic infections, may tune their inflammatory readiness based on the state of the microbiome. Many helminths, such as *Ascaris lumbricoides* have life cycles that involve the gut and the lung, and infections are known to perturb the microbiome and modulate SCFA levels^82,83^. One could imagine the SCFA-FFAR3 axis acting as an early warning system: in settings of microbiome eubiosis, high SCFAs levels shift ILC2s to an anti-inflammatory or maintenance effector state, but helminthic infection and subsequent microbiome dysbiosis may drop SCFA levels and shift pulmonary ILC2s to a pro-inflammatory state of high readiness where they are primed to respond in the event of systemic infection. Further, our results highlight the importance of investigation into the lung microbiome’s contribution to immune modulation. While gut-derived SCFAs are present in the serum at millimolar concentrations that can activate FFAR3 and FFAR2 in distant tissues^84,85^, SCFAs produced by the lung microbiome may allow for locally elevated concentrations in the subepithelial spaces of the lung that could more directly affect ILC2s^86,87^.

Our work also sheds light onto the emerging ILC2 subset that is capable of IL-10 production. Previous reports have described IL-10 producing ILC2s that can be induced in the setting of allergic inflammation and have been associated with clinical response to immunotherapy^72,88^. IL-2, retinoic acid, and neuromedin U have been implicated as factors than can promote the generation of IL-10 producing ILC2s^68^, but it is likely that the mechanisms that govern this Type 2 vs. anti-inflammatory ILC2 balance are incompletely understood. We assert that FFAR3 should be considered a potent inducer of IL-10 in ILC2s. Interestingly, this IL-10 production occurs while FFAR3 shifts ILC2s into a unique effector state where they significantly expand their cell numbers but reduce their capability of making Type 2 cytokines. A variety of mechanisms for the anti-inflammatory reprogramming of ILC2s have been proposed, including metabolic changes from fatty acid oxidation to glycolysis, KLRG1 expression, and autocrine IL-10 secretion^73,89,90^. We propose an additional mechanism, one dependent on EGFR upregulation, that might contribute to this unique IL-10 producing effector state. Our data regarding the amphiregulin-EGFR axis on these anti-inflammatory ILC2 may offer some explanation to the protective effect of amphiregulin signaling in several models^91–93^.

We highlight the utility of the CC panel and using mouse lines that encompass a greater degree of genetic diversity. The CC provides an elegant and approachable resource to identifying loci that regulate complex phenotypes, which can in turn lead to the implication of specific genes in the physiology of that trait. There exists a myriad of advanced multi-omics approaches that are capable of unbiased screens, but when these resources are applied in mice, they risk missing out on important genetic discoveries due to the lack of diversity in the sparse number of inbred mouse strains that are commonly used. Many mouse studies have translational goals, and the current pipeline of taking observations in limited inbred mouse lines and applying them to the entire population of genetically diverse humans could certainly be improved. Expanding preclinical research into more genetically diverse mouse populations can help to improve the generalizability of scientific findings before venturing into human work, and it can allow for unbiased target identification techniques that can pick up previously overlooked gene candidates. To our knowledge, few studies have expanded on QTL mapping in the CC with functional characterization of a specific gene target and validation in humans. Our workflow demonstrates the feasibility of this approach.

A limitation of this study is that we did not utilize gene knockout to directly interrogate the function of *Ffar3*. This limitation is inherent to our use of non-traditional strains, as knockouts and transgenic mice are not immediately available on recombinant CC lines. We attempted to generate an *Ffar3* knockout mouse on the CC030 background with a CRISPR/Cas9 based-gene editing approach, but with the recovery of only deceased pups, we concluded that global *Ffar3* deletion was embryonically lethal in the CC030 strain (Supplementary Data 6). Limitations also exist in our gene selection process. While we kept our approach unbiased for many steps, we ultimately selected gene candidates based on potential relevance and applicability, rather than which gene may truly have the greatest QTL effect. This could mean that there are other genes influencing ILC2 biology within the locus that we did not implicate. Another limitation is that there are notable differences in the response to FFAR3 signaling between ILC2s from our mouse and human experiments, especially relating to responses in cell number and IL-10 production. It is possible that this incomplete degree of phenotypic conservation can be explained by the different tissue sources of ILC2s for the experiments; our mouse experiments used lung ILC2s while our human experiments used ILC2s from the peripheral blood. Finally, we suggest that FFAR3 signaling acts through an EGFR dependent mechanism, and we show that FFAR3 signaling increases apoptosis resistance, but our data do not directly implicate EGFR signaling as a mediator of apoptosis resistance in ILC2s.

In summary, we have successfully utilized the genetic diversity of the CC panel to map a locus and identify a regulator of ILC2 function, FFAR3. We demonstrate that FFAR3 agonism reprograms ILC2 to an anti-inflammatory effector state in mouse that is partially conserved in humans. We believe that this study may serve as proof of concept for finding genetic regulators of disease phenotypes, and we hope to highlight that working with genetically diverse mice can increase the breadth of possible discoveries.

## Methods

All research presented in this manuscript complies with all relevant ethical regulations, approved by the Vanderbilt University Medical Center Institutional Animal Care and Use Committee (protocol number: M1800150-01) and the Vanderbilt University Medical Center Institutional Review Board (202162).

### Mice

All Collaborative Cross (CC) recombinant strains used in this manuscript (CC001/Unc, 002/Unc, 003/Unc, 004/TauUnc, 005/TauUnc, 006/TauUnc, 007/Unc, 010/GeniUnc, 011/Unc, 012/GeniUnc, 013/GeniUnc, 016/GeniUnc, 019/TauUnc, 021/Unc, 023/GeniUnc, 024/GeniUnc, 025/GeniUnc, 027/GeniUnc, 030/GeniUnc, 031/GeniUnc, 035/Unc, 036/Unc, 037/TauUnc, 038/GeniUnc, 039/Unc, 040/TauUnc, 041/TauUnc, 043/GeniUnc, 044/Unc, 051/TauUnc, 053/Unc, 057/Unc, 059/TauUnc, 060/Unc, 061/GeniUnc, 071/TauUnc, 072/TauUnc, 074/Unc, 078/TauUnc, 080/TauUnc, 081/Unc) were obtained from the UNC Systems Genetics Core Facility. For clarity, strain suffixes were omitted throughout the manuscript. CC founder strains 129S1/SvlmJ, A/J, C57BL/6J, CAST/EiJ, NOD/ShiLtJ, and WSB/EiJ mice were obtained from Jackson Laboratory. C57BL/6-*Cd22*^*tm1Lam*^ /J (CD22KO) mice were obtained from Jackson Laboratory. CC030 mice, C57BL/6J, and CD22KO mice were bred and maintained in our mouse colony. All in vivo and in vitro mouse experiments utilized age-matched mice 8-16 weeks old. Mice used for experiments are female unless otherwise indicated. Animal sex was considered in the study design. Mice were housed in a temperature-controlled room at 22.2 °C on a half day light-dark cycle. Mice were fed a regular diet (PicoLab Laboratory Rodent Diet 5LOD) and tap water was available ad libitum. Mouse experiments were approved by the Institutional Animal Care and Use Committee (IACUC) at Vanderbilt University Medical Center and were conducted according to the guidelines for the Care and Use of Laboratory Animals prepared by the Institute of Laboratory Animal Resources, National Research Council.

### Aeroallergen challenge

Mice were anesthetized with intraperitoneal injection of a combination ketamine and xylazine solution. 5 min after anesthesia, mice were challenged with intratracheal administration of *Alternaria extract* (Greer) or papain (Millipore) dissolved in 80 μL of phosphate buffered saline (PBS). 5 μg of *Alternaria extract* was used for the initial phenotyping of CC strains presented in Fig. 1, but subsequent challenges employed a dosage of 8 μg to allow for the detection of inflammatory cytokines. 10 μg of papain were used, as this was the highest dose that did not elicit alveolar hemorrhage in a titration experiment. Intratracheal administration was performed with an IV catheter tip fixed on a 1 mL TB syringe (BD). Mice were allowed to recuperate from anesthesia on a heating pad before being returned to cages. Alt *Ex* challenge was carried out for 4 consecutive days, while papain challenge was carried out for 3 consecutive days.

### Isolation of cells from mouse tissues

All mice were euthanized with intraperitoneal injection of a lethal dosage of pentobarbital solution and allowed to expire. Mouse lungs were placed in a digestion solution (RPMI 1640, 5% FBS, 1 mg/mL Type IV Collagenase from *Clostridium histolyticum* (Sigma), and 20 μg/mL of DNase I) and minced with scissors. Lungs were digested for 35 min at 37 °C with rotation. Digestion was neutralized with EDTA, and lungs were subsequently ground through cell strainers to obtain a single cell suspension. Mouse bone marrow was obtained from the femurs and tibias of mice after euthanasia. Bones were cleared of muscle and connective tissue, and the ends of the long bones were cut with a scalpel. Bones were placed into 0.5 mL tubes with puncture holes in the bottom. These punctured tubes were fit into 1.5 mL tubes and centrifuged, allowing for the collection of the bone marrow effluent. Bone marrow cells were then passed through cell strainers. Gonadal adipose tissue was excised bilaterally from the mice after euthanasia. Adipose tissue was minced and suspended in digestion buffer (2 mg/mL Collagenase (Sigma C-6885) with 1% FBS in PBS). Digestion was carried out at 37 °C with rotation for 45 min. Digested adipose tissue was passed through a cell strainer and diluted with neutralization buffer (2 mM EDTA with 1% FBS in PBS). Samples were centrifuged, and the supernatant with adipocytes was removed. Colons were harvested from mice and washed with cold PBS. Colons were then opened longitudinally and cut into 0.5 cm pieces, which were subsequently incubated with RPMI containing Penicillin/Streptomycin (Pen/Strep), 5 mM EDTA, 20 mM HEPES, 5% FBS and 1 mM DTT for 40 min at 37 °C with shaking. Contents were then poured through cells strainers, with the flowthrough discarded. Remaining tissue pieces were shaken vigorously in cold RPMI with Pen/Strep, 5 mM EDTA, and 20 mM HEPES and passed through a cell strainer, again discarding flowthrough. Tissue pieces were minced in a beaker and incubated in RPMI Pen/Strep, 5 mM EDTA, and 20 mM HEPES, 0.1 mg/mL Liberase TL (Roche), 0.05% DNase I (Sigma D5025) with stirring for 30 min at 37 °C. Contents were pulled through a 10 mL syringe and poured through a cell strainer. Cells were subsequently washed with RPMI with Pen/Strep, 5 mM EDTA, and 20 mM HEPES, and 0.05% DNase. Cells were then isolated with a 40%/90% Percoll gradient. Erythrocyte lysis was carried out for all samples with ammonium chloride-based RBC lysis solution (Tonbo) for 5 min before neutralization with cold PBS.

### Analytical flow cytometry for ILC2s and lymphocytes from mouse tissues

Viability staining was carried out in PBS with Live/Dead Aqua Fixable Viability dye for 25 min. Surface staining for single cell suspensions was carried out in FACS staining buffer (3% FBS in PBS). Prior to staining, cells were incubated with Fc block (BD) for 10 min. Surface staining for ILC2 was carried out with Lineage staining cocktail (α-CD3, α-CD4, α-FCεR1, Hematopoietic Lineage Labeling Cocktail, anti-mouse biotin (Miltenyi)), α-CD19, α-CD45, α-CD90, α-CD127, α-ST2, α-ICOS, α-CD25, α-CD22 for 20 min. Streptavidin conjugation to biotinylated antibodies was carried out for 15 min. Surface staining for lymphocytes was carried out with α-CD19, α-TCR β, α-CD4, α-CD8, and α-CD25. Fixation and permeabilization was carried out overnight with the FoxP3 Transcription Factor Staining Buffer Kit (eBioscience, cat: 00-5523-00). Intracellular staining for GATA3 and FoxP3 was carried out for 1 h in PermBuffer (eBioscience). Analysis was conducted in FACS staining buffer on a BD 5-Laser Fortessa or 4-laser Cytek Aurora. A full list of antibodies used in the study is provided in Supplementary Data 7.

### QTL mapping

We utilized 235 mice from 47 Collaborative Cross (CC) strains for quantitative trait locus (QTL) mapping. Genotype data, consisting of a probability matrix with 36 genotype calls (8 homozygous and 28 heterozygous) across 76,689 SNPs, were obtained from https://csbio.unc.edu/CCstatus/index.py?run=FounderProbs, which were then converted into an 8-state allele probability matrix. QTL mapping was performed at each SNP using the qtl2 package in R (version 4.2.1)^94^. A single-QTL genome scan was conducted by regressing the phenotypic trait of interest on the genotype probabilities at each SNP, and LOD (logarithm of the odds) scores were calculated. Genome-wide significance was evaluated empirically through 1000 permutations, and phenotypes with top candidate loci that exceeded a genome-wide significance threshold of 0.05 were identified as significant.

### Flow cytometry sorting of mouse ILC2

Single cell suspensions were obtained from the naïve lungs of mice according to the harvest procedure outlined in this methods section. For the flow sorting experiment described in Fig. 3, ILC2s were sorted separately as biological replicates from the whole lungs of 3 C57BL/6J female mice and 3 CC030 female mice. Single cell suspensions from lungs were enriched for ILC2 with the Lineage Cell Depletion kit, mouse (Miltenyi, cat: 130-110-470) and the CD25 MicroBead Kit, mouse (Miltenyi, cat: 130-091-072), utilizing LS columns (Miltenyi) for both separations. ILC2 for this experiment were identified by surface staining as Lymphocytes (FSC-A vs. SSC-A), singlets by pulse gating, Live/Dead Aqua-, Lineage- (α-CD3, α-CD4, α-FCεR1, Hematopoietic Lineage Labeling Cocktail, anti-mouse biotin (Miltenyi), CD90 + , CD127 + , CD25 + , ICOS + . Sorting was performed on a BD FACS Aria III run on the slowest setting with a 100 μM nozzle. Due to equipment availability changes, ILC2 sorted for assessment of *Ffar3* expression (Fig. 4) and culture (Figs. 4–7) were sorted on a BD FACS Symphony S6 and defined as Lymphocytes (FSC-A vs. SSC-A), singlets by pulse gating, Live/Dead Aqua-, Lineage- (α-CD3, α-CD4, α-FCεR1, Hematopoietic Lineage Labeling Cocktail, anti-mouse biotin (Miltenyi), CD90 + , CD127 + , ST2 + . Cells were again sorted on the lowest setting with a 100 μM nozzle.

### Low-input library preparation and next generation sequencing

ILC2 were sorted into Single Cell Lysis Buffer (Takara), and subsequent library preparation and sequencing was performed at the Vanderbilt Technologies for Advanced Genomics (VANTAGE) core lab. The SMART-Seq v4 Ultra Low Input RNA Kit (Takara, cat: 634888) was used to isolate RNA. cDNA was generated from extracted RNA through reverse transcription. cDNA was fragmented, blunt-ended, and adenylated for adaptor ligation and subsequently PCR amplified. Amplified cDNA libraries were quality controlled by bioanalyzer. The libraries were sequenced using the NovaSeq 6000 with 150 bp paired end reads targeting 50 M reads per sample. RTA (version 2.4.11; Illumina) was used for base calling and analysis was completed using MultiQC v1.7.

### RNA-sequencing data analysis

We conducted RNA-Seq analysis on both C57BL/6J and CC030 mice. Sequencing data quality was initially assessed using FastQC^95^, followed by read trimming with fastp^96^. For the C57BL/6J samples, reads were aligned to the mm10 reference genome using STAR^97^ with default parameters. For the CC030 samples, reads were aligned to the mm9 reference pseudogenome using STAR with default parameters, after which lapels^98^ was used to convert the alignments to mm10 reference coordinates. Gene expression counts were subsequently quantified across all samples using HTSeq^99^. Differential gene expression analysis was performed on the resultant read count matrices using the DESeq2 R package^100^. For the bulk-RNA sequencing experiment presented in Figs. 6, 7, paired differential gene expression analysis was conducted, as biological replicates were cultured separately for both conditions (vehicle vs. agonist). Normalized counts of genes, sample distance matrices, and principal component analyses were conducted with DESeq2, and results were visualized with ggplot2^101^ and pheatmap^102^. Differentially expressed genes were visualized in volcano plots with EnhancedVolcano^103^. Mouse genes were converted to human orthologs with biomaRt^104,105^. ClusterProfiler was used to perform gene-set enrichment analysis using Gene Ontology: Biological Processes and WikiPathways curated gene sets and to generate the resultant tree plot^106^. A significant enrichment for the IL-1R signaling pathway is represented as ST2 signaling, as no specific ST2 Wikipathways gene set exists, but the IL-1R signaling gene set describes identical signaling to ST2 downstream of the cell surface receptor. Transcriptomic comparison in Fig. 6 compared the normalized count matrices for ILC2 samples from 3 experiments: IL-10 + ILC2s from Seehus et al. (2017, GSE81882), IL-10 + ILC2s from Howard et al. (2020, GSE158983), and AR420626-treated ILC2s from this manuscript (GSE288176). For the PCA plot in Fig. 6, values in the normalized count matrices were log_2_-transformed to stabilize variance. We corrected for inter-experiment batch effects with ComBat from the sva R package^107^. A design matrix was specified to retain variation associated with IL-10+ vs. IL-10- status (condition) while adjusting for experiment (batch). The ComBat corrected expression matrix was then subset to IL-10+ samples. PCA analysis included group-wise convex hulls and centroids to highlight sample clustering by experiment.

### CFSE labelling for proliferation quantification

ILC2 were resuspended in 0.1% FBS in PBS immediately after flow cytometry sorting. CFSE was diluted to the cell suspension for a final concentration of 1.5 μM and allowed to incubate at room temperature for 8 min. An equal volume of pre-warmed FBS was added, and the cells were incubated at 37 °C for 10 min to allow for the efflux of unbound CFSE. Cells were washed with 2%FBS in PBS prior to culturing. A small sample of CFSE-labelled cells was saved and immediately fixed with the FoxP3 Transcription Factor Staining Buffer Kit (eBioscience, cat: 00-5523-00) for the Day 0 control.

### ILC2 culture

All ILC2 culture experiments were carried out in RMPI 1640 with 10% FBS, Penicillin/Streptomycin, HEPES, Sodium Pyruvate, and β-mercaptoethanol. Cells were plated in 96-well non-tissue culture treated U-bottom plates (Corning) in a total volume of 250 μL per plate. For mouse experiments, ILC2 were cultured at a density of 3000 cells per well. Due to low numbers, human PBMC-derived ILC2 were cultured at varying cell densities, with cells equally split from each donor between conditions. ILC2 in all experiments were stimulated immediately upon plating with IL-33 (10 ng/mL, mouse (PeproTech), human (PeproTech)), TSLP (10 ng/mL, mouse (PeproTech), human (PeproTech)), and IL-2 (100 U/mL, human (NIH), used for both mouse and human cells). Experiments involving AR420626 (Sigma) and Gefitinib (Sigma) and retinoic acid (Sigma) utilized DMSO vehicle controls at appropriate concentrations. The concentration of AR420626 in culture was 10 μM unless otherwise specified. Gefitinib was used at concentrations of 5 μM and 10 μM for mouse ILC2 culture and 0.1 μM and 0.5 μM for human ILC2 culture. Retinoic acid was used at a concentration of 1 μM. α-IL-10 antibody (R&D) or isotype control were added at 10 μM, and α-amphiregulin or isotype control was added at 20 μM. Cells were harvested after 48 h for proliferation assessment via CFSE, after 4 days for strain comparison between C57BL/6J and CC030, and 6 days for CC030 drug-treatment and human ILC2 experiments.

### Active caspase staining

ILC2 were harvested from culture and immediately placed in 1 mL of pre-warmed culture media without cytokines. BD Pharmigen Yellow-Green Caspase Probe was added for a final dilution of 1:100,000. Cells were incubated at 37 °C for 45 min protected from light. Cells were washed with media and centrifuged, then resuspended in pre-warmed media and allowed to incubate for an additional 15 min at 37 °C to allow for the outward diffusion of unbound probe.

### Apoptosis detection by annexin V and propidium iodide (PI) staining

Apoptosis detection by Annexin V and PI was carried out with the BD Pharmingen FITC Annexin V Apoptosis Detection Kit I (cat: 556547). ILC2s were harvested from culture at Day 6 and washed in room temperature PBS. ILC2s were resuspended in 100 μL 1x Binding Buffer with Annexin V-FITC (1:500) and PI (1:400) and incubated for 15 min. After incubation, 400 μL of 1x Binding Buffer was added and cells were analyzed by flow cytometry.

### Flow cytometry analysis of cultured ILC2

All ILC2s harvested from culture were stained for viability, and human ILC2s underwent surface staining for EGFR (antibody) for 15 min prior to fixation. Mouse ILC2s were surface stained with ST2 and CD25. Cells were fixed with the FoxP3 Transcription Factor Staining Buffer Kit (eBioscience, cat: 00-5523-00). Intracellular cytokine staining and Ki-67 staining was carried out for 45 min, and cells were not restimulated prior to intracellular cytokine staining. Mouse EGFR staining was performed by incubating cells with concentration of the unconjugated α-EGFR antibody (Invitrogen) for 30 min. Cells were washed and subsequently incubated with a 1:1,000,000 dilution of the secondary antibody for an additional 30 min. 123count eBeads (Invitrogen) were utilized to enumerate ILC2. Cultured cells were analyzed on a 4-laser Cytek Aurora spectral flow cytometer.

### Cytokine detection by ELISA

Cell supernatants were harvested, and IL-5, IL-13, IL-10, and amphiregulin were detected by DuoSet ELISA development systems kits (R&D, cat: IL-5: DY405(Mouse) DY205(Human), DY413(Mouse) DY213(Human), DY417(Mouse) DY217B(Human), DY989(Mouse)) for ILC2 culture. Cytokine detection in mouse lungs was carried out on lung homogenate. Briefly, the left lobe of the lung was isolated from euthanized mice and homogenized in bead homogenizer tubes with silicone beads and Dulbecco’s Minimal Essential Media. Homogenization was carried out in a Bead Beater machine, and supernatants of lung homogenate were collected. IL-5 and IL-13 were detected in mouse lung homogenates by Quantikine (R&D) ELISA kits (cat: M5000, M1300CB). For detected values under the lowest point on the standard curve, one half of the lowest point on the curve was assigned for that sample.

### Cell counts and differential with bronchoalveolar lavage (BAL)

Mice were euthanized and tracheostomy was performed with scissors. A blunt needle in a flexible rubber adaptor was inserted into the trachea and 800 μL of sterile PBS was injected into the lungs with a 1 mL TB syringe. Fluid was withdrawn and cell counts were performed on the sample. 100 μL of the sample were spun onto a glass slide with 20 μL FBS in a CytoSpin machine. Slides were stained with hematoxylin and eosin, and cell differentials were performed by lab members blinded to the experimental groups.

### ***Ffar3*detection by qRT-PCR**

The single cells from the whole lungs of naïve female mice were isolated as biological replicates, and lineage negative cells were enriched with the Lineage Cell Depletion kit, mouse (Miltenyi, cat: 130-110-470). ILC2 were isolated with the flow cytometry sorting strategy outlined in this methods section and were sorted directly into lysis buffer. The CellAmp Whole Transcriptome Amplification kit (Takara, cat: 3734) and TaKaRa Ex Taq Hot Start Version (Takara, cat: RR006A) were used for RNA-isolation and cDNA preparation. Quantitative real-time PCR was carried out with TaqMan Gene Expression assays: *Gapdh* (Mm99999915) and *Ffar3* (Mm02621638_s1) on a QuantStudio 5 Real-Time PCR System (Applied Biosystems) instrument for 45 cycles. Relative gene expression was quantified by calculating 2^-ΔΔCT^. ΔCT was calculated from the *Gapdh* housekeeping gene run with each sample.

### α-CD22 antibody treatment

C57BL/6J and CC030 mice were injected intraperitoneally with 250 μg of the α-CD22 blocking and depleting antibody Cy34.1 (BioXCell) or IgG1 Isotype control (BioXCell) in 100 μL of PBS. Mouse lungs were harvested according to the protocol outlined in this methods section 8 days after antibody or isotype control injection.

### Mass spectrometry-based quantification of short-chain fatty acids

Short-chain fatty acids (SCFAs) in serum were quantified by LC-HRMS following derivatization with dansyl hydrazine and EDC. Samples were spiked with deuterated internal standards, extracted, derivatized, and analyzed on a Thermo Q Exactive HF Orbitrap mass spectrometer with Vanquish Horizon HPLC. Quantification was performed using targeted selected ion monitoring (t-SIM) with a mass tolerance of ±5 ppm and calibration against external standards. Chromatographic separation was achieved using a BEH C18 column with a 15-minute gradient and ammonium acetate/acetic acid buffer system.

### Human ILC2 isolation

Phlebotomy was performed on healthy, non-asthmatic participants to recover 50 mL of blood from each donor. Human primary cells used in this study were obtained as de-identified samples under an IRB-approved protocol managed by collaborating investigators. Sex and/or gender information was not provided to the experimenters and therefore could not be incorporated into study design or analysis. As a result, sex-disaggregated analyses were not performed. Informed consent was obtained from all participants. Additional details about participant recruitment and exclusion are available in the reporting summary. PBMCs were isolated using SepMate tubes with Lymphoprep (StemCell). Red blood cells lysis was carried out with ammonium chloride-based RBC Lysis Buffer (Tonbo). Lineage negative cells were enriched with the Lineage Cell Depletion Kit, human (Miltenyi, 130-092-211) and stained for viability with the LIVE/DEAD Fixable Aqua Dead Cell Stain Kit (Invitrogen, cat: L34957) in PBS. Surface staining for ILC2 was carried out for 20 min in 3% FBS with anti-human lineage cocktail (Biolegend), α-CD45, α-CD127, and α-CRTH2. ILC2 were sorted on a BD FACS Symphony S6 cell sorter as Lineage-, CD45 + , CD127 + , CRTH2 + .

### Statistical analysis

All statistical analysis outside of QTL mapping and transcriptomic analysis was carried out in GraphPad Prism 10 software. Comparisons of two groups with assumed normal distributions were evaluated with a Student’s t-test. Comparisons of 3 or more groups with assumed normal distributions and two independent variables and were assessed with a two-way analysis of variance (ANOVA) with Tukey or Sidak’s multiple comparisons testing. Comparisons of 3 or more groups with assumed normal distributions and one independent variable and were assessed with a one-way analysis of variance (ANOVA) with Tukey or Sidak’s multiple comparisons testing. All measurements represent independent biological replicates unless otherwise indicated in figure legends; paired donor experiments are described as such. Exact sample sizes (n) for each experimental condition are provided in the corresponding figure legends. Non-transcriptomic data did not include covariates in statistical analyses. Data are presented as mean ± standard deviation (SD) unless otherwise specified. P values are reported in the figure legends where applicable. Effect sizes were not calculated. For human ILC2 experiments (Fig. 8B–F) with large variability between donors, the distribution of paired differences was assessed for normality using the Shapiro–Wilk test. When the differences were approximately normally distributed, significance was evaluated with a two-tailed paired Student’s *t*-test. When the Shapiro–Wilk test indicated non-normality, significance was instead evaluated with the Wilcoxon signed-rank test, a nonparametric test that evaluates whether the median difference between paired samples differs from zero while accounting for both the magnitude and direction of changes across donors. For Wilcoxon tests with small sample sizes (n ≤ 7), p-values reflect the exact distribution of rank sums. All tests were two-sided, and p < 0.05 was considered statistically significant. To evaluate consistent directional effects across donors in small-sample experiments (Fig. 8I–L), a one-sided binomial sign test was used to assess whether the number of donors showing an increase in IL-5 or IL-13 following co-treatment with AR420626 and gefitinib (compared to AR420626 alone) exceeded what would be expected by chance. For each donor, the maximum value observed across the two gefitinib concentrations was compared to the AR420626-alone condition. The test was performed with a null probability of 0.5 (i.e., 50% chance of increase), and significance was interpreted at α = 0.05.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Reporting Summary

Transparent Peer Review file

## Source data

Source Data

## Data Availability

The raw and processed high-throughput RNA-sequencing data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO) under the accession code GSE288176. Human ILC2 RNA-sequencing data from Yudanin et al. used in this study are available in GEO under the accession code GSE126107. IL-10 + ILC2 RNA-sequencing data from Seehus et al. and Howard et al. used in this study are available in GEO under the accession codes GSE81882 and GSE158983, respectively. The Supplementary Figs. and tables generated in this study can be found in the Supplementary Information file. All differential gene expression analysis and gene set enrichment analysis datasets generated in this study can be accessed in the Supplementary Data files. All other data are available in the article and its Supplementary files or from the corresponding author upon request. Source data are provided with this paper.

## References

[1] Murrison, L. B., Brandt, E. B., Myers, J. B. & Hershey, G. K. K. Environmental exposures and mechanisms in allergy and asthma development. *J. Clin. Investig.***129**, 1504–1515 (2019).30741719 10.1172/JCI124612PMC6436881

[2] Almoguera, B. et al. Identification of Four Novel Loci in Asthma in European American and African American Populations. *Am. J. Respir. Crit. Care Med.***195**, 456–463 (2017).27611488 10.1164/rccm.201604-0861OCPMC5378422

[3] Menzies-Gow, A. et al. Tezepelumab in adults and adolescents with Severe, Uncontrolled Asthma. *N. Engl. J. Med.***384**, 1800–1809 (2021).33979488 10.1056/NEJMoa2034975

[4] Ortega, H. G. et al. Mepolizumab treatment in patients with severe eosinophilic asthma. *N. Engl. J. Med.***371**, 1198–1207 (2014).25199059 10.1056/NEJMoa1403290

[5] Castro, M. et al. Dupilumab efficacy and safety in moderate-to-severe uncontrolled asthma. *N. Engl. J. Med.***378**, 2486–2496 (2018).29782217 10.1056/NEJMoa1804092

[6] Threadgill, D. W. & Churchill, G. A. Ten years of the collaborative cross. *Genetics***190**, 291–294 (2012).22345604 10.1534/genetics.111.138032PMC3276648

[7] Roberts, A., Pardo-Manuel de Villena, F., Wang, W., McMillan, L. & Threadgill, D. W. The polymorphism architecture of mouse genetic resources elucidated using genome-wide resequencing data: implications for QTL discovery and systems genetics. *Mamm. Genome***18**, 473–481 (2007).17674098 10.1007/s00335-007-9045-1PMC1998888

[8] Gatti, D. M. et al. Quantitative trait locus mapping methods for diversity outbred mice. *G3***4**, 1623–1633 (2014).25237114 10.1534/g3.114.013748PMC4169154

[9] Durrant, C. et al. Collaborative Cross mice and their power to map host susceptibility to Aspergillus fumigatus infection. *Genome Res.***21**, 1239–1248 (2011).21493779 10.1101/gr.118786.110PMC3149491

[10] Abu-Toamih Atamni, H. J., Ziner, Y., Mott, R., Wolf, L. & Iraqi, F. A. Glucose tolerance female-specific QTL mapped in collaborative cross mice. *Mamm. Genome***28**, 20–30 (2017).27807798 10.1007/s00335-016-9667-2

[11] Abu Toamih Atamni, H., Nashef, A. & Iraqi, F. A. The Collaborative Cross mouse model for dissecting genetic susceptibility to infectious diseases. *Mamm. Genome***29**, 471–487 (2018).30143822 10.1007/s00335-018-9768-1

[12] Keele, G. R., Crouse, W. L., Kelada, S. N. P. & Valdar, W. Determinants of QTL mapping power in the realized collaborative cross. *G3***9**, 1707–1727 (2019).30914424 10.1534/g3.119.400194PMC6505132

[13] Nagarajan, A., Scoggin, K., Gupta, J., Threadgill, D. W. & Andrews-Polymenis, H. L. Using the collaborative cross to identify the role of host genetics in defining the murine gut microbiome. *Microbiome***11**, 149 (2023).37420306 10.1186/s40168-023-01552-8PMC10329326

[14] Solberg Woods, L. C. QTL mapping in outbred populations: successes and challenges. *Physiol. Genomics***46**, 81–90 (2014).24326347 10.1152/physiolgenomics.00127.2013PMC4073892

[15] Lander, E. S. & Botstein, D. Mapping mendelian factors underlying quantitative traits using RFLP linkage maps. *Genetics***121**, 185–199 (1989).2563713 10.1093/genetics/121.1.185PMC1203601

[16] Silva, L. D. C. E., Wang, S. & Zeng, Z.-B. Composite interval mapping and multiple interval mapping: procedures and guidelines for using Windows QTL Cartographer. *Methods Mol. Biol.***871**, 75–119 (2012).22565834 10.1007/978-1-61779-785-9_6

[17] Saenz, S. A. et al. IL25 elicits a multipotent progenitor cell population that promotes T(H)2 cytokine responses. *Nature***464**, 1362–1366 (2010).20200520 10.1038/nature08901PMC2861732

[18] Neill, D. R. et al. Nuocytes represent a new innate effector leukocyte that mediates type-2 immunity. *Nature***464**, 1367–1370 (2010).20200518 10.1038/nature08900PMC2862165

[19] Price, A. E. et al. Systemically dispersed innate IL-13-expressing cells in type 2 immunity. *Proc. Natl. Acad. Sci. USA***107**, 11489–11494 (2010).20534524 10.1073/pnas.1003988107PMC2895098

[20] Halim, T. Y. F., Krauss, R. H., Sun, A. C. & Takei, F. Lung natural helper cells are a critical source of Th2 cell-type cytokines in protease allergen-induced airway inflammation. *Immunity***36**, 451–463 (2012).22425247 10.1016/j.immuni.2011.12.020

[21] Kouzaki, H., O’Grady, S. M., Lawrence, C. B. & Kita, H. Proteases induce production of thymic stromal lymphopoietin by airway epithelial cells through protease-activated receptor-2. *J. Immunol.***183**, 1427–1434 (2009).19561109 10.4049/jimmunol.0900904PMC2706924

[22] Kouzaki, H., Iijima, K., Kobayashi, T., O’Grady, S. M. & Kita, H. The danger signal, extracellular ATP, is a sensor for an airborne allergen and triggers IL-33 release and innate Th2-type responses. *J. Immunol.***186**, 4375–4387 (2011).21357533 10.4049/jimmunol.1003020PMC3062674

[23] Reijmerink, N. E. et al. Association of IL1RL1, IL18R1, and IL18RAP gene cluster polymorphisms with asthma and atopy. *J. Allergy Clin. Immunol.***122**, 651–654.e8 (2008).18774397 10.1016/j.jaci.2008.06.030

[24] Gudbjartsson, D. F. et al. Sequence variants affecting eosinophil numbers associate with asthma and myocardial infarction. *Nat. Genet***41**, 342–347 (2009).19198610 10.1038/ng.323

[25] Hunninghake, G. M. et al. TSLP polymorphisms are associated with asthma in a sex-specific fashion. *Allergy***65**, 1566–1575 (2010).20560908 10.1111/j.1398-9995.2010.02415.xPMC2970693

[26] Harada, M. et al. Thymic stromal lymphopoietin gene promoter polymorphisms are associated with susceptibility to bronchial asthma. *Am. J. Respir. Cell Mol. Biol.***44**, 787–793 (2011).20656951 10.1165/rcmb.2009-0418OCPMC3159073

[27] McSorley, H. J., Blair, N. F., Smith, K. A., McKenzie, A. N. J. & Maizels, R. M. Blockade of IL-33 release and suppression of type 2 innate lymphoid cell responses by helminth secreted products in airway allergy. *Mucosal Immunol.***7**, 1068–1078 (2014).24496315 10.1038/mi.2013.123PMC4016792

[28] Kim, H.-K. et al. Innate type 2 response to Alternaria extract enhances ryegrass-induced lung inflammation. *Int. Arch. Allergy Immunol.***163**, 92–105 (2014).24296722 10.1159/000356341PMC3946274

[29] Toki, S. et al. TSLP and IL-33 reciprocally promote each other’s lung protein expression and ILC2 receptor expression to enhance innate type-2 airway inflammation. *Allergy***75**, 1606–1617 (2020).31975538 10.1111/all.14196PMC7354889

[30] Salo, P. M. et al. Exposure to Alternaria alternata in US homes is associated with asthma symptoms. *J. Allergy Clin. Immunol.***118**, 892–898 (2006).17030243 10.1016/j.jaci.2006.07.037PMC2080575

[31] Pulimood, T. B., Corden, J. M., Bryden, C., Sharples, L. & Nasser, S. M. Epidemic asthma and the role of the fungal mold Alternaria alternata. *J. Allergy Clin. Immunol.***120**, 610–617 (2007).17624415 10.1016/j.jaci.2007.04.045

[32] Zhou, W. et al. COX inhibition increases alternaria-induced pulmonary group 2 innate lymphoid cell responses and IL-33 release in mice. *J. Immunol.***205**, 1157–1166 (2020).32690653 10.4049/jimmunol.1901544PMC7644167

[33] Morgan, A. P. et al. The Mouse Universal Genotyping Array: from substrains to subspecies. *G3***6**, 263–279 (2015).26684931 10.1534/g3.115.022087PMC4751547

[34] Srivastava, A. et al. Genomes of the mouse collaborative cross. *Genetics***206**, 537–556 (2017).28592495 10.1534/genetics.116.198838PMC5499171

[35] Cheng, M. I. et al. The X-linked epigenetic regulator UTX controls NK cell-intrinsic sex differences. *Nat. Immunol.***24**, 780–791 (2023).36928413 10.1038/s41590-023-01463-8PMC12882737

[36] Yudanin, N. A. et al. Spatial and temporal mapping of human innate lymphoid cells reveals elements of tissue specificity. *Immunity***50**, 505–519.e4 (2019).30770247 10.1016/j.immuni.2019.01.012PMC6594374

[37] Finan, C. et al. The druggable genome and support for target identification and validation in drug development. *Sci. Transl. Med.***9**, eaag1166 (2017).28356508 10.1126/scitranslmed.aag1166PMC6321762

[38] Yang, D. et al. G protein-coupled receptors: structure- and function-based drug discovery. *Sig Transduct. Target Ther.***6**, 1–27 (2021).10.1038/s41392-020-00435-wPMC779083633414387

[39] Kimura, I. et al. Short-chain fatty acids and ketones directly regulate sympathetic nervous system via G protein-coupled receptor 41 (GPR41). *Proc. Natl. Acad. Sci. USA***108**, 8030–8035 (2011).21518883 10.1073/pnas.1016088108PMC3093469

[40] Priyadarshini, M. & Layden, B. T. FFAR3 modulates insulin secretion and global gene expression in mouse islets. *Islets***7**, e1045182 (2015).26091414 10.1080/19382014.2015.1045182PMC4878265

[41] Mishra, S. P., Karunakar, P., Taraphder, S. & Yadav, H. Free fatty acid receptors 2 and 3 as microbial metabolite sensors to shape host health: pharmacophysiological view. *Biomedicines***8**, 154 (2020).32521775 10.3390/biomedicines8060154PMC7344995

[42] Brown, A. J. et al. The Orphan G protein-coupled receptors GPR41 and GPR43 are activated by propionate and other short chain carboxylic acids. *J. Biol. Chem.***278**, 11312–11319 (2003).12496283 10.1074/jbc.M211609200

[43] Le Poul, E. et al. Functional characterization of human receptors for short chain fatty acids and their role in polymorphonuclear cell activation. *J. Biol. Chem.***278**, 25481–25489 (2003).12711604 10.1074/jbc.M301403200

[44] Bartoszek, A. et al. Free fatty acid receptors as new potential therapeutic target in inflammatory bowel diseases. *Pharm. Res.***152**, 104604 (2020).10.1016/j.phrs.2019.10460431846762

[45] Carretta, M. D., Quiroga, J., López, R., Hidalgo, M. A. & Burgos, R. A. Participation of short-chain fatty acids and their receptors in gut inflammation and colon cancer. *Front. Physiol.***12**, 662739 (2021).33897470 10.3389/fphys.2021.662739PMC8060628

[46] Piotrowska, M., Binienda, A. & Fichna, J. The role of fatty acids in Crohn’s disease pathophysiology–an overview. *Mol. Cell Endocrinol.***538**, 111448 (2021).34480991 10.1016/j.mce.2021.111448

[47] Lymperopoulos, A., Suster, M. S. & Borges, J. I. Short-chain fatty acid receptors and cardiovascular function. *Int. J. Mol. Sci.***23**, 3303 (2022).35328722 10.3390/ijms23063303PMC8952772

[48] Yan, H. & Ajuwon, K. M. Butyrate modifies intestinal barrier function in IPEC-J2 cells through a selective upregulation of tight junction proteins and activation of the Akt signaling pathway. *PLoS One***12**, e0179586 (2017).28654658 10.1371/journal.pone.0179586PMC5487041

[49] Fachi, J. L. et al. Butyrate protects mice from clostridium difficile-induced colitis through an HIF-1-dependent mechanism. *Cell Rep.***27**, 750–761.e7 (2019).30995474 10.1016/j.celrep.2019.03.054

[50] Chang, P. V., Hao, L., Offermanns, S. & Medzhitov, R. The microbial metabolite butyrate regulates intestinal macrophage function via histone deacetylase inhibition. *Proc. Natl. Acad. Sci. USA***111**, 2247–2252 (2014).24390544 10.1073/pnas.1322269111PMC3926023

[51] Kim, M., Qie, Y., Park, J. & Kim, C. H. Gut microbial metabolites fuel host antibody responses. *Cell Host Microbe***20**, 202–214 (2016).27476413 10.1016/j.chom.2016.07.001PMC4982788

[52] Sanchez, H. N. et al. B cell-intrinsic epigenetic modulation of antibody responses by dietary fiber-derived short-chain fatty acids. *Nat. Commun.***11**, 60 (2020).31896754 10.1038/s41467-019-13603-6PMC6940392

[53] Chen, L. et al. Microbiota metabolite butyrate differentially regulates Th1 and Th17 Cells’ differentiation and function in induction of colitis. *Inflamm. Bowel Dis.***25**, 1450–1461 (2019).30918945 10.1093/ibd/izz046PMC6701512

[54] Furusawa, Y. et al. Commensal microbe-derived butyrate induces the differentiation of colonic regulatory T cells. *Nature***504**, 446–450 (2013).24226770 10.1038/nature12721

[55] Smith, P. M. et al. The microbial metabolites, short-chain fatty acids, regulate colonic Treg cell homeostasis. *Science***341**, 569–573 (2013).23828891 10.1126/science.1241165PMC3807819

[56] Mann, E.R., Lam, Y.K. & Uhlig, H.H. Short-chain fatty acids: linking diet, the microbiome and immunity. *Nat. Rev. Immunol*. 10.1038/s41577-024-01014-8 (2024).10.1038/s41577-024-01014-838565643

[57] Trompette, A. et al. Gut microbiota metabolism of dietary fiber influences allergic airway disease and hematopoiesis. *Nat. Med***20**, 159–166 (2014).24390308 10.1038/nm.3444

[58] Wen, T. et al. Single-cell RNA sequencing identifies inflammatory tissue T cells in eosinophilic esophagitis. *J. Clin. Investig.***129**, 2014–2028 (2019).30958799 10.1172/JCI125917PMC6486341

[59] Eckalbar, W. L. & Erle, D. J. Singling out Th2 cells in eosinophilic esophagitis. *J. Clin. Investig.***129**, 1830–1832 (2019).30958801 10.1172/JCI128479PMC6486335

[60] Lewis, G. et al. Dietary fiber-induced microbial short chain fatty acids suppress ILC2-dependent airway inflammation. *Front. Immunol*. **10**, 2051 (2019).10.3389/fimmu.2019.02051PMC676036531620118

[61] Sepahi, A., Liu, Q., Friesen, L. & Kim, C. H. Dietary fiber metabolites regulate innate lymphoid cell responses. *Mucosal Immunol.***14**, 317–330 (2021).32541842 10.1038/s41385-020-0312-8PMC7736174

[62] Arifuzzaman, M. et al. Dietary fiber is a critical determinant of pathologic ILC2 responses and intestinal inflammation. *J. Exp. Med.***221**, e20232148 (2024).38506708 10.1084/jem.20232148PMC10955042

[63] Thio, C. L.-P., Chi, P.-Y., Lai, A. C.-Y. & Chang, Y.-J. Regulation of type 2 innate lymphoid cell-dependent airway hyperreactivity by butyrate. *J. Allergy Clin. Immunol.***142**, 1867–1883.e12 (2018).29522844 10.1016/j.jaci.2018.02.032

[64] Mikami, D. et al. AR420626, a selective agonist of GPR41/FFA3, suppresses growth of hepatocellular carcinoma cells by inducing apoptosis via HDAC inhibition. *Ther. Adv. Med. Oncol.***12**, 1758835920913432 (2020).33014144 10.1177/1758835920913432PMC7517987

[65] Toki, S. et al. The histone deacetylase inhibitor trichostatin A suppresses murine innate allergic inflammation by blocking group 2 innate lymphoid cell (ILC2) activation. *Thorax***71**, 633–645 (2016).27071418 10.1136/thoraxjnl-2015-207728PMC4941189

[66] Malik, B. et al. Severe asthma ILC2s demonstrate enhanced proliferation that is modified by biologics. *Respirology***28**, 758–766 (2023).37114915 10.1111/resp.14506PMC10946917

[67] Ju, X. et al. Neuromedin-U mediates rapid activation of airway group 2 innate lymphoid cells in mild asthma. *Am. J. Respir. Crit. Care Med.*10.1164/rccm.202311-2164OC (2024).38598774 10.1164/rccm.202311-2164OC

[68] Seehus, C. R. et al. Alternative activation generates IL-10 producing type 2 innate lymphoid cells. *Nat. Commun.***8**, 1900 (2017).29196657 10.1038/s41467-017-02023-zPMC5711851

[69] Miyamoto, C. et al. Runx/Cbfβ complexes protect group 2 innate lymphoid cells from exhausted-like hyporesponsiveness during allergic airway inflammation. *Nat. Commun.***10**, 447 (2019).30683858 10.1038/s41467-019-08365-0PMC6347616

[70] Boonpiyathad, T. et al. IL-10-producing innate lymphoid cells increased in patients with house dust mite allergic rhinitis following immunotherapy. *J. Allergy Clin. Immunol.***147**, 1507–1510.e8 (2021).33137358 10.1016/j.jaci.2020.10.029

[71] Morita, H. et al. Induction of human regulatory innate lymphoid cells from group 2 innate lymphoid cells by retinoic acid. *J. Allergy Clin. Immunol.***143**, 2190–2201.e9 (2019).30682454 10.1016/j.jaci.2018.12.1018

[72] Golebski, K. et al. Induction of IL-10-producing type 2 innate lymphoid cells by allergen immunotherapy is associated with clinical response. *Immunity***54**, 291–307.e7 (2021).33450188 10.1016/j.immuni.2020.12.013

[73] Howard, E. et al. IL-10 production by ILC2s requires Blimp-1 and cMaf, modulates cellular metabolism, and ameliorates airway hyperreactivity. *J. Allergy Clin. Immunol.***147**, 1281–1295.e5 (2021).32905799 10.1016/j.jaci.2020.08.024

[74] Sabbah, D. A., Hajjo, R. & Sweidan, K. Review on epidermal growth factor receptor (EGFR) structure, signaling pathways, interactions, and recent updates of EGFR inhibitors. *Curr. Top. Med Chem.***20**, 815–834 (2020).32124699 10.2174/1568026620666200303123102

[75] Zaiss, D. M. W. et al. Amphiregulin enhances regulatory T cell-suppressive function via the epidermal growth factor receptor. *Immunity***38**, 275–284 (2013).23333074 10.1016/j.immuni.2012.09.023PMC3582723

[76] Monticelli, L. A. et al. Innate lymphoid cells promote lung-tissue homeostasis after infection with influenza virus. *Nat. Immunol.***12**, 1045–1054 (2011).21946417 10.1031/ni.2131PMC3320042

[77] Salimi, M. et al. A role for IL-25 and IL-33-driven type-2 innate lymphoid cells in atopic dermatitis. *J. Exp. Med***210**, 2939–2950 (2013).24323357 10.1084/jem.20130351PMC3865470

[78] Yuan, C.-H. et al. Amphiregulin activates regulatory T lymphocytes and suppresses CD8+ T cell-mediated anti-tumor response in hepatocellular carcinoma cells. *Oncotarget***6**, 32138–32153 (2015).26451607 10.18632/oncotarget.5171PMC4741664

[79] Barcik, W., Boutin, R. C. T., Sokolowska, M. & Finlay, B. B. The role of lung and gut microbiota in the pathology of asthma. *Immunity***52**, 241–255 (2020).32075727 10.1016/j.immuni.2020.01.007PMC7128389

[80] Aldriwesh, M. G. et al. Paediatric asthma and the microbiome: a systematic review. *Microorganisms***11**, 939 (2023).37110362 10.3390/microorganisms11040939PMC10142236

[81] Valverde-Molina, J. & García-Marcos, L. Microbiome and asthma: microbial dysbiosis and the origins, phenotypes, persistence, and severity of asthma. *Nutrients***15**, 486 (2023).36771193 10.3390/nu15030486PMC9921812

[82] Kupritz, J., Angelova, A., Nutman, T. B. & Gazzinelli-Guimaraes, P. H. Helminth-induced human gastrointestinal dysbiosis: a systematic review and meta-analysis reveals insights into altered taxon diversity and microbial gradient collapse. *mBio***12**, e02890-21 (2021).34933444 10.1128/mBio.02890-21PMC8689561

[83] Leung, A. K. C., Leung, A. A. M., Wong, A. H. C. & Hon, K. L. Human ascariasis: an updated review. *Recent Pat. Inflamm. Allergy Drug Discov.***14**, 133–145 (2020).32628606 10.2174/1872213X14666200705235757

[84] Robak, O.H., et al. Antibiotic treatment–induced secondary IgA deficiency enhances susceptibility to Pseudomonas aeruginosa pneumonia. *J. Clin. Investig*. **128**, 3535–3545.10.1172/JCI97065PMC606348329771684

[85] Wang, Q., Chen, C., Zuo, S., Cao, K. & Li, H. Integrative analysis of the gut microbiota and faecal and serum short-chain fatty acids and tryptophan metabolites in patients with cirrhosis and hepatic encephalopathy. *J. Transl. Med.***21**, 395 (2023).37330571 10.1186/s12967-023-04262-9PMC10276405

[86] Mirković, B. et al. The role of short-chain fatty acids, produced by anaerobic bacteria, in the cystic fibrosis airway. *Am. J. Respir. Crit. Care Med.***192**, 1314–1324 (2015).26266556 10.1164/rccm.201505-0943OCPMC4731701

[87] Zhang, Y. et al. Alterations of lower respiratory tract microbiome and short-chain fatty acids in different segments in lung cancer: a multiomics analysis. *Front. Cell Infect. Microbiol.***13**, 1261284 (2023).37915846 10.3389/fcimb.2023.1261284PMC10617678

[88] Wallrapp, A. et al. The neuropeptide NMU amplifies ILC2-driven allergic lung inflammation. *Nature***549**, 351–356 (2017).28902842 10.1038/nature24029PMC5746044

[89] Bonne-Année, S., Bush, M. C. & Nutman, T. B. Differential modulation of human innate lymphoid Cell (ILC) subsets by IL-10 and TGF-β. *Sci. Rep.***9**, 14305 (2019).31586075 10.1038/s41598-019-50308-8PMC6778123

[90] Bando, J. K. et al. ILC2s are the predominant source of intestinal ILC-derived IL-10. *J. Exp. Med***217**, e20191520 (2020).31699824 10.1084/jem.20191520PMC7041711

[91] Fukumoto, J. et al. Amphiregulin attenuates bleomycin-induced pneumopathy in mice. *Am. J. Physiol. Lung Cell Mol. Physiol.***298**, L131–L138 (2010).19915156 10.1152/ajplung.90576.2008

[92] Tsou, A. M. et al. Neuropeptide regulation of non-redundant ILC2 responses at barrier surfaces. *Nature***611**, 787–793 (2022).36323781 10.1038/s41586-022-05297-6PMC10225046

[93] Savage, T. M. et al. Amphiregulin from regulatory T cells promotes liver fibrosis and insulin resistance in non-alcoholic steatohepatitis. *Immunity***57**, 303–318.e6 (2024).38309273 10.1016/j.immuni.2024.01.009PMC10922825

[94] Broman, K. W. et al. R/qtl2: software for mapping quantitative trait loci with high-dimensional data and multiparent populations. *Genetics***211**, 495–502 (2019).30591514 10.1534/genetics.118.301595PMC6366910

[95] Andrews, S. et al. FastQC: a quality control tool for high throughput sequence data. Software http://www.bioinformatics.babraham.ac.uk/projects/fastqc (2010).

[96] Chen, S., Zhou, Y., Chen, Y. & Gu, J. fastp: an ultra-fast all-in-one FASTQ preprocessor. *Bioinformatics***34**, i884–i890 (2018).30423086 10.1093/bioinformatics/bty560PMC6129281

[97] Dobin, A. et al. STAR: ultrafast universal RNA-seq aligner. *Bioinformatics***29**, 15–21 (2013).23104886 10.1093/bioinformatics/bts635PMC3530905

[98] Huang, S. Lapels-A remapper and annotator of in silico (pseudo) genome alignments. https://pypi.org/project/lapels/ (2016).

[99] Anders, S., Pyl, P. T. & Huber, W. HTSeq—a Python framework to work with high-throughput sequencing data. *Bioinformatics***31**, 166–169 (2015).25260700 10.1093/bioinformatics/btu638PMC4287950

[100] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. *Genome Biol.***15**, 550 (2014).25516281 10.1186/s13059-014-0550-8PMC4302049

[101] Wickham, H. Create Elegant Data Visualisations Using the Grammar of Graphics. https://ggplot2.tidyverse.org/.

[102] Perry, M. heatmaps: Flexible Heatmaps for Functional Genomics and Sequence Features. Version 1.34.0. (2025).

[103] Blighe, K., Rana, S. & Lewis, M. EnhancedVolcano: Publication-ready volcano plots with enhanced colouring and labeling. Bioconductor. http://bioconductor.org/packages/EnhancedVolcano/ (2024).

[104] Durinck, S., Spellman, P. T., Birney, E. & Huber, W. Mapping identifiers for the integration of genomic datasets with the R/Bioconductor package biomaRt. *Nat. Protoc.***4**, 1184–1191 (2009).19617889 10.1038/nprot.2009.97PMC3159387

[105] Durinck, S. et al. BioMart and Bioconductor: a powerful link between biological databases and microarray data analysis. *Bioinformatics***21**, 3439–3440 (2005).16082012 10.1093/bioinformatics/bti525

[106] Yu, G., Wang, L.-G., Han, Y. & He, Q.-Y. clusterProfiler: an R package for comparing biological themes among gene clusters. *OMICS***16**, 284–287 (2012).22455463 10.1089/omi.2011.0118PMC3339379

[107] Leek, J. T., Johnson, W. E., Parker, H. S., Jaffe, A. E. & Storey, J. D. The sva package for removing batch effects and other unwanted variation in high-throughput experiments. *Bioinformatics***28**, 882–883 (2012).22257669 10.1093/bioinformatics/bts034PMC3307112

# Supplementary material for: Genetic diversity of Collaborative Cross mice implicates FFAR3 as a target for ILC2 anti-inflammatory reprogramming
**Source:** Nat Commun. 2026 Jan 3;17:1053. doi: 10.1038/s41467-025-67813-2
**Supplement:** Supplementary file 1 — Supplementary Information

A.

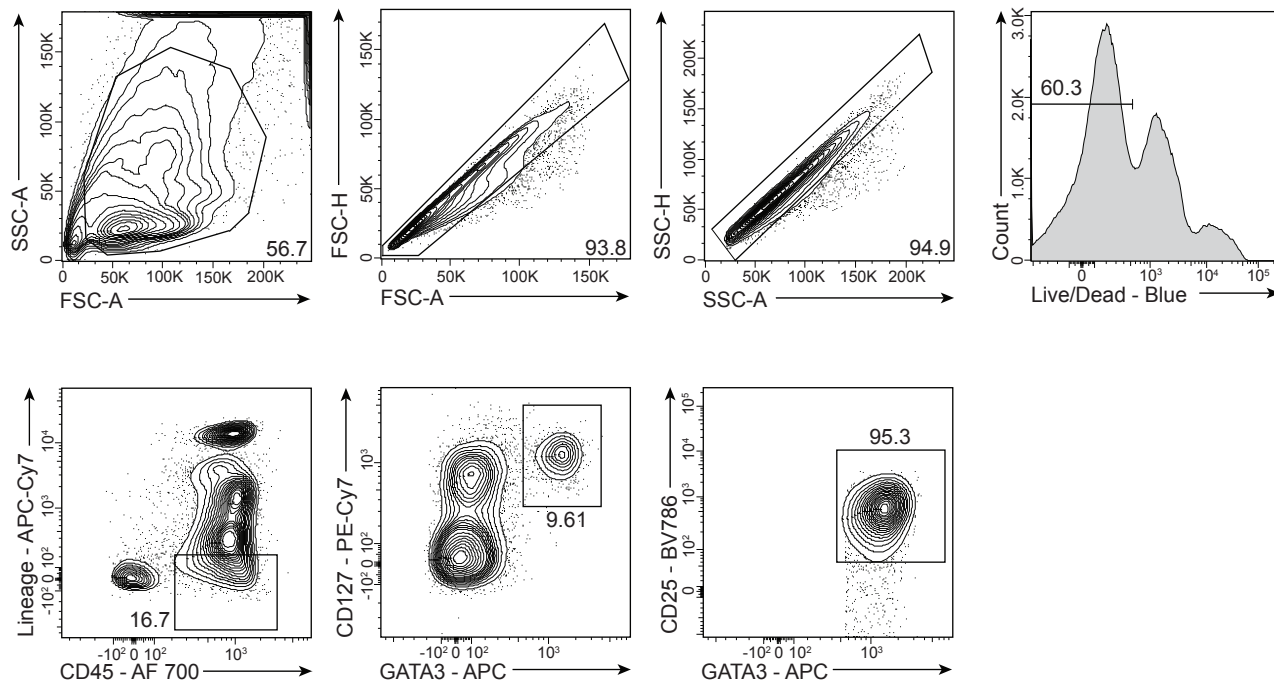

## **Supplementary Figure 1.**

### **Flow cytometry gating strategy for quantifying ILC2s in different CC mouse strains. (A)**

ILC2s were quantified for Figure 1 with the provided gating strategy, read from left to right. Cells from each strain were isolated from the 4 lobes of the right lung, according to the protocol outlined in the methods section. ILC2s in Figure 1 are represented as a percentage of live lung cells. This percentage is calculated from the number of ILC2s, defined as live singlet cells (FSC/SSC) that are Lineage<sup>-</sup>, CD45<sup>+</sup>, CD127<sup>+</sup>, GATA3<sup>+</sup>, and CD25<sup>+</sup>, as a proportion of live singlet cells (top right plot). This ratio is multiplied by 100 to attain a percentage. Lineage staining includes a cocktail of monoclonal antibodies against CD3, CD4, CD5, CD11b, CD45R, Ly-6B.2, Gr-1, Ter-119, and FcεRI.

A.

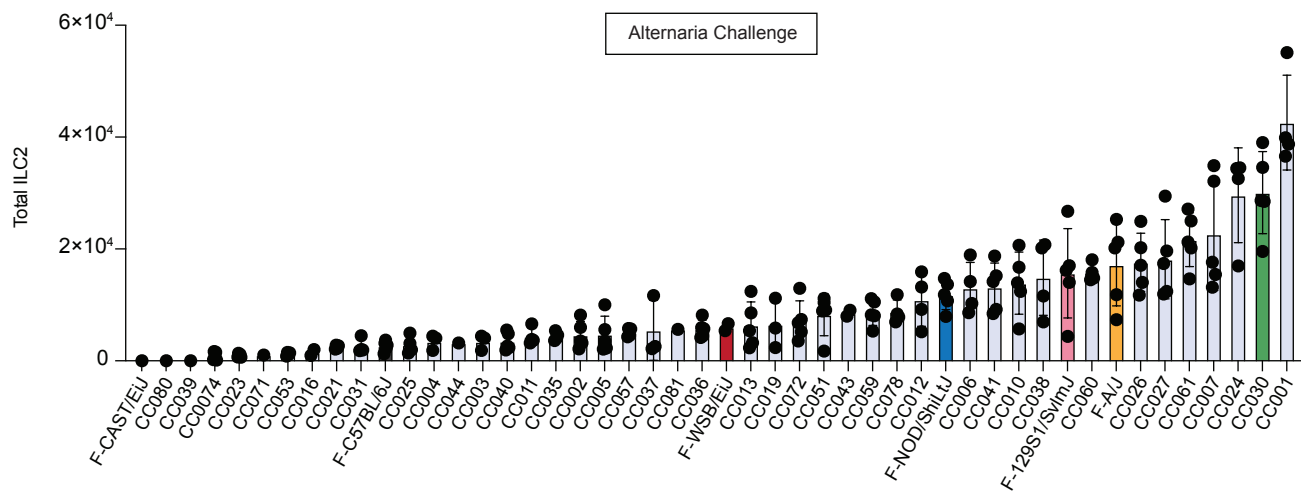

B.

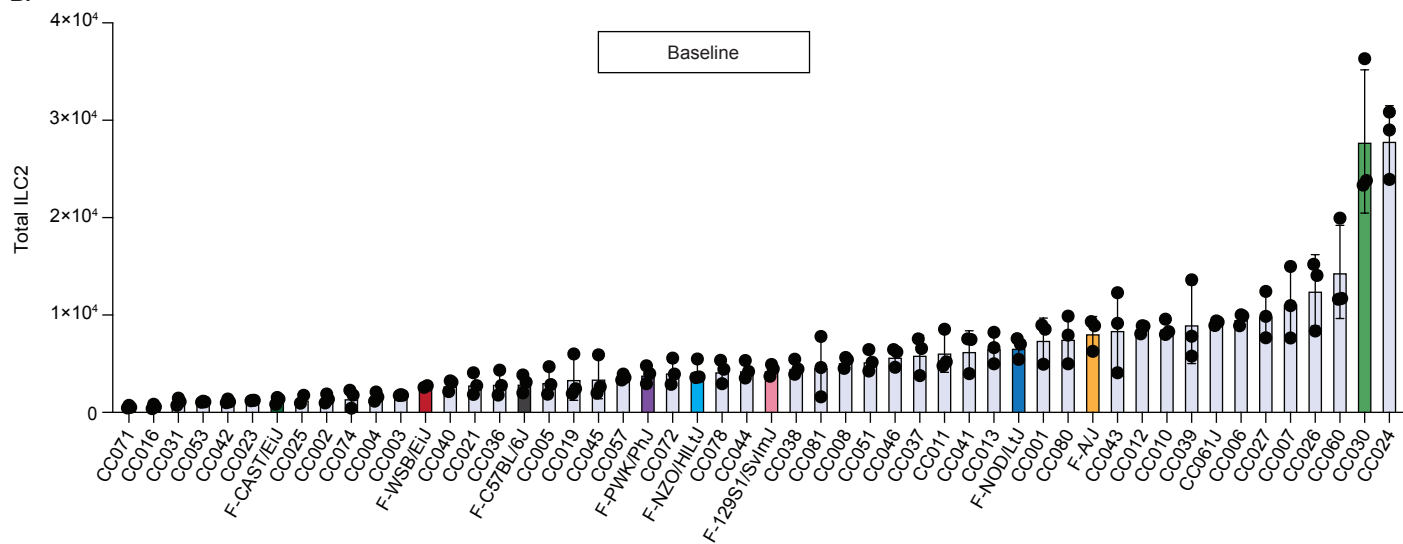

C.

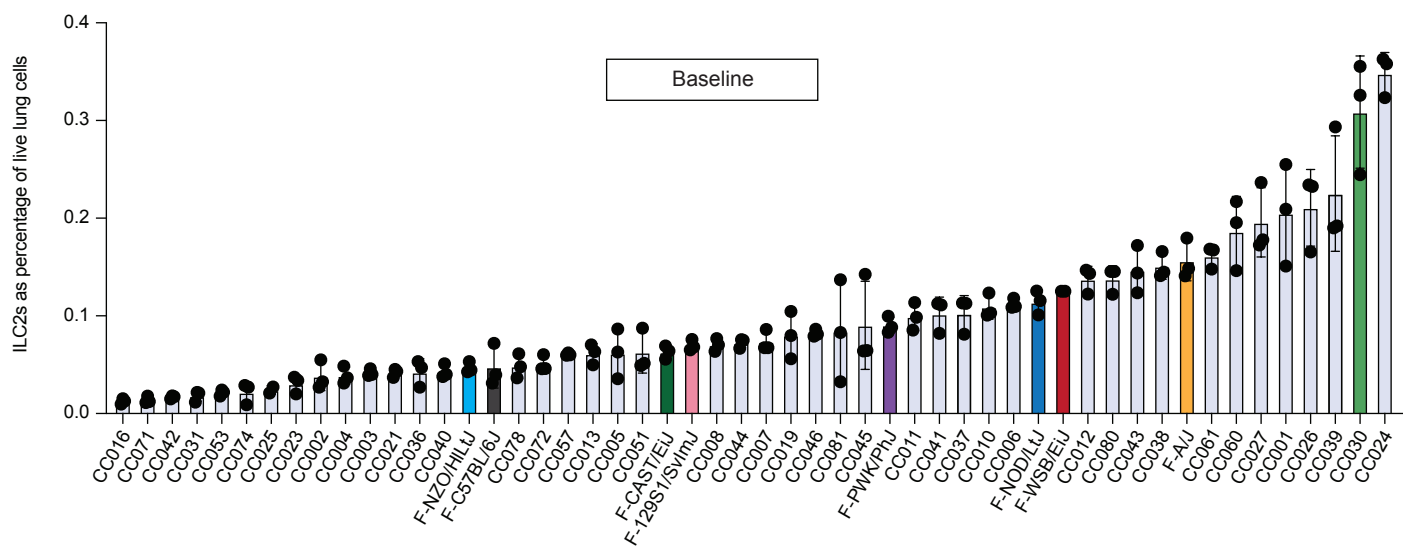

## Supplementary Figure 2.

### Strain differences amongst CC mice persist in total ILC2 numbers after challenge and in

### ILC2 prevalence and total numbers at baseline. (A) ILC2s from different CC strains

quantified as total cells in the lung after *A/t* Ex challenge. Strains without bars indicate that all mice died during challenge. Colored bars represent founders and strains of interest. Bar height

= mean, error bars = SD. Average n for strains challenged = 4.02. (B) ILC2s from different CC

strains quantified as total cells in the lung at baseline without any challenge. Colored bars

represent founders and strains of interest. Bar height = mean, error bars = SD. (C) ILC2s from

different CC strains quantified as a percentage of live cells in the lung at baseline without any

challenge. Colored bars represent founders and strains of interest. Bar height = mean, error

bars = SD. *A/t* Ex challenged (A) and naïve (B) & (C) experiments were performed in separate

batches of CC mice at different times. Average n for naïve strains = 2.96. Exact n for each strain

provided in Source Data file.

A.

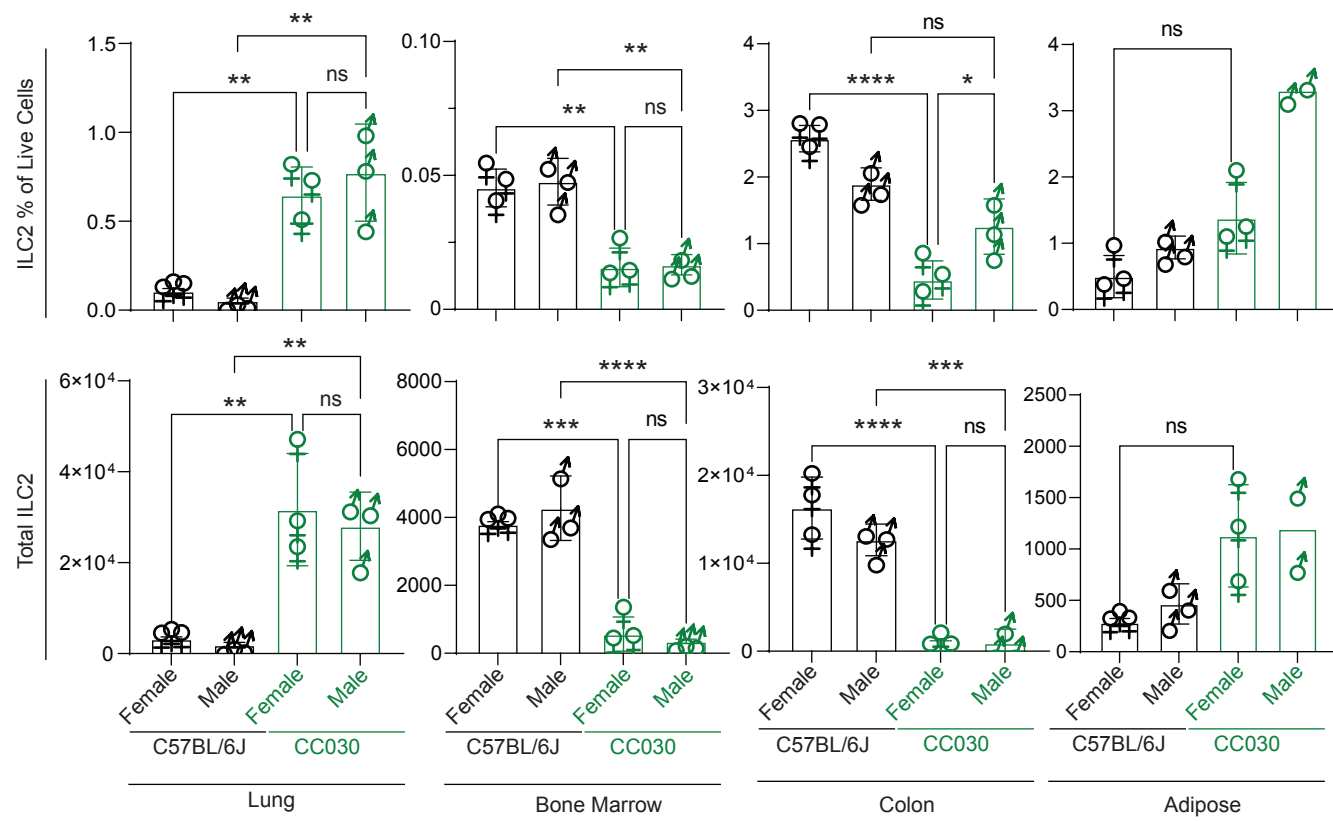

### **Supplementary Figure 3.**

**The sex-independent increase of ILC2s in CC030 compared to C57BL/6J in the lung is not present in other tissues. (A)** ILC2s are quantified in age matched, 8–10-week-old naïve males

and females for both CC030 and C57BL/6J mouse strains. n=3 per strain and sex, adipose

tissue was not recovered from 1 CC030 male. ILC2s for this tissue comparison experiment are

defined as live singlet cells (FSC/SSC) that are Lineage-, CD90+, CD127+, and GATA3+. ILC2s

as a percentage of live lung cells are calculated as a fraction of ILC2s over live singlet cells,

multiplied by 100. Total ILC2 numbers are obtained with the addition of a known quantity of

count beads to every sample. Result is representative of one independent experiment. Bar

height = mean, error bars = SD. Significance was assessed by one-way ANOVA with Sidak's

multiple comparisons testing. Exact p values are provided in the Source Data file.

A.

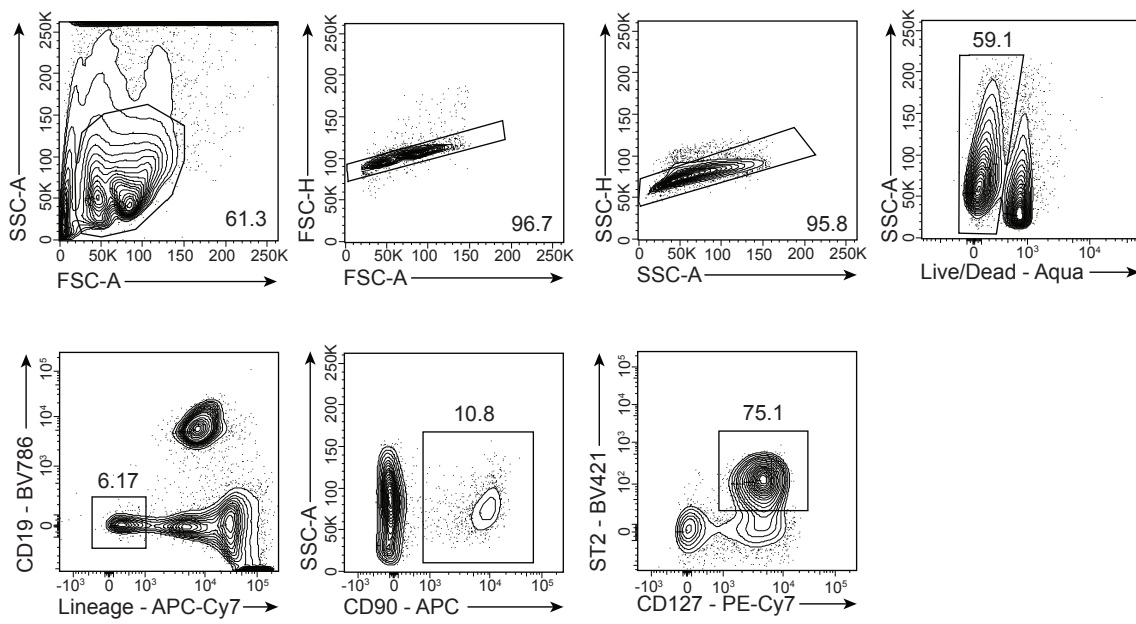

#### **Supplementary Figure 4.**

**Flow cytometry sorting gating strategy for ILC2 culture. (A)** Flow cytometry gating strategy for sorting lung ILC2s from naïve female CC030 mice for culture experiments with percentages.

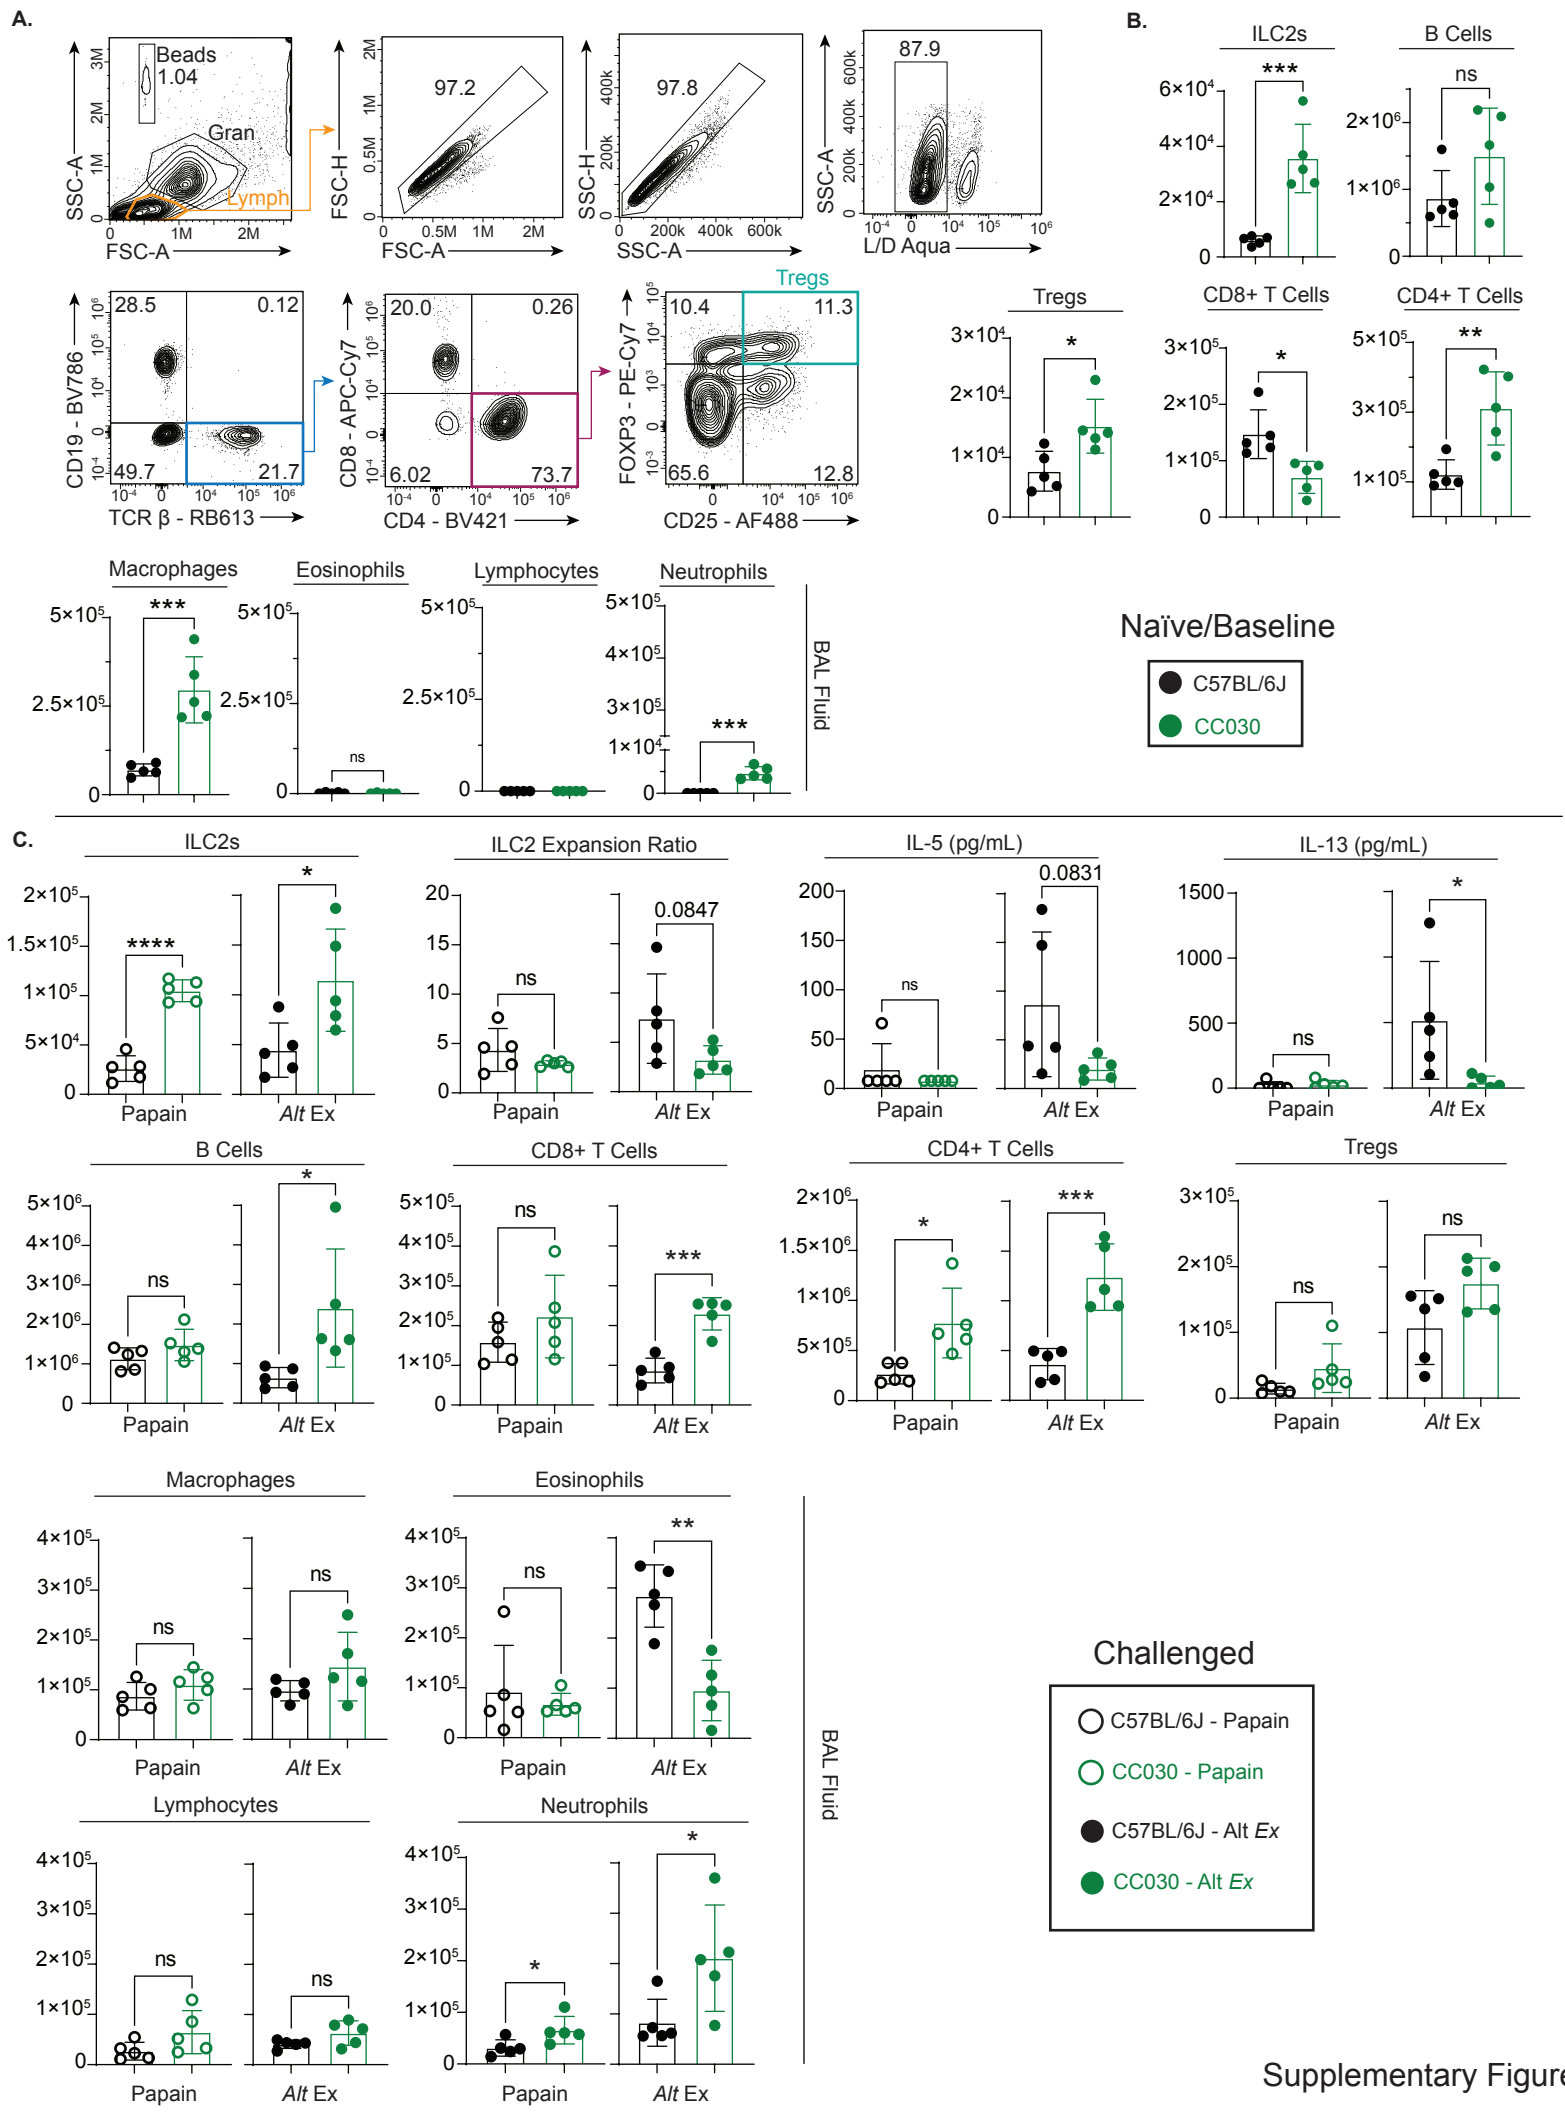

Supplementary Figure 5

## Supplementary Figure 5.

### **CC030 mice have an increased neutrophilic and lymphocyte-driven response to**

**aeroallergens compared to C57BL/6J. (A)** Sample flow cytometry gating strategy for defining

lymphocyte subsets. Lymph = lymphocytes, Gran = granulocytes, Treg = Regulatory T cells. **(B)**

Various immune cell subsets present in C57BL/6J and CC030 mice at baseline isolated from the

lung and analyzed by flow cytometry and enumerated in the BAL with hematoxylin and eosin

(H&E) staining (n=5 for both strains, result is representative of one experiment). **(C)** Various

immune cell subsets present in C57BL/6J and CC030 mice after airway challenge with *Alt* Ex

(4-days, 8µg) and papain (3-days, 10µg). Bar height = mean, error bars = SD. Significance was

assessed by two-tailed unpaired Student's t-test. Exact p values are provided in the Source

Data file.

A.

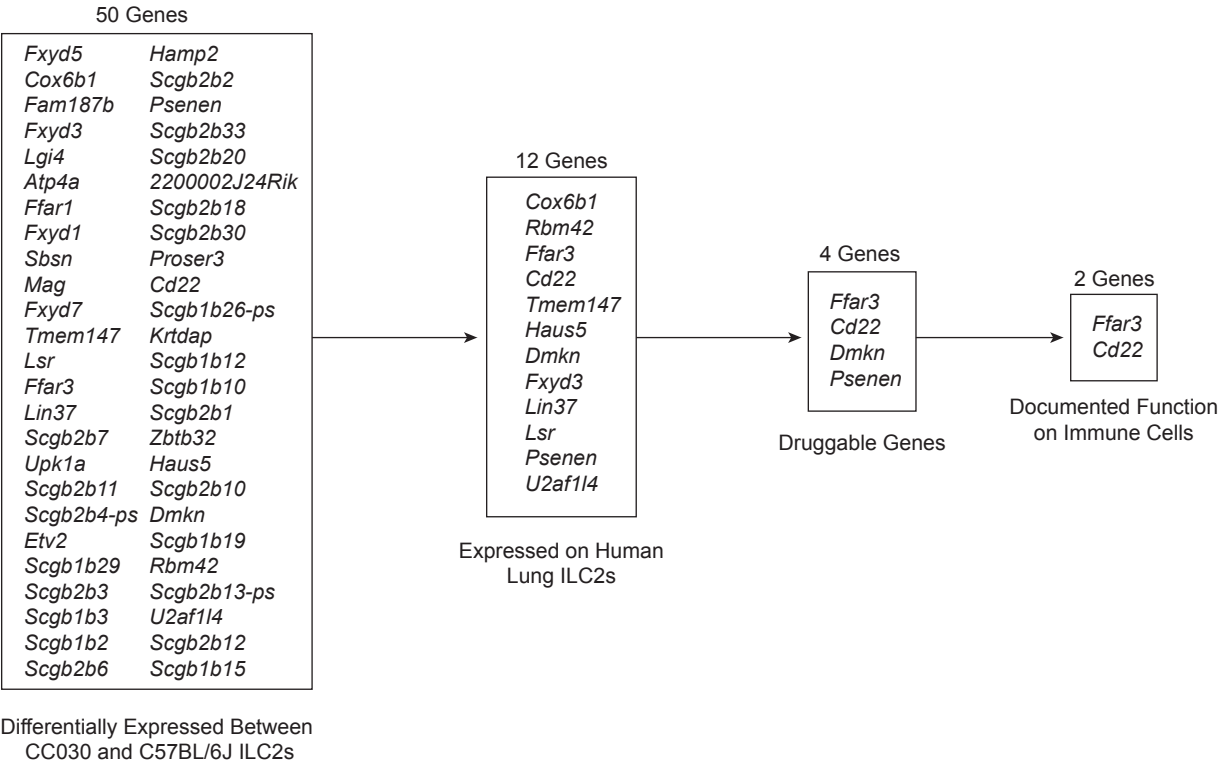

## Supplementary Figure 6.

### Detailed list of genes for each step in the selection of *Ffar3* and *Cd22* as gene

**candidates. (A)** A list of all QTL genes that are present after each selection step outlined in Figure 5 is provided. Protein coding genes were reduced to those differentially expressed between C57BL/6J and CC030 from the bulk-RNA sequencing described in Figure 3. Differentially expressed genes were narrowed to only those expressed on human ILC2s. Expressed genes were defined as those with a sum of normalized counts across 6 samples exceeding 10. Genes expressed on human ILC2s were narrowed to those genes represented in the druggable genome. Of 4 remaining genes, *Dmkn* and *Psenen* were excluded due to lack of previously documented evidence of function in immune cells. For the 12 genes labelled as expressed on human ILC2s, the names of mouse orthologs are provided. Assessment of whether *Ffar3*, *Cd22*, *Dmkn*, or *Psenen* had documented function on immune cells was assessed through PubMed searches for original research articles with the gene name and search term “immune”. Articles with experimental evidence for function of a gene on immune cells were considered positive results for selection.

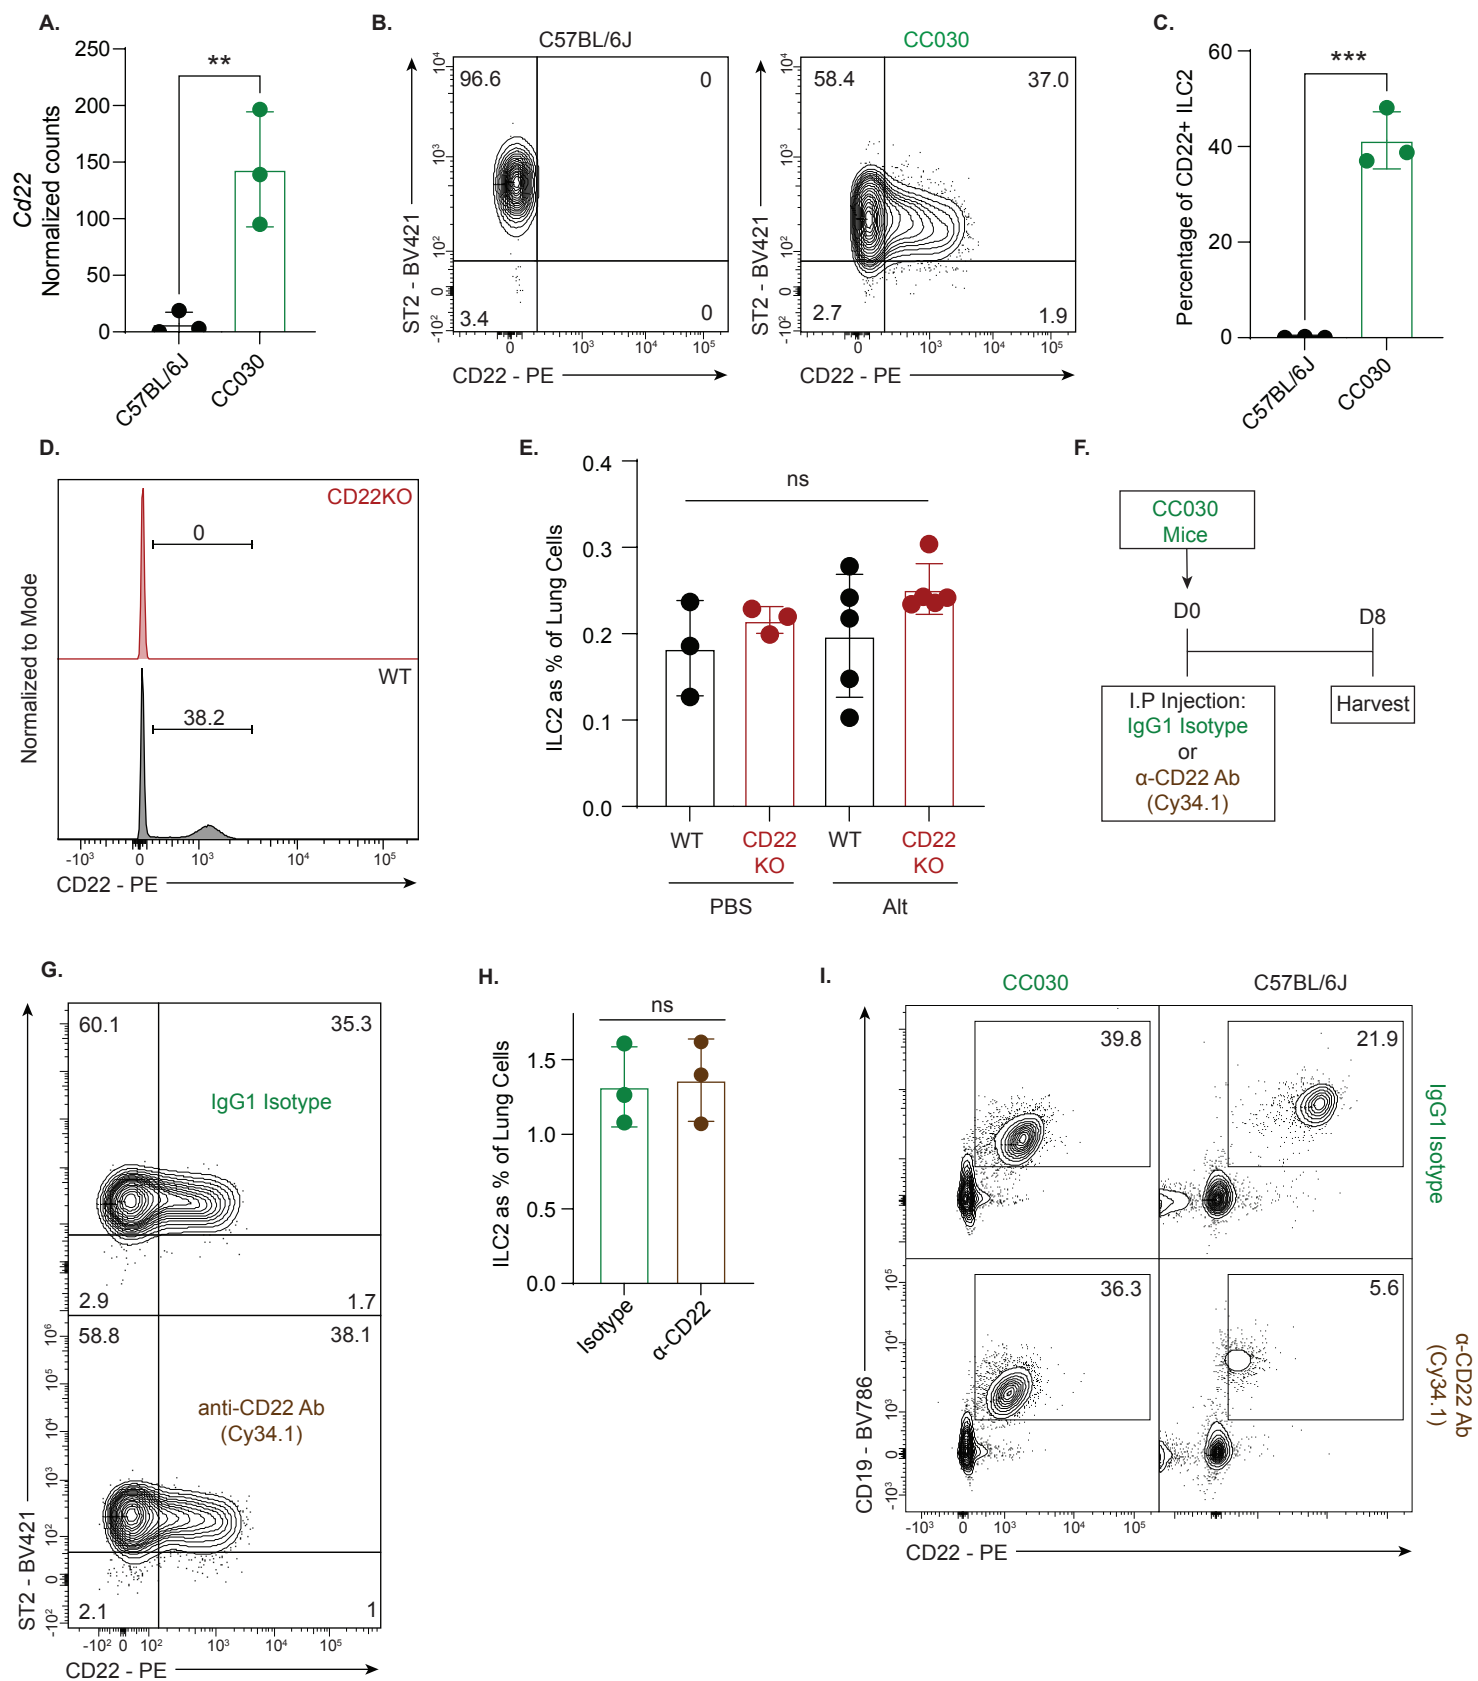

## Supplementary Figure 7.

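Cd22 encodes an inhibitory receptor of B cells that binds sialic acid (ENSMUSG00000030577, chromosome 7 of GRCm38, 30865402 to 30880342). It had 38, 86 and 63 counts in the naïve CC030 libraries and 7, 0 and 73 in the naïve C57BL/6J libraries. This is 28.6 ± 9.95 CPM (SD, n = 3) in CC030 and 2.41 ± 3.46 (SD, n = 3) in C57BL/6J. The log2 fold change of 3.55 (standard error 1.49) did not pass the test at an adjusted p of 0.0609 from edgeR. It passed with DESeq2, with DESeq2's size factors in edgeR, and without C57BL/6J replicate 2 or replicate 3, of which the latter held the 73 counts. Of 10 B cell markers tested, 2 (Pax5 and Blk) were higher in CC030 and 2 (Cd79b and Ighm) were higher in C57BL/6J. Without C57BL/6J replicate 3, 7 and 2 were. Within 4 Mb to each side of Cd22, gene levels in naïve CC030 correlated with C57BL/6J at r = 0.166 at the same positions and at most at r = 0.202, at positions 39 kb higher on the chromosome. In vehicle-treated CC030 ILC2s at day 6, r was 0.186 at the same positions and 0.672 at positions 785 kb lower, a match that the naïve libraries did not show.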

**CD22 is expressed on CC030 ILC2s, but it is unlikely to regulate ILC2 numbers or effector function.** **(A)** Normalized counts of *Cd22* for C57BL/6J and CC030 ILC2s from the bulk-RNA sequencing in Figure 3. Significance was obtained from the differential gene expression analysis used in DESeq2 with a Wald test. The p value has been corrected with the Benjamini-Hochberg method (\*\* =  $p < 0.005$ ,  $n = 3$  per strain, result from one sequencing experiment). **(B)** Representative flow cytometry plots of CD22 expression on ILC2s from naïve female C57BL/6J and CC030 mice. Flow plots are pre-gated on ILC2s (live singlet cells (FSC/SSC) that are Lineage-, CD90+, CD127+, and GATA3+). **(C)** Percentage of lung ILC2s from CC030 and C57BL/6J that are positive for CD22, per the gating in (B) ( $n = 3$  per strain, result is representative of two independent experiments). Significance assessed with two-tailed unpaired Student's t-test. \*\*\*  $p = 0.0002$ . **(D)** Representative flow plots assessing the specificity of  $\alpha$ -CD22-PE (OX-97) used in (B). CD22 expression on live singlet cells in the lung is presented between WT C57BL/6J mice and CD22KO mice on the C57BL/6J background. **(E)** ILC2s as a percentage of live lung cells in WT and CD22KO mice (C57BL/6J background) in the 4-day *A/t* Ex challenge model (8 $\mu$ g) with PBS vehicle ( $n = 3$  for PBS groups,  $n = 5$  for *A/t* Ex groups, result representative of one experiment). Significance was assessed by one-way ANOVA. **(F)** Experimental protocol for treatment of CC030 mice with the  $\alpha$ -CD22 blocking/depleting antibody Cy34.1 or IgG1 isotype control. **(G)** Representative flow cytometry plots of CD22 expression on ILC2s from unchallenged CC030 mice treated with  $\alpha$ -CD22 (Cy34.1) blocking antibody or isotype control. **(H)** ILC2s as a percentage of live lung cells in CC030 mice treated with  $\alpha$ -CD22 (Cy34.1) or isotype control ( $n = 3$  per group, result is representative of one experiment) Significance was assessed by two-tailed unpaired Student's t-test. **(I)** Representative flow cytometry plots of CD22 expression on CD19+ B cells in the lung of CC030 and C57BL/6J mice with frequency. Cells are pre-gated on live singlet cells. Bar height = mean, error bars = SD.

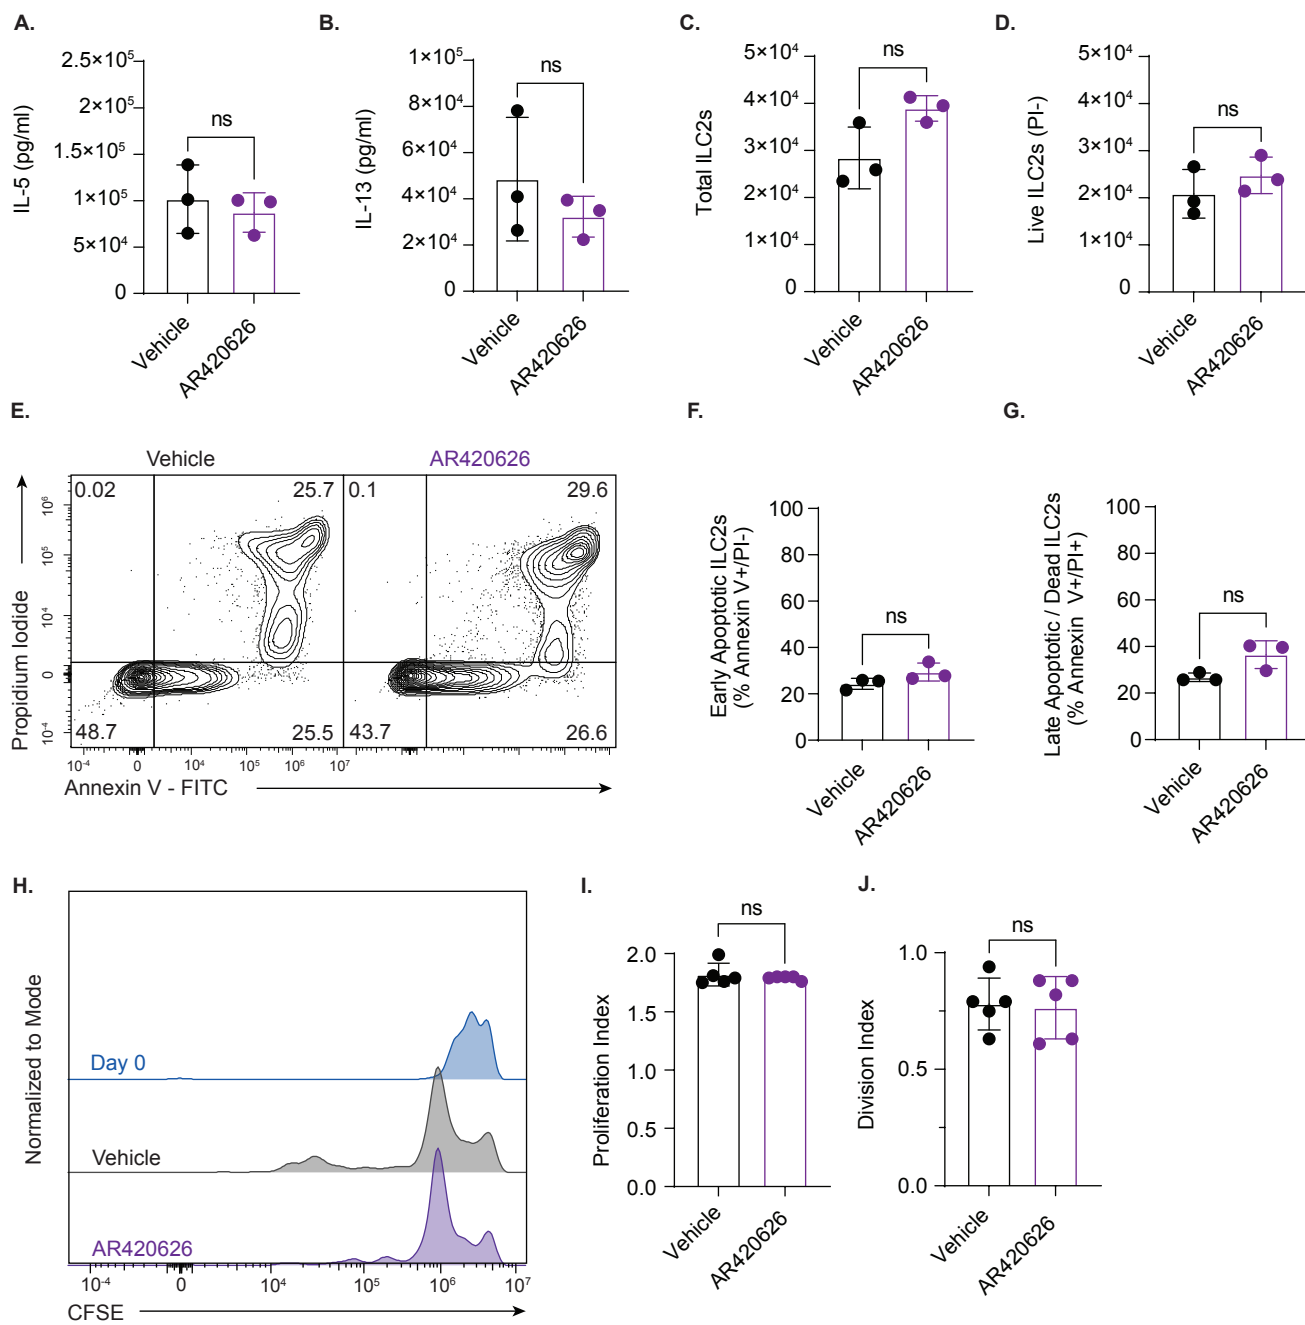

## Supplementary Figure 8.

**FFAR3 agonism has no effect on Type 2 cytokine production, apoptosis, or proliferation in C57BL/6J ILC2s.** A-G and H-J were performed as independent experiments on different batches of ILC2s isolated from C57BL/6J naïve female mice. All experiments use paired samples from distinct biological replicates. The experiments were performed with ILC2s cultured with IL-33 (10ng/mL), TSLP (10ng/mL), and IL-2 (100U/mL) +/- AR420626 (10 $\mu$ M) for 6 days (A-G) or 48 hours (H-J). **(A)** IL-5 in the supernatant (n=3). **(B)** IL-13 in the supernatant (n=3). **(C)** Total ILC2s (n=3). **(D)** Total live ILC2s (defined as PI-) (n=3). **(E)** Representative flow cytometry plot for assessment of early and late apoptosis by Annexin V and propidium iodide (PI) staining. Annexin V-/PI- = healthy cells, Annexin V+/PI- = early apoptotic cells, Annexin V+/PI+ = late apoptotic/dead cells. **(F)** Percentage of cells that are early apoptotic (Annexin V+/PI- ) (n=3). **(G)** Percentage of cells that are late apoptotic/dead (Annexin V+/PI+ ) (n=3). **(H)** Representative flow plot of CFSE dilution experiment to measure proliferation after 48 hours of culture. **(I)** Proliferation and **(J)** Division Index to quantify proliferation between groups (n=5). Significance for each comparison was determined with a two-tailed paired Student's t-test. ns = not significant. Bar height = mean, error bars = SD.

A.

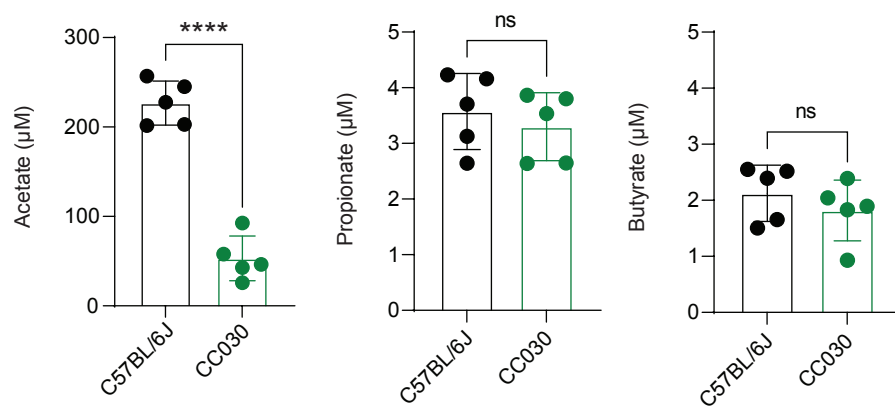

## **Supplementary Figure 9.**

**SCFA concentrations in the serum are different between C57BL/6J and CC030 mice at**

**baseline. (A)** Quantification of acetate, propionate, and butyrate in the serum of naïve

C57BL/6J and CC030 female mice by mass spectrometry. Statistical significance was

assessed with a two-tailed unpaired Student's t-test. n=5 per strain, result representative of 1

experiment. Bar height = mean, error bars = SD. ns = not significant, \*\*\*\*=p<0.0001.

| Strain     | Expansion Ratio |
|------------|-----------------|
| CC001      | 5.69            |
| CC002      | 3.28            |
| CC038      | 3.23            |
| CC016      | 2.45            |
| CC031      | 2.34            |
| F-WSB/EiJ  | 2.26            |
| CC004      | 2.14            |
| CC025      | 2.11            |
| F-A/J      | 2.1             |
| CC041      | 2.07            |
| CC078      | 2.06            |
| CC007      | 2.02            |
| CC003      | 1.93            |
| CC036      | 1.92            |
| CC019      | 1.87            |
| CC071      | 1.84            |
| CC027      | 1.82            |
| CC072      | 1.74            |
| CC010      | 1.61            |
| CC051      | 1.56            |
| CC005      | 1.5             |
| CC057      | 1.41            |
| CC026      | 1.4             |
| CC006      | 1.35            |
| CC012      | 1.26            |
| CC040      | 1.23            |
| CC081      | 1.21            |
| CC053      | 1.11            |
| CC060      | 1.09            |
| CC030      | 1.08            |
| CC024      | 1.06            |
| CC043      | 1.0             |
| CC013      | 0.96            |
| CC037      | 0.92            |
| F-C57BL/6J | 0.88            |
| CC021      | 0.85            |
| CC023      | 0.77            |
| CC044      | 0.74            |
| CC011      | 0.7             |
| CC080      | 0.0             |
| F-CAST/EiJ | 0.0             |
| CC039      | 0.0             |

## Supplementary Table 1.

**Expansion ratios of ILC2s in the lungs of Collaborative Cross mice in response to *Alt* Ex challenge.** Expansion ratios are calculated as the mean average of total ILC2s after *Alt* Ex challenge (provided in Supplementary Figure 2.A) divided by the mean average of total ILC2s at baseline (provided in Supplementary Figure 2.B) for each strain. Challenged and baseline experiments were done at different times with different batches of mice. Not all strains present in Figure 1.B and Supplementary Figure 2.A (*Alternaria*-challenged batch) had a second available batch of mice to use for naïve measurements, so no expansion ratio could be calculated for these strains.

# Supplementary material for: Genetic diversity of Collaborative Cross mice implicates FFAR3 as a target for ILC2 anti-inflammatory reprogramming
**Source:** Nat Commun. 2026 Jan 3;17:1053. doi: 10.1038/s41467-025-67813-2
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Data 1:** Spreadsheet of differentially expressed genes between CC030 and C57BL/6J ILC2s

**Supplementary Data 2:** Spreadsheet of WikiPathways gene sets enriched in C57BL/6J ILC2s compared to CC030

**Supplementary Data 3:** Spreadsheet of Gene Ontology: Biological Processes gene sets enriched in C57BL/6J ILC2s compared to CC030

**Supplementary Data 4:** Spreadsheet of Gene Ontology: Biological Processes gene sets enriched in CC030 ILC2s compared to C57BL/6J

**Supplementary Data 5:** Spreadsheet of differentially expressed genes between AR420626 and DMSO vehicle treated ILC2s from CC030

**Supplementary Data 6:** Report of CRISPR-based *Ffar3* gene knockout attempt on CC030 mice

**Supplementary Data 7:** List of antibodies used in the presented experiments

# Supplementary material for: Genetic diversity of Collaborative Cross mice implicates FFAR3 as a target for ILC2 anti-inflammatory reprogramming
**Source:** Nat Commun. 2026 Jan 3;17:1053. doi: 10.1038/s41467-025-67813-2
**Supplement:** Supplementary file 8 — Supplementary Data 6

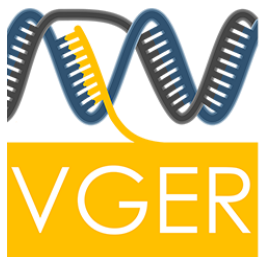

# Vanderbilt Genome Editing Resource

|                                        |                                                                                                              |
|----------------------------------------|--------------------------------------------------------------------------------------------------------------|
| <b>Investigator</b>                    | Ray Stokes Peebles, M.D.<br>Professor of Medicine, Division of Allergy, Pulmonary and Critical Care Medicine |
| <b>Project start date</b>              | September 2023                                                                                               |
| <b>Project termination date</b>        | February 2024 (no live pups produced)                                                                        |
| <b>Report prepared by</b>              | Leesa Sampson, VGER Associate Director                                                                       |
| <b>Report reviewed and approved by</b> | Kasia Jopek, VGER Research Specialist                                                                        |

## Summary of results:

A collaborative cross recombinant inbred strain, derived from CC030/UncJ mice, with a targeted deletion of the *Ffar3* gene was attempted. Free fatty acid receptor 3 (Ffar3) is specifically expressed in innate lymphoid cells within this strain but not in other common mouse strains. The primary objective of this project is to elucidate the roles of Ffar3 in innate lymphoid cells.

Unfortunately, three CC030/UncJ pups with *Ffar3* deletions were found dead. The cause of their death remains unclear. Due to time constraints, the lead researcher—a Vanderbilt MSTP student—decided not to attempt to produce the desired allele again before departing the laboratory to complete medical school.

## Genome editing strategy:

*Ffar3* is located within a flanking genomic interval on chromosome 7 (coordinates 30,835,532 to 30,861,261) that is entirely contributed by the CAST/EiJ strain. This information was obtained using online tools available at the following link: <https://csbio.unc.edu/CCstatus/index.py?run=locus>.

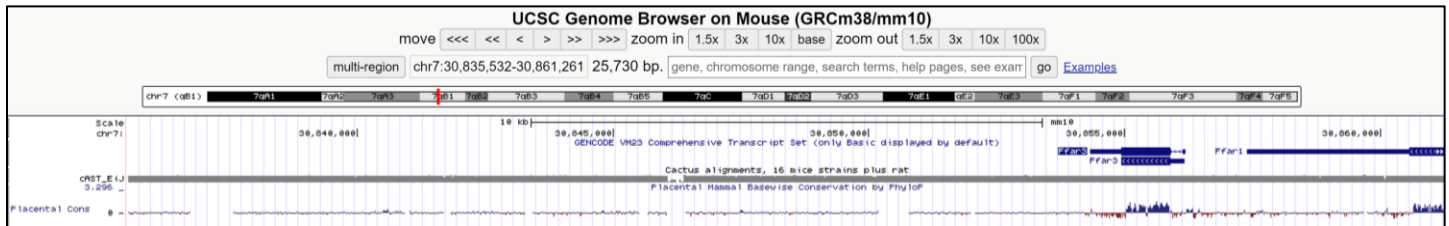

Guide RNAs were selected to flank the majority of the *Ffar3* coding sequence, as depicted below. By deleting the DNA between these two sites, with precision aided by the inclusion of a short single-stranded DNA containing an XhoI restriction site and homology arms matching the flanking DNA, most of the *Ffar3* coding sequence is lost. This *Ffar3* deletion can be identified through PCR-based analysis by the presence of a 331 bp PCR product.

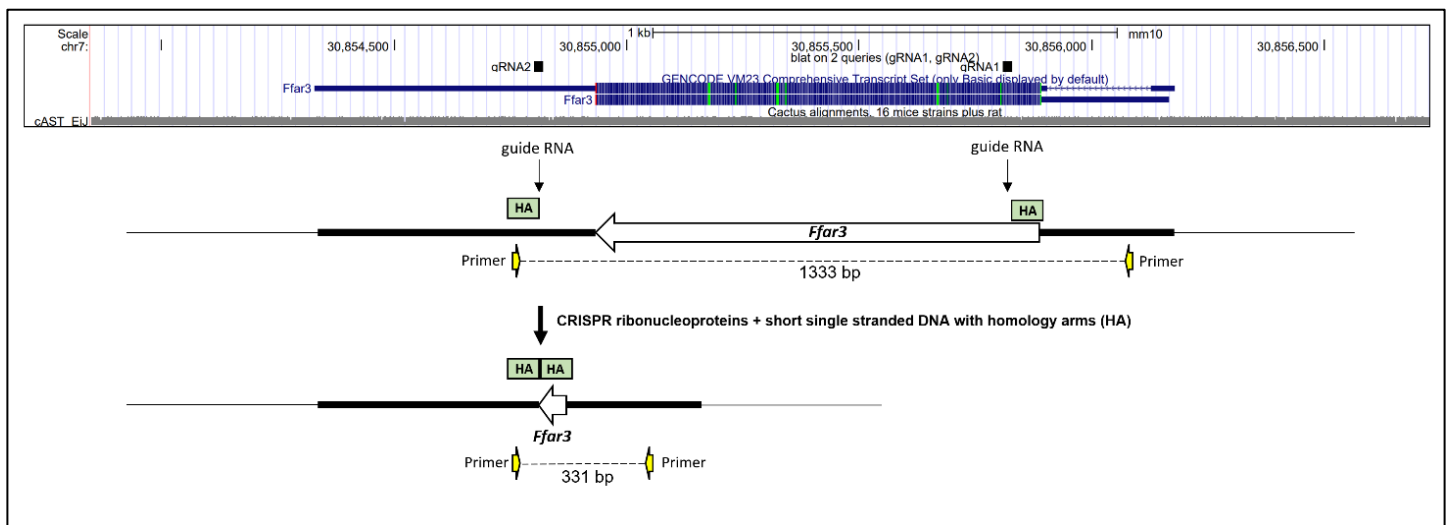

## Production of genome edited mice:

The CC030/UncJ mouse zygotes were electroporated with assembled ribonucleoproteins containing HiFi Cas9 protein and guide RNAs mixed with a single stranded DNA donor oligonucleotide (for a templated *Ffar3* deletion) and subsequently transferred to the oviducts of CD-1 surrogate dams.

## Key resources table:

| Reagent                                   | Source | Product Identifier                                                                                                                                                            |
|-------------------------------------------|--------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Alt-R® CRISPR-Cas9 crRNA                  | IDT    | Ffar3KO_CDS<br>CGTTGAGGGGGAGTCCCACG                                                                                                                                           |
| Alt-R® CRISPR-Cas9 crRNA                  | IDT    | Ffar3KO_3'<br>ACTCTAGTCCGTCTGAGCTA                                                                                                                                            |
| Alt-R® CRISPR-Cas9 tracrRNA               | IDT    | #1072532                                                                                                                                                                      |
| Alt-R™ S.p. HiFi Cas9 Nuclease V3, 100 µg | IDT    | #1081060                                                                                                                                                                      |
| Alt-R® HDR Donor Oligo                    | IDT    | Ffar3KOssDNA<br>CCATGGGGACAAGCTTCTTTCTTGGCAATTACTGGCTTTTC<br>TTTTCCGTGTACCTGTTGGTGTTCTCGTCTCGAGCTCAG<br>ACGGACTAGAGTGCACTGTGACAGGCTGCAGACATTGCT<br>GTCACTCAGATTGCCCTGAGTGCACT |

## Results of attempt to delete *Ffar3* in CC030/UncJ mice:

| Total embryos recovered | Total embryos edited and transferred | Pseudopregnant female transfers | Dead pups screened | Live pups produced |
|-------------------------|--------------------------------------|---------------------------------|--------------------|--------------------|
| 244                     | 108 (44%)                            | 5                               | 3 (2.8%)           | 0                  |

In our facility, we typically perform four embryo transfers per project. On average, approximately 20% of the transferred embryos result in live pups, assuming that genome modifications do not adversely affect development. Visible pregnancy was observed in four out of the five dams. Unfortunately, only three deceased pups were recovered upon reaching their due date, which is significantly lower than the expected average.

The advanced state of decomposition observed in the deceased pups suggests death may have occurred prior to delivery. To investigate further, the two dams housed in the same cage as the deceased pups were sacrificed and examined for implantation sites. One female had four implantation sites, while the other had two. This discrepancy suggests the loss of additional embryos after implantation, although no corresponding tissue was recovered. The remaining three surrogates that failed to deliver any pups were not subjected to further examination.

Tissues from the three dead pups were collected and screened by PCR for evidence of *Ffar3* deletions:

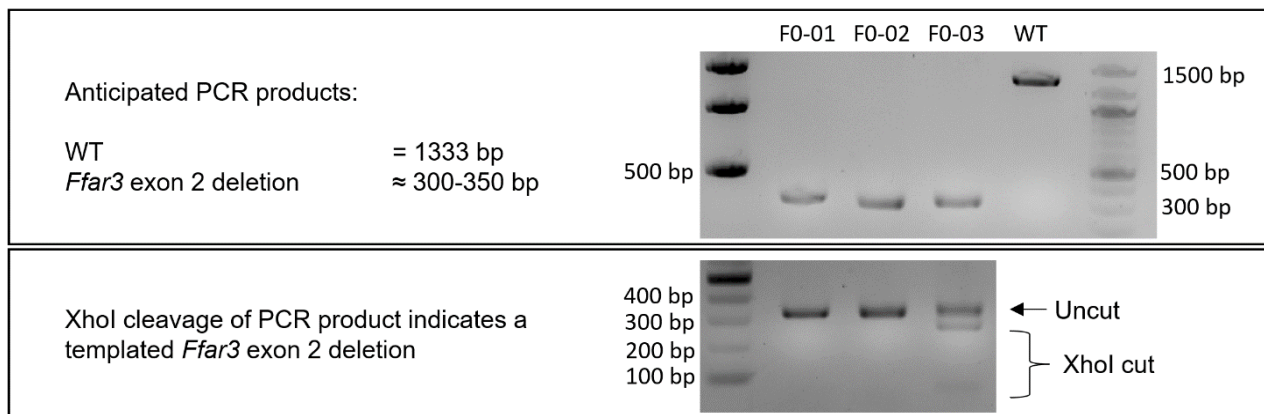

All three pups tested positive for *Ffar3* deletion alleles. Pup IDs F0-01 and F0-02 exhibited untemplated deletions between the two guide RNA sites, a common occurrence in CRISPR editing. In contrast, F0-03 displayed a precise, templated deletion as originally designed, indicating successful execution of the *Ffar3* deletion genome editing strategy. However, the exact percentage of *Ffar3* knockout tissue contribution in the F0 mice remains unknown due to their mosaic nature. It is likely that they also harbor other undetected *Ffar3* mutant or wild-type alleles.

Without further analysis, the cause of pup mortality remains uncertain. Potential factors include genetic effects from on-target *Ffar3* deletion, off-target edits, or environmental influences.

1. According to IMPC data, homozygous *Ffar3* knockout mouse in the C57BL/6NCrI strain are produced in expected ratios:

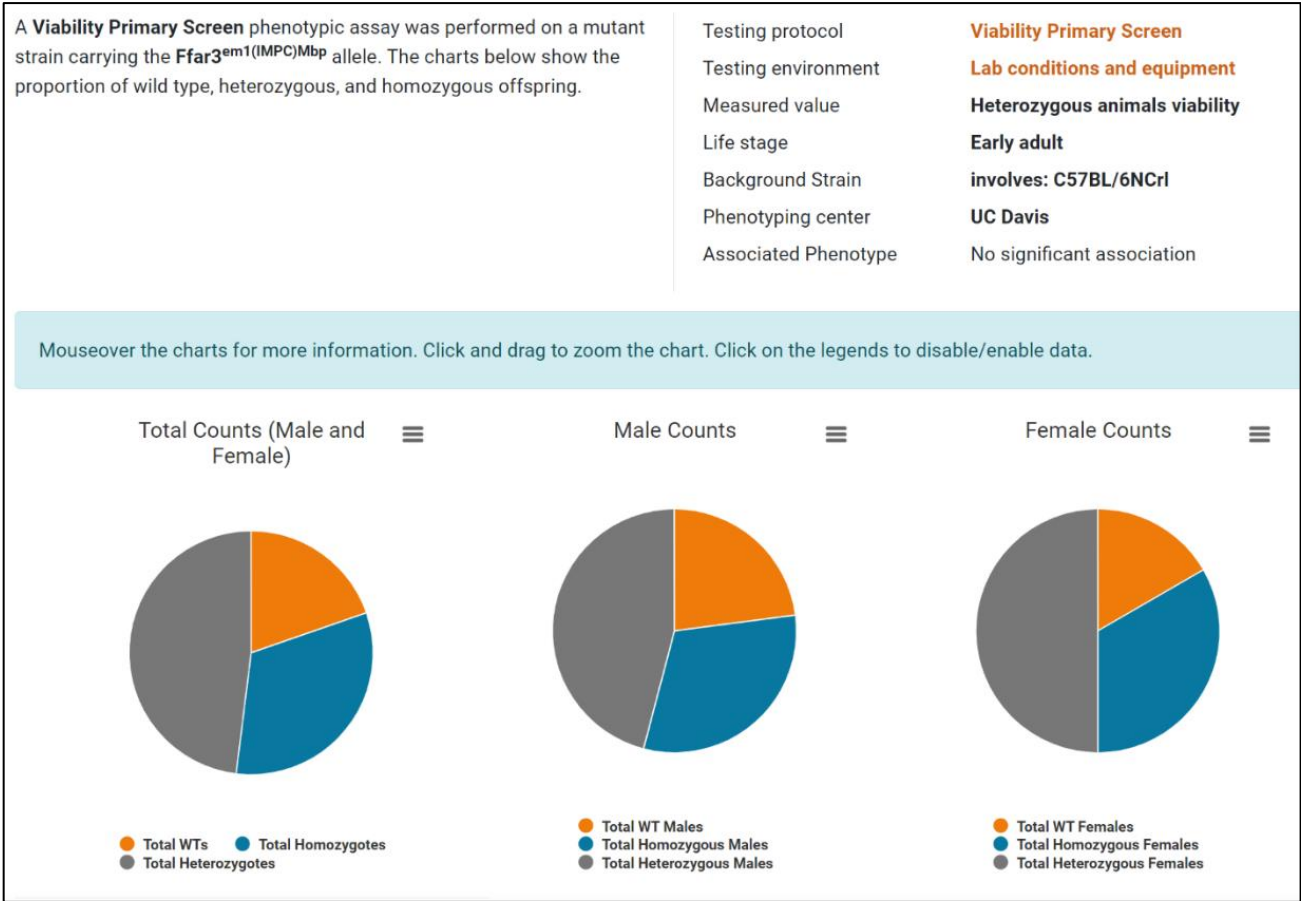

2. Off-target edits are a potential concern when using CRISPR/Cas genome editing. In our laboratory, we employ a high-fidelity (HiFi) SpCas9 protein from IDT, which is known to reduce the likelihood of off-target edits: [A high-fidelity Cas9 mutant delivered as a ribonucleoprotein complex enables efficient gene editing in human hematopoietic stem and progenitor cells \(researchgate.net\)](#). Additionally, we carefully select guide RNAs with low off-target probabilities based on computational models that reference the C57BL/6J strain genome.

However, our standard approach for predicting off-target edits is not applicable to the CC030/UncJ strain. This strain is composed of genetic contributions from eight inbred strains, making it more complex than the typical C57BL/6J background. Consequently, we cannot definitively rule out the possibility of off-target editing affecting a critical gene, potentially contributing to the observed lethality in the *Ffar3*-edited pups.

3. Environmental factors can significantly influence birth rates. Our nursery is located within a private room in the MCN barrier facility. Changes in staffing, humidity levels, ambient sound, and odors can all impact pregnancy and pup survival after birth. The Department of Animal Care takes every possible measure to control these external factors, but occasionally, we still encounter periods of lower-than-average pup numbers.

**Summary statement:**

These data suggest that the *Ffar3* knockout strategy was highly efficient, as all three deceased pups carried potentially suitable edited alleles. Regrettably, live pups were not recovered, and time constraints prevented the lead investigator from again attempting to produce this strain. The cause of the atypical pup mortality rate remains unknown.

# Supplementary material for: Genetic diversity of Collaborative Cross mice implicates FFAR3 as a target for ILC2 anti-inflammatory reprogramming
**Source:** Nat Commun. 2026 Jan 3;17:1053. doi: 10.1038/s41467-025-67813-2
**Supplement:** Supplementary file 10 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | No special software was used for data collection.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Data analysis   | All statistical analysis outside of QTL mapping and transcriptomic analysis was carried out in GraphPad Prism 10 software (version 10.6.1). QTL mapping was performed at each SNP using the qtl2 package in R (version 4.2.1). Sequencing data quality was initially assessed using FastQC (version 0.12.1), followed by read trimming with fastp (version 1.0.1). For the C57BL/6J samples, reads were aligned to the mm10 reference genome using STAR (version 2.7.11b) with default parameters. For the CC030 samples, reads were aligned to the mm9 reference pseudogenome using STAR with default parameters, after which lapels (version 1.1.1) was used to convert the alignments to mm10 reference coordinates. Gene expression counts were subsequently quantified across all samples using HTSeq (version 2.0.5). Differential gene expression analysis was performed on the resultant read count matrices using the DESeq2 (version 3.22) R package. Normalized counts of genes, sample distance matrices, and principal component analyses were conducted with DESeq2, and results were visualized with ggplot2 (version 3.5.2) and pheatmap (1.0.13). Differentially expressed genes were visualized in volcano plots with EnhancedVolcano (version 1.22.0). Mouse genes were converted to human orthologs with biomaRt (version 2.60.1). ClusterProfiler (version 4.12.6) was used to perform gene-set enrichment analysis using Gene Ontology: Biological Processes and WikiPathways curated gene sets and to generate the resultant tree plot. For the PCA plot in Figure 6, values in the normalized count matrices were log2-transformed to stabilize variance. We corrected for inter-experiment batch effects with ComBat from the sva R package (version 3.52.0). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Original high-throughput RNA-sequencing data was generated for this manuscript as described in the methods. The metadata file, processed read-count matrix data, and raw data are available on GEO, with the accession number: GSE288176. The reviewer token is: mnafwkeirtmdnmr. Source Data are provided with this paper. All other data represented in this manuscript are available to any interested party upon reasonable request.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

### Reporting on sex and gender

Participants of any sex were eligible and enrolled under the IRB-approved PBMC donation protocol, and we were informed that both male and female donors were included. However, individual-level sex information was not provided to the investigators performing cell isolation, culture, or downstream analyses, as samples were fully de-identified prior to transfer. As a result, sex-disaggregated analyses could not be performed.

### Reporting on race, ethnicity, or other socially relevant groupings

Race and ethnicity information was collected under the IRB-approved protocol and was self-reported by participants. However, individual-level race/ethnicity data were not provided to the investigators performing cell isolation, culture, or downstream analyses, as all samples were fully de-identified prior to transfer.

### Population characteristics

The average age for participants in this study was 34.5 years. All participants in this study had the following characteristics: non-pregnant individuals over the age of 18 who do not have asthma. Exclusion criteria for all participants: participants with a viral or bacterial infection at the time of the study, participants weighing less than 110lbs, women who were pregnant, breastfeeding, were on estrogen replacement therapy, were taking hormonal birth control medications, had had a hysterectomy, or were menopausal.

### Recruitment

Investigators used email advertisement through Vanderbilt University Medical Center and ResearchMatch.com, an online database connecting researchers to study participants, for recruitment of healthy individuals and participants with asthma. To recruit patients with asthma from the Vanderbilt Asthma, Sinus, and Allergy (VASAP) Clinic at Vanderbilt University Medical Center, research personnel requested that physicians identify patients in their clinics that would qualify for the study. Research personnel will also look at the upcoming severe asthma clinic schedule at VASAP to identify patients that may also qualify for the study. Whenever an eligible patient is identified, the patient will be contacted by research personnel to discuss the possibility of the patient's inclusion in the study. While the study recruited patients with varying asthma status, only individuals who did not have asthma were used for this manuscript.

### Ethics oversight

Vanderbilt University Medical Center Institutional Review Board - IRB# 202162

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

### Sample size

Sample sizes for individual Collaborative Cross recombinant strains tested in Figure 1 was determined from previously published estimates (Keele et al., 2019, PMID: 30914424). Sample sizes for other experiments were based off of previous studies from our lab which used similar experimental endpoints.

### Data exclusions

One data exclusion exists in Supplementary Figure 3, panels B and C. In this in vitro ILC2 culture experiment, two wells that were located on the edge of the 96-well U-bottom non-tissue culture treated plate experience significant evaporation (less than 50% of volume of other wells). Due to this increased evaporation, those two replicates were excluded from analysis. 1 excluded replicate came from the "Vehicle" group, and the other came from the "10µM" group.

### Replication

RNA sequencing experiments and phenotyping of the 48 Collaborative Cross recombinant and founder strains were performed once. Mouse in vitro and in vivo studies were performed at least 2 times. Experiments for Figure 5 B, C, F, H, and I were performed 4 times. Data from individual human participants was represented together from 3 separate experimental days. Replication of individual human samples was not

performed due to the de-identified nature of samples being given to the investigators performing the culture experiments. All attempts at replication were successful.

#### Randomization

Animal subjects in mouse studies were not randomized due to experiments comparing strain or genotype differences. All mice were age matched and kept in identical housing conditions to control for variation. In vitro studies used either pooled cells from multiple biological replicates or different treatments on cells from the same biological replicate, allowing for paired comparisons.

#### Blinding

The investigator performing the cell differential on bronchoalveolar lavage (BAL) fluid was blinded to the groups. Given that all other data being gathered was quantitative and obtained through an instrument, blinding was not deemed necessary.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

#### Antibodies used

Lineage Streptavidin 130-092-613 5230605119 Miltenyi, CD3 Streptavidin 17A2 100244 B349600 BioLegend, CD4 Streptavidin GK1.5 100404 B365003 BioLegend, FcεR1 Streptavidin MAR-1 134304 B274187 BioLegend, CD45 AF700 30-F11 56-0451-82 2211060 Invitrogen, ICOS BB515 C398.4A 565880 1348425 BD, CD25 BV786 PC61 564023 2038819 BD, CD127 PE-Cy7 SB/199 560733 1159448 BD, GATA3 APC TWAJ 50-9966-42 2430297 Invitrogen, CD90.2 APC 53-2.1 140312 B364723 BioLegend, ST2 BV421 U29-93 566309 2238614 BD, GATA3 PE-CF594 L50-823 563510 335611 BD, CD25 AF488 PC61 102017 B380907 BioLegend, CD22 PE OX-97 126112 B315505 BioLegend, CD19 BV786 1D3 563333 4003786 BD, CD22 Cy34.1 BE0011 779021A2 BioXCell, Isotype MOPC-21 BE0083 78512101 BioXCell, IL-5 APC TRFK5 554396 1265316 BD, IL-13 PerCP-eF710 eBio13A 46-7133-80 2727209 Invitrogen, Ki-67 PE SolA15 12-5698-80 4278633 Invitrogen, EGFR H11 MA5-13070 YK4137801 Invitrogen, Isotype Super Bright 436 eBR2a 62-4321-80 2082341 Invitrogen, Isotype BB515 A19-3 564460 9220598 BD, Isotype BV786 R35-95 563335 5128556 BD, Isotype PE-Cy7 A95-1 552849 7011928 BD, Isotype APC MPC-11 400319 B202284 BioLegend, Lineage (CD3/14/16/19/20/56) FITC 348801 B404928 BioLegend, CD45 Super Bright 780 2D1 78-9459-42 2764005 Invitrogen, CD127 PE-Cy7 A019D5 351320 B406035 BioLegend, CRTH2 APC/Cy7 BM16 350114 B388629 BioLegend, EGFR APC AY13 352906 B424773 BioLegend, Isotype APC MOPC-21 400120 B404487 BioLegend, TCR-B R8613 H57-597 758429 5027686 BD, CD4 BV421 GK15 100437 B297643 BioLegend, CD8a APC-Cy7 53-6.7 557654 4064668 BD, FFAR3 FITC FFAR3-FITC 2440.P1d.lg.20 FabGenix, FFAR3 1D10B7 66811-1-lg 10007183 proteintech, Goat anti-mouse IgG AF488 A28175 Invitrogen, IL-10 JES052A5 MAB417 AHZ0621051 R&D, Isotype 43414 MAB005 R&D, Goat IgG Isotype 02-6202 Invitrogen, Amphiregulin AF989-SP R&D FOXP3 PE-Cy7 FJK-16s 25-5773-82 2254250 invitrogen, IL-13 PE-Cy7 eBio13A 25-7133-82 2011693 Invitrogen.

#### Validation

Antibodies used to detect CD22 on ILC2s (CD22 PE OX-97 126112 B315505 BioLegend) were validated against knockout mice (CD22KO, Extended Data Figure 5.D) to ensure specificity. EGFR expression on mice was assessed with EGFR (H11 MA5-13070 YK4137801 Invitrogen) and validated with secondary only controls and isotype controls. All other antibodies had sufficient validation provided by the manufacturer.

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

#### Laboratory animals

All Collaborative Cross (CC) recombinant strains used in this manuscript (CC001/Unc, 002/Unc, 003/Unc, 004/TauUnc, 005/TauUnc, 006/TauUnc, 007/Unc, 010/GeniUnc, 011/Unc, 012/GeniUnc, 013/GeniUnc, 016/GeniUnc, 019/TauUnc, 021/Unc, 023/GeniUnc, 024/GeniUnc, 025/GeniUnc, 027/GeniUnc, 030/GeniUnc, 031/GeniUnc, 035/Unc, 036/Unc, 037/TauUnc, 038/GeniUnc, 039/Unc, 040/TauUnc, 041/TauUnc, 043/GeniUnc, 044/Unc, 051/TauUnc, 053/Unc, 057/Unc, 059/TauUnc, 060/Unc, 061/GeniUnc, 071/TauUnc, 072/TauUnc, 074/Unc, 078/TauUnc, 080/TauUnc, 081/Unc) were obtained from the UNC Systems Genetics Core Facility. CC founder strains 129S1/SvImJ, A/J, C57BL/6J, CAST/EiJ, NOD/ShiLtJ, and WSB/EiJ mice were obtained from Jackson Laboratories. C57BL/6-Cd22tm1Lam/J (CD22KO) mice were obtained from Jackson Laboratories. CC030 mice, C57BL/6J, and CD22KO mice were bred and maintained in our mouse colony. All In vivo and In vitro mouse experiments utilized age-matched mice 8-16 weeks old.

#### Wild animals

No wild animals were used for this study.

|                         |                                                                                                                                                                                                                                                                                                                                                                    |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex        | Female mice were used in the primary experiments of this paper. The major findings of ILC2 prevalence in the Collaborative Cross strain of interest (CC030/GeniUnc) were validated in age-matched male mice to determine if the effect was sex-dependent or applicable to male and female. Mouse sex was determined by inspection of the gonads at 4 weeks of age. |
| Field-collected samples | No samples were collected from the field.                                                                                                                                                                                                                                                                                                                          |
| Ethics oversight        | Ethical oversight for animal experiments was provided by the Vanderbilt University Medical Center Institutional Animal Care and Use Committee (IACUC). The IACUC protocol used for the experiment is M1800150-01 (PI: Ray Peebles).                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                     |
|-----------------------|-------------------------------------------------------------------------------------|
| Seed stocks           | No seed stocks were used in this study.                                             |
| Novel plant genotypes | No novel plant genotypes were produced during this study.                           |
| Authentication        | No seed stocks were used in this study. Therefore, no authentication was performed. |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|--------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation | <p>Mouse lungs were placed in a digestion solution (RPMI 1640, 5% FBS, 1mg/mL Type IV Collagenase from Clostridium histolyticum (Sigma), and 20 µg/mL of DNase I) and minced with scissors. Lungs were digested for 35 minutes at 37°C with rotation. Digestion was neutralized with EDTA, and lungs were subsequently ground through cell strainers to obtain a single cell suspension. Mouse bone marrow was obtained from the femurs and tibias of mice after euthanasia. Bones were cleared of muscle and connective tissue, and the ends of the long bones were cut with a scalpel. Bones were placed into 0.5mL tubes with puncture holes in the bottom. These punctured tubes were fit into 1.5mL tubes and centrifuged, allowing for the collection of the bone marrow effluent. Bone marrow cells were then passed through cell strainers. Gonadal adipose tissue was excised bilaterally from the mice after euthanasia. Adipose tissue was minced and suspended in digestion buffer (2mg/mL Collagenase (Sigma C-6885) with 1% FBS in PBS). Digestion was carried out at 37°C with rotation for 45 minutes. Digested adipose tissue was passed through a cell strainer and diluted with neutralization buffer (2mM EDTA with 1% FBS in PBS). Samples were centrifuged, and the supernatant with adipocytes was removed. Colons were harvested from mice and washed with cold PBS. Colons were then opened longitudinally and cut into 0.5cm pieces, which were subsequently incubated with RPMI containing Penicillin/Streptomycin (Pen/Strep), 5mM EDTA, 20mM HEPES, 5% FBS and 1mM DTT for 40 minutes at 37°C with shaking. Contents were then poured through cells strainers, with the flowthrough discarded. Remaining tissue pieces were shaken vigorously in cold RPMI with Pen/Strep, 5mM EDTA, and 20mM HEPES and passed through a cell strainer, again discarding flowthrough. Tissue pieces were minced in a beaker and incubated in RPMI Pen/Strep, 5mM EDTA, and 20mM HEPES, 0.1 mg/mL Liberase TL (Roche), 0.05% DNase I (Sigma D5025) with stirring for 30 minutes at 37°C. Contents were pulled through a 10mL syringe and poured through a cell strainer. Cells were subsequently washed with RPMI with Pen/Strep, 5mM EDTA, and 20mM HEPES, and 0.05% DNase. Cells were then isolated with a 40%/90% Percoll gradient. Erythrocyte lysis was carried out for all samples with ammonium chloride-based RBC lysis solution (Tonbo™) for 5 minutes before neutralization with cold PBS. Analytical flow cytometry from mouse tissues: Viability staining was carried out in PBS with Live/Dead Aqua Fixable Viability dye. Surface staining for single cell suspensions was carried out in FACS staining buffer (3% FBS in PBS). Prior to staining, cells were incubated with Fc block for 10 minutes. Surface staining for ILC2 was carried out with Lineage staining cocktail (α-CD3, α-CD4, α-FCeR1, Hematopoietic Lineage Labeling Cocktail, anti-mouse biotin (Miltenyi™)), α-CD19, α-CD45, α-CD90, α-CD127, α-ST2, α-ICOS, α-CD25, α-CD22 for 20 minutes. Streptavidin conjugation to biotinylated antibodies was carried out for 15 minutes. Fixation and permeabilization was carried out overnight with the FoxP3 Transcription Factor Staining Buffer Kit (eBioscience™). Intracellular staining for GATA3 was carried out for 1 hour in PermBuffer (eBioscience™). Analysis was conducted in FACS staining buffer on a BD 5-Laser Fortessa. Flow Cytometry Sorting: Single cell suspensions were obtained from the naïve lungs of mice according to the harvest procedure outlined in this reporting summary. For the flow sorting experiment described in Figure 4, ILC2s were sorted separately as biological replicates from the whole lungs of 3 C57Bl/6J female mice and 3 CC030 female mice. Single cell suspensions from lungs were</p> |
|--------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

enriched for ILC2 with the Lineage Cell Depletion kit, mouse (Miltenyi™) and the CD25 MicroBead Kit, mouse (Miltenyi™), utilizing LD columns (Miltenyi) for both separations. ILC2 for this experiment were identified by surface staining as Lymphocytes (FSC-A vs. SSC-A), singlets by pulse gating, Live/Dead Aqua-, Lineage- (α-CD3, α-CD4, α-FCeR1, Hematopoietic Lineage Labeling Cocktail, anti-mouse biotin (Miltenyi™), CD90+, CD127+, CD25+, ICOS+. Sorting was performed on a BD FACS Aria III run on the slowest setting with a 100µM nozzle. Due to equipment availability changes, ILC2 sorted for assessment of Ffar3 expression (Figure 5) and culture (Figure 4, 6, 7) were sorted on a BD FACS Symphony S6 and defined as Lymphocytes (FSC-A vs. SSC-A), singlets by pulse gating, Live/Dead Aqua-, Lineage- (α-CD3, α-CD4, α-FCeR1, Hematopoietic Lineage Labeling Cocktail, anti-mouse biotin (Miltenyi™), CD90+, CD127+, ST2+. Cells were again sorted on the lowest setting with a 100µM nozzle. Analytical flow cytometry of cultured ILC2s: All ILC2 harvested from culture were stained for viability, and human ILC2 were underwent surface staining for EGFR (antibody) for 15 minutes prior to fixation. Cells were fixed with the FoxP3 Transcription Factor Staining Buffer Kit (eBioscience™) kit. Intracellular cytokine staining and Ki-67 staining was carried out for 45 minutes, and cells were not restimulated prior to intracellular cytokine staining. Mouse EGFR staining was performed by incubating cells with concentration of the unconjugated α-EGFR antibody (Invitrogen,) for 30 minutes. Cells were washed and subsequently incubated with a 1:1,000,000 dilution of the secondary antibody for an additional 30 minutes. 123count eBeads™ (Invitrogen) were utilized to enumerate ILC2. Cultured cells were analyzed on a 4-laser Cytex® Aurora spectral flow cytometer. Human ILC2 sorting: Phlebotomy was performed on healthy, non-asthmatic participants to recover 50mL of blood from each donor. PBMCs were isolated using SepMate™ tubes with Lymphoprep™ (StemCell). Red blood cells lysis was carried out with ammonium chloride-based RBC Lysis Buffer (Tonbo). Lineage negative cells were enriched with the Lineage Cell Depletion Kit, human (Miltenyi) and stained for viability with the LIVE/DEAD™ Fixable Aqua Dead Cell Stain Kit (Invitrogen) in PBS. Surface staining for ILC2 was carried out for 20 minutes in 3% FBS with anti-human lineage cocktail (Biolegend), α-CD45, α-CD127, and α-CRTH2. ILC2 were sorted on a BD FACS Symphony™ S6 cell sorter as Lineage-, CD45+, CD127+, CRTH2+.

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|---------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Instrument                | Analytical: BD 5-Laser Fortessa, 4-laser Cytex® Aurora. Sorting: BD FACS Aria III, BD FACS Symphony S6                                                                                                                                                                                                                                                                                                                          |
| Software                  | FlowJo (v10.8.1)                                                                                                                                                                                                                                                                                                                                                                                                                |
| Cell population abundance | Cell population abundance was determined via count beads (123count eBeads). A known quantity of beads was added to a sample, and the ratio of expected bead to counted beads was used to determine the total numbers of a cell population in the analyzed sample. The volume taken for each flow cytometry sample was recorded, and so the total number of cells in the original samples (i.e. whole lung) could be calculated. |
| Gating strategy           | The gating strategies for all relevant cell populations have been shown in the figures and supplement of the manuscript.                                                                                                                                                                                                                                                                                                        |

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

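The measurements are bulk RNA-seq of lung ILC2s in 2 experiments. In the first, ILC2s were sorted from unchallenged female mice, with 3 naïve C57BL/6J and 3 naïve CC030 libraries. In the second, ILC2s of 5 CC030 mice were cultured with vehicle or AR420626 for 2 or 6 days, which gave 20 libraries. Each library was assigned to its strain, treatment, day and mouse from its deposited label.

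The authors trimmed reads with fastp 1.0.1, assessed them with FastQC 0.12.1, aligned C57BL/6J reads to mm10 with STAR 2.7.11b, and aligned CC030 reads to an mm9 reference pseudogenome, from which lapels 1.1.1 converted the alignments to mm10 coordinates. They counted reads per gene with HTSeq 2.0.5, and the deposited values of both experiments are these raw counts, whole numbers that had not been normalized or filtered. The authors' own comparisons used DESeq2, for which the paper gives version 3.22, and clusterProfiler 4.12.6. The gene annotation is not given in the sources used here. Each table holds 55401 gene identifiers, and 55141 of them have a symbol and a position in GENCODE vM21 on GRCm38, from which all symbols and coordinates here were taken. The 5 summary rows of HTSeq in the table of cultured cells were used for the shares of reads in genes and left out of all tests. Reads themselves were not used here, so that alignment and counting could not be repeated.

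Genes were kept by edgeR's filterByExpr, with a minimum count of 10 and a minimum total of 15, and normalized by TMM. Each comparison was tested with edgeR 4.0.16 by the quasi-likelihood F-test with robust dispersions in R 4.3.3, and p was adjusted by the Benjamini-Hochberg method at 0.05. The comparisons were CC030 against C57BL/6J (35551 genes, common dispersion 0.5198), AR420626 against vehicle at day 6 (9421 genes, 0.1351) and at day 2 (20865 genes, 0.3431), the difference of the AR420626 effect between the days (23141 genes, 0.3911), and vehicle at day 6 against vehicle at day 2 (15819 genes, 0.3782). Mouse was a block in the cultured comparisons, and no block was used between the strains, whose libraries come from different mice. Gene lists were tested by camera of limma 3.58.1 with a preset correlation of 0.01 and again with an estimated correlation, and by fry. Single genes were also compared by exact two-sided permutation tests, of 3 against 3 libraries or of the signs of 5 paired differences. Distances and principal components are of counts after DESeq2's variance-stabilizing transformation, with the 500 most variable genes for the components. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the remaining steps.

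A group with 0 counts in every library is given a floor of 3 counts per library, and folds against it are lower bounds. Named genes are those that the paper names from the sequencing, the 10 largest increases and decreases with a mean of at least 50 counts and the same direction in every pair or library, up to 4 genes of each list with the smallest p, and neighbours pointed to by the position check. Values of these genes in Supplementary Data 1 and 5 had been seen when that rule was set. Members of lists named beside counts of 5 or fewer, and the examples in the position check, were chosen after their values were seen. Results for some single genes are not reported here.

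Because the paper names mm9 for CC030 and mm10 for C57BL/6J, a check of gene positions was planned. In windows of 4 Mb, moved by 2 Mb, with at least 20 genes of which at least 5 were above 20 CPM, levels of genes in CC030 libraries were correlated with levels of naïve C57BL/6J at positions shifted by up to 3 Mb in bins of 1000 bp. A best shift within 5 kb counted as no shift, and shifts of neighbouring windows within 25 kb of each other counted as shared. The shift was also estimated on every other gene of a window and tested on the remaining genes, against 1000 permutations of the shifts among windows, in windows with at least 10 expressed genes. Around single genes, windows of 4 and 8 Mb to each side were used with the correlation of log2 counts per exonic kb, a form chosen after the planned rank form had been seen. A further 3 forms were tried and not kept.

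The alternatives were DESeq2 1.42.0 in place of edgeR, its size factors in edgeR, no filter on low counts, at least 10 counts in every library, the block added or removed, and leaving out each replicate in turn. Protein-coding genes alone, and the cultured comparisons without mice 4 and 5, were added after the data had been seen, as were the day 6 libraries thinned at random to the lowest total of counts in genes. On data simulated with the depth and dispersion of these libraries and 200 changed genes, the strain comparison called 52.8% of genes changed 64-fold and 0% of genes changed 4-fold, and the day 6 comparison called 92.5% of genes changed 4-fold. The real strain comparison called 27122 genes, which makes its adjusted threshold less strict, so the simulated percentages for the strains do not carry over to it. Flow cytometry, quantitative trait mapping and the other assays of the paper have no deposited counts and were not analysed here.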

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

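The test by other exchanges of the libraries was chosen after the results were seen.

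AR420626 changed the counts under Egfr more at day 6 than at day 2. The difference of its log2 fold changes was 5.03 (standard error 0.967, adjusted p = 0.0273 from edgeR), and at day 2 Egfr was at 60.2 ± 10.8 CPM (SD, n = 5) with vehicle and 82.4 ± 25.1 (SD, n = 5) with AR420626 (log2 fold change 0.41, adjusted p = 1.0 from edgeR). Over all genes tested, the effect differed between the days at 12 genes, of which Egfr, P3h3, Nufip2, C77080 and 5 gene models rose more at day 6 and Cd200r3, 2010109I03Rik and Fkbp1a-ps1 fell more. Within 4 Mb of P3h3, gene levels with vehicle at day 6 matched naïve C57BL/6J best at positions 52 kb higher (r = 0.500). At the same positions r was -0.0184, so the transcript counted under P3h3 is open too. The 12 genes passed with DESeq2 too, among 260. Of 95 exchanges of vehicle and AR420626 within mouse and day, drawn from 512 possible, none but the real one called as many genes. The highest other count was 11, so chance exchanges are argued against as the source of the count by a narrow margin only. The call of Egfr was lost without replicate 1, 2, 3 or 4 and without the block on mouse, although its difference stayed at 4.57 to 5.70 with a replicate left out and at 4.87 without the block. The number of genes without replicates 1 to 5 in turn was 0, 4, 2, 1 and 33.

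Vehicle-treated ILC2s at day 6 differed from those at day 2, a comparison the paper does not report, at 2742 genes, 2152 higher and 590 lower at day 6. The number was 1319, 1512, 1346, 994 and 5376 without replicates 1 to 5 in turn.

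In 4 groups of 5 libraries, checked on 6 measures each for a library far from the others, 3 of 24 checks found one, where chance gives about 5%, and 2 of the 3 found the same library. Vehicle day 2 replicate 5 had 11.1% of its HTSeq total in genes, and a count at 32347 genes. Vehicle day 2 replicate 1 had 1.73% of its counts in mitochondrially encoded protein genes, where the median of its group was 0.167%. Mitochondrial ribosomal RNA took 13.8 to 56.4% of the counts in genes with vehicle at day 2 and 1.49 to 13.2% with AR420626.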

How the results depend on the processing

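Protein-coding genes alone, the thinned counts, the fits without mice 4 and 5, and the Pearson form of the position check were chosen after the results were seen. Except where the construction of an alternative shows it (fewer genes or samples), the cause of a change was not tested.

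Between the strains, the total and the counts of genes higher in CC030 and in C57BL/6J stayed within 1.5 times under DESeq2, its size factors in edgeR, no filter, and each left-out replicate (23067 to 24411 genes). The replicate numbers of the strains mark no pairing, and with a block on them 26602 genes passed. With at least 10 counts in every library, which leaves fewer genes to test, 3573 passed, 1635 higher and 1938 lower in CC030. In the strain comparison, genes differing among protein-coding genes numbered 13587, 10152 of them higher, and 15464 with DESeq2, 12352 of them higher. In the Ch.7 ILC2 Locus 49 genes passed with DESeq2, 3 with at least 10 counts in every library, and 24 to 30 with a replicate left out. Cd22 passed with DESeq2 (log2 fold change 4.29), DESeq2's size factors in edgeR (4.30), the block (4.84), and without C57BL/6J replicate 2 or 3, with 2.97 to 5.64 over all left-out replicates. Of 58 named genes, 54 kept their call under every alternative that tested them, Il13 and Ffar2 had none under any, and Cd22 and Dmkn gained one. Of 26 list counts, 5 stayed within 1.5 times throughout, and 25 of 286 values moved, all with at least 10 counts in every library or, for the IL-33, cell cycle, B cell and epithelial lists, without C57BL/6J replicate 1 or 3.

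At day 6, the number of genes with a replicate left out was 604 (without replicate 1) to 1221 (without replicate 3), with 192 to 366 higher and 412 to 855 lower. Without the block on mouse 995 passed, and with every library thinned at random to 1080761 counts in genes 1022 to 1064 in 5 draws. Genes higher with AR420626 were 198 with DESeq2, 120 without a filter, 510 with at least 10 counts in every library (509 lower), and 151 among protein-coding genes with DESeq2. Of 43 named genes, 35 kept their call throughout or never had one, and Ets1, Il4, Socs2, Il5ra, Actg1, mt-Co3, Birc2 and Eno2 lost it in at least 1 alternative. Of 27 list counts, 5 stayed within 1.5 times throughout. At day 2, 32 genes passed with DESeq2 and 15 without a filter, against 0, and Egfr turned to -0.020 without mice 4 and 5.

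The difference between the days was 260 genes with DESeq2, 20 without a filter, 6 with at least 10 counts in every library, 2 without the block, 59 without mice 4 and 5, and 0 to 33 with a replicate left out. For vehicle at day 6 against day 2 it was 4149 with DESeq2, 4337 without mice 4 and 5, and 994 (without replicate 4) to 5376 (without replicate 5). With an estimated correlation in camera, the lists that differed from other genes went from 17 to 5 between the strains, from 6 to 0 at day 6, from 1 to 0 for the difference between the days, and from 4 to 0 over time with vehicle. In the position check by Pearson correlation, neighbouring windows shared a shift in 37.98% of pairs for vehicle at day 6, against 3.66% after permutation, and in 1.122% for naïve CC030, against 1.01%. Windows that matched best at another position were 94.47% and 99.89%, a percentage that is high in every group and shows nothing by itself. On data simulated with the depth, the dispersion and the number of these libraries together, the strain comparison called 18.4% of genes changed 16-fold, and no simulation varied depth alone.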

Differences from the paper's values

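Below, counts and p differ where one is more than 1.5 times the other, and log2 fold changes differ where they lie further apart than the larger of the 2 standard errors, the paper's and the one here.

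The paper counts 50 genes of the Ch.7 ILC2 Locus as different between the strains, and 32 were found here. Among the alternatives set before the data were examined, DESeq2 (49), no filter (45), DESeq2's size factors in edgeR (37) and the replicate block (35) come within 1.5 times of the paper's count, and the strict filter and each of the 6 left-out replicates do not. The threshold behind the paper's count is not given in its text.

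For Ffar3 the paper gives an adjusted p of 1.76e-12, and the value here is 0.00046 from edgeR. With DESeq2 the value does not differ from the paper's, and under the other 9 alternatives it does. The normalized count of Ffar3 does not differ.

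The paper's Supplementary Data 5, a list of protein-coding genes, holds 152 genes higher with AR420626 at day 6, a tally made here that the paper's text does not give, and 257 passed here. The count is within 1.5 times the list's with DESeq2 (151) or without replicate 1 (149), 2 (176), 4 (192) or 5 (157), and it is not under the other 5 alternatives. Of 963 genes in the paper's Supplementary Data 5, 961 were tested here, all with the same sign, 734 passed by edgeR and all 963 passed by DESeq2.

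Log2 fold changes of 15 genes differ from those of the paper's Supplementary Data 1, of which the copy used here ends after 1999 rows. The paper's value comes first and the value here second, for Il7r -6.10 and -6.67, for Icos -7.10 and -7.65, for Il5 -5.32 and -5.88, for Actb -8.67 and -9.25, for Arhgdib -8.31 and -8.85, for Fth1 -8.64 and -9.19, and for Rpl4 -7.20 and -7.76. For Rplp0 they are -7.35 and -7.91, for Rps3 -5.84 and -6.40, for Uqcrfs1 -5.44 and -6.00, for Atp5c1 -6.55 and -7.09, for Ldha -6.73 and -7.35, for Bnip3l -3.61 and -4.18, for Nfkbia -6.49 and -7.09, and for Fxyd5 -5.79 and -6.33. With DESeq2, with its size factors in edgeR and with the strict filter none of the 15 differs, and with the replicate block Bnip3l alone does. The value here is the more negative for each of the 15. DESeq2's size factors in edgeR raised the median over all genes tested by 0.538. The differences therefore go with a shared offset of normalization rather than with 15 separate ones. Without a filter all 15 differ. With C57BL/6J replicate 1 left out, Actb, Arhgdib, Fth1, Atp5c1 and Fxyd5 do not differ. Without C57BL/6J replicate 2, Il7r, Icos, Actb, Arhgdib, Fth1, Rpl4, Rps3, Atp5c1 and Fxyd5 do not. Without C57BL/6J replicate 3, all 15 differ. Without CC030 replicate 1, Icos, Actb, Arhgdib, Rpl4, Uqcrfs1, Atp5c1, Ldha and Fxyd5 do not differ. Without CC030 replicate 2, Il7r, Icos, Rplp0, Atp5c1, Ldha and Nfkbia do not, and without CC030 replicate 3, Il5, Actb, Arhgdib, Fth1, Rplp0, Ldha and Nfkbia do not.

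The paper ranks Egfr next to the gene with the lowest p at day 6. By edgeR it ranked 3 after 2010109I03Rik and Ccr3, and by DESeq2 it ranked 2 after Ccbe1. The largest increase was that of Egfr by either tool. The paper marks Cd22 as different between the strains by DESeq2. Here its adjusted p was 0.0609 by edgeR, and it passed with DESeq2, with DESeq2's size factors in edgeR, with the replicate block, and without C57BL/6J replicate 2 or 3.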

Other observations

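Among the tests below, the form by Pearson correlation, the choice of 8 Mb, the share of neighbouring windows and its permutation p as the deciding value of the position check, the depth at day 6, and the other splits of the libraries were chosen after the results were seen, and the level test on genes called at day 6 was added after the detection test had come out against its prediction.

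With vehicle, the protein-coding genes of the mitochondrial genome were higher at day 6 of culture than at day 2, while its ribosomal RNAs took a smaller share of the counts. All 11 mitochondrially encoded genes tested were higher at day 6, also when adjusted over the list alone, with a median log2 fold change of 5.31, and mt-Co1 and mt-Co2, subunits of cytochrome c oxidase, were at 6.35 and 5.61 (camera, adjusted p = 1.30e-11, and adjusted p = 0.757 with an estimated correlation). Of the 11 genes, 6, 5 and 3 passed without replicate 2, 3 or 4, and 7 without a filter. Mitochondrial ribosomal RNA took 2.65 to 3.93% of the counts in genes at day 6 and 13.8 to 56.4% at day 2. Of 29 nuclear genes of oxidative phosphorylation 9 were higher and none was lower, and of 22 ribosomal protein genes 7 were higher (10 when adjusted over the list alone). Without replicate 4, these were 2 and 3 genes. The eosinophil markers Il5ra (2.70), Ccr3 (4.56) and Epx (3.75) were all higher at day 6 (camera, adjusted p = 0.0151, and adjusted p = 0.757 with an estimated correlation). With DESeq2, which tests more genes with few counts and moved the median over all genes by -0.32, the medians turned from 3.75 to -1.84 for the eosinophil list, from 0.60 to -0.38 for the ribosomal list, and from 0.04 to -0.68 for the nuclear respiratory list. Of 3 NK cell and ILC1 markers 2 were higher (3 when adjusted over the list alone), with 1 without the block or without replicate 1, 2, 3 or 4, and with DESeq2 their median turned from 1.88 to -1.18 (camera, adjusted p = 0.0451, and adjusted p = 0.757 with an estimated correlation). Of 142 vomeronasal receptor genes 2 were higher and 8 lower (none and 2 when adjusted over the list alone), with a median of -0.54 (camera, adjusted p = 0.0182, and adjusted p = 0.757 with an estimated correlation). The type 2 cytokine gene Il4 was higher at 2.35, and the regulatory genes Tgfb1, Cd274 and Tigit were higher among 10. Il4 did not pass without replicate 3 or 4, and the regulatory genes numbered 1 without replicate 1, 3 or 4 and 0 without replicate 2. Of 14 ILC2 identity genes, Pparg and Il18r1 were higher and Il9r and Bcl11b were lower, with 1 each way without replicate 1, 2 or 4 and 1 higher alone without replicate 3. Egfr had a log2 fold change of -1.42 that did not pass (standard error 0.541, adjusted p = 0.077 from edgeR), and it passed without replicate 5 and without mice 4 and 5. At day 2, no gene differed between AR420626 and vehicle by edgeR. Of 20865 genes, 403 had an unadjusted p under 0.05, fewer than the 5% that chance alone would give. DESeq2 called 32, all lower. AR420626 day 2 replicate 4 held 227445 counts in genes, where the others of its group held 894953 to 1171015, and AR420626 day 2 replicates 4 and 5 were at 23.5 and -37.1 on the first principal component, where replicates 1 to 3 were at 111 to 119. Vehicle day 2 replicates 1 and 5 were at 28.5 and -8.92, where replicates 2 to 4 were at 97.9 to 116.

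At day 6, further lists held few genes that differed with AR420626. Of 7 IL-10 and regulatory genes Tigit was higher and Cd274 lower, of 12 genes of IL-33 and IL-1 receptor signaling Tab2 and Mapk9 were lower (1 gene without replicate 2 or 4), and of 19 genes of IL-2, IL-7 and TSLP signaling Socs2 was higher, a call that was lost with DESeq2, without a filter, and without replicate 2, 3, 4 or 5. Cfl1 and Actg1 were lower of 6 abundant leukocyte transcripts (1 gene without the block or without replicate 1). Mpo was lower of 6 macrophage and neutrophil markers (none without a filter, without the block, or without replicate 1, 2, 4 or 5). Krt4 was lower of 3 keratins. Of 13 genes of the Ch.7 ILC2 Locus, Hpn was lower and Scgb1b3 higher, and none was lower without a filter or without replicate 1, 2 or 5. Of 113 olfactory receptor genes 2 were higher and 4 lower, of 84 vomeronasal receptor genes 3 were higher and 1 lower (no olfactory gene passed without replicate 5, and 1 vomeronasal gene without replicate 1), and none passed among T cell, B cell, NK cell and ILC1, ILC3, epithelial, free fatty acid receptor and nuclear oxidative phosphorylation genes. When adjusted over the list alone, the regulatory genes were 1 higher and 2 lower, the IL-2 list had none, the olfactory list 1 higher and 3 lower, the vomeronasal list 1 higher and 1 lower, the locus 1 higher and 2 lower, the keratins 2 lower, and the T cell and free fatty acid receptor lists 1 lower each. Between the strains, 9 of 20 genes of the EGF receptor axis were higher in CC030 and 4 (Areg, Dusp5, Dusp6 and Spry1) were higher in C57BL/6J, and Egfr had 0 counts in C57BL/6J and was at least 169-fold higher in CC030 at 55.0 ± 11.4 CPM (SD, n = 3). Of 29 cell cycle genes, Kif11 and Bub1 were higher in CC030 and Ccnd2, Cdk4 and Pcna were higher in C57BL/6J (camera, adjusted p = 1.27e-04, and adjusted p = 0.228 with an estimated correlation), with a median of -0.24 and a mean of 0.26. The median turned to 0.33 with DESeq2's size factors in edgeR and to 0.13 with DESeq2, and 10 and 12 genes of the list passed without C57BL/6J replicate 1 or 3. Of 20 epithelial, endothelial and stromal markers 7 were higher in CC030 and Sftpc and Epcam were higher in C57BL/6J (7 and 1 when adjusted over the list alone), and without C57BL/6J replicate 3 these were 14 and 1.

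In CC030 libraries with vehicle at day 6, levels of gene symbols follow C57BL/6J better at other positions of the chromosome. Neighbouring windows shared a shift away from the gene's own position in 17.16% of 472 pairs against 4.84% after permutation (permutation p = 0.000999, the smallest that 1000 permutations can give). The share was 11.53% against 5.51% with AR420626 at day 6 (permutation p = 0.000999) and 11.72% against 7.99% with vehicle at day 2 (permutation p = 0.001998). With AR420626 at day 2 it was 8.16% against 7.07% (permutation p = 0.1998), near chance. By Pearson correlation, that group was at 6.03% against 1.444% (permutation p = 0.000999), so the forms disagree for it. For vehicle at day 6, the single group put to this test, a shift estimated on other genes was better than none in 80.28% of 218 windows, against at most 57.8% in 1000 permutations. Lower depth alone is argued against, as levels correlated with C57BL/6J at rho 0.4743. These values are consistent with the hypothesis that reads were counted against gene positions of another build, and background from unspliced RNA or genomic DNA also stays open, since levels correlated with exon length at rho 0.7538.

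In naïve CC030 libraries the same hypothesis is less clear. Neighbouring windows shared the shift in 6.0% of 400 pairs against 6.56% after permutation (permutation p = 0.7243), so this test leaves it open. At the shifts of vehicle at day 6, 66.06% of windows correlated better than at 0, against 58.92% at the shifts of other windows (permutation p = 0.00599), although the median r was 0.0498. Mitochondrially encoded genes were at a median percentile of 99.96 in naïve CC030 and 98.51 in C57BL/6J. Their median log2 fold change was -0.02, against -5.99 for nuclear respiratory genes. That contrast goes with the hypothesis if mitochondrial gene positions are the same in both builds, which was not checked. Levels correlated with exon length at rho 0.8189, which is consistent with background from genomic DNA or unspliced RNA, and with C57BL/6J at rho 0.487, which argues against lower depth alone. A difference in the ILC2s themselves is argued against as the whole source for transcripts abundant in all leukocytes, since ILC2s of both strains are leukocytes. Of 25 such transcripts, 24 were lower in CC030, with a median of 26.0 counts against 32400 in C57BL/6J. The median over all genes tested in CC030 was 23.3 counts. For other genes, a difference between the strains in the ILC2s remains untested and is not separated from these explanations.

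For 1073 of the 1078 genes that differed at day 6, the level with vehicle correlated across genes with C57BL/6J at r = 0.5551 at the shifted position, 0.196 at the gene's own position and 0.0670 at the shift of another gene, which is consistent with counts taken from the shifted position. A test by detection left this open, with 51.82% of genes detected at the shifted position and 60.39% at their own, since a gene always lies at its own position. Single genes, looked at after their values were seen, vary in this. With vehicle at day 6, Il5 was at 3.09 CPM and Sept8 at 10990 CPM, and Sept8 overlaps exons of Il5 when shifted by 182 kb, the best match within 4 Mb, or by 187 kb, the best within 8 Mb. Few counts under Il5 therefore do not show that its transcript was rare. Fads3, at 8835 CPM, overlaps Fth1 at its best shift within 4 Mb but matched best at its own position within 8 Mb, as Tigit did within both (r = 0.700 within 4 Mb). For Egfr the best shift was 100 kb within 8 Mb and 583 kb within 4 Mb, so its position is not settled. Depth as the whole cause is argued against. The mean total of counts was 1.62 times as high with vehicle, but with every library thinned at random to 1080761 counts in genes, at least 87.85% of the 1078 genes passed with the same sign in each of 5 draws, and Egfr stayed at 5.69 to 5.86. An effect of the agonist on ILC2s, or on which cells were present, stays open and untested.

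The other splits of the libraries were too few for a share under 0.05 in 4 comparisons. The highest count in any other split that parts every pair, or for the strains any other split, was 0 against 27122 between the strains (10 splits), 0 against 1078 at day 6 and 0 against 2742 between the days with vehicle (16 splits each, with 1 as large, the real one). At day 2 all 16 splits called 0 genes. Splits that leave some pairs together called up to 490 genes at day 6 and 1952 between the days, out of 100 drawn in each comparison. With mouse as a block, pairs left together add nothing to the contrast, so these splits compare only the pairs they part. At day 2, only splits that part 1 pair called any gene, and these take the contrast from that mouse alone. Such splits therefore cannot decide whether the libraries have a structure other than the treatment.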
